# B1 SOX Coordinate Cell Specification with Patterning and Morphogenesis in the Early Zebrafish Embryo

**DOI:** 10.1371/journal.pgen.1000936

**Published:** 2010-05-06

**Authors:** Yuichi Okuda, Eri Ogura, Hisato Kondoh, Yusuke Kamachi

## Abstract

The B1 SOX transcription factors SOX1/2/3/19 have been implicated in various processes of early embryogenesis. However, their regulatory functions in stages from the blastula to early neurula remain largely unknown, primarily because loss-of-function studies have not been informative to date. In our present study, we systematically knocked down the B1 *sox* genes in zebrafish. Only the quadruple knockdown of the four B1 *sox* genes *sox2/3/19a/19b* resulted in very severe developmental abnormalities, confirming that the B1 *sox* genes are functionally redundant. We characterized the *sox2/3/19a/19b* quadruple knockdown embryos in detail by examining the changes in gene expression through in situ hybridization, RT–PCR, and microarray analyses. Importantly, these phenotypic analyses revealed that the B1 SOX proteins regulate the following distinct processes: (1) early dorsoventral patterning by controlling *bmp2b/7*; (2) gastrulation movements via the regulation of *pcdh18a/18b* and *wnt11*, a non-canonical Wnt ligand gene; (3) neural differentiation by regulating the *Hes*-class bHLH gene *her3* and the proneural-class bHLH genes *neurog1* (positively) and *ascl1a* (negatively), and regional transcription factor genes, e.g., *hesx1*, *zic1*, and *rx3*; and (4) neural patterning by regulating signaling pathway genes, *cyp26a1* in RA signaling, *oep* in Nodal signaling, *shh*, and *mdkb*. Chromatin immunoprecipitation analysis of the *her3*, *hesx1*, *neurog1*, *pcdh18a*, and *cyp26a1* genes further suggests a direct regulation of these genes by B1 SOX. We also found an interesting overlap between the early phenotypes of the B1 *sox* quadruple knockdown embryos and the maternal-zygotic *spg* embryos that are devoid of *pou5f1* activity. These findings indicate that the B1 SOX proteins control a wide range of developmental regulators in the early embryo through partnering in part with Pou5f1 and possibly with other factors, and suggest that the B1 *sox* functions are central to coordinating cell fate specification with patterning and morphogenetic processes occurring in the early embryo.

## Author Summary

In the developing embryo, various processes such as cell fate specification, embryo patterning, and morphogenesis take place concurrently. The embryo must control gene expression in order to coordinate these processes and thereby enable the proper organization of its structures. The B1 *sox* transcription factor genes, exemplified by the “stem cell gene” *sox2*, are thought to play a key role in these embryonic processes from the blastoderm stage to the neural stage. However, the precise regulatory functions of these genes are largely unknown due to the lack of loss-of-function studies. In our current study, we took advantage of the zebrafish system and successfully depleted B1 *sox* activity from the early embryo using antisense knockdown technology. This approach enabled us to further uncover the regulatory functions of B1 *sox* in early embryos. We found that the activity of the B1 *sox* genes is required for the expression of a wide range of developmental regulators including transcription factors, signaling pathway components, and cell adhesion molecules. These findings suggest that the B1 *sox* functions are central to coordinating diverse embryonic processes, particularly those that occur during the development of the primordium of the central nervous system.

## Introduction

The developing embryo must control gene expression to coordinate various embryonic processes such as cell fate specification, embryo patterning and morphogenesis. During the embryonic stages from the blastula to neurula, the coupling of cell lineage specification and gastrulation cell movements is particularly evident. There is also now an increased understanding of the regulatory mechanisms underlying each cell state and each morphogenetic process, but the precise mechanisms that coordinate these events have remained elusive. The group B1 SOX transcription factors are good candidates as coordinators of these embryonic processes. Indeed, they have been implicated in cell fate specification in the early embryo [1]–[7] and also patterning and morphogenetic processes [8]–[10].

B1 *Sox* comprises *sox1a/1b*/*2*/*3*/*19a*/*19b* in zebrafish and *Sox1*/*2*/*3* in amniotes [11]. The *sox19a/19b* genes are evolutionary orthologs of mammalian *Sox15* (group G), although *Sox15* has now been shown to have functionally diversified from the authentic B1 *Sox* paralogs [11]. Overall, the regulatory functions of B1 *sox* genes appear to be conserved as a group across vertebrate species, although the paralogs are often differentially employed in a particular process [12]. In zebrafish, *sox3/19a/19b* are expressed in the blastula [11], whereas the corresponding early expression in mice is covered by *Sox2* [1]. Following this stage, the B1 *sox* genes are thought to be important for specification of the embryonic ectoderm into the neuroectoderm lineage. During this process, their expression becomes confined to the neuroectoderm [11]. As development proceeds to the neurula stage, expression of the B1 *sox* genes continues in neural precursors, where they function to maintain the neural progenitor states [13]–[15].

The similarities in the characteristics of the B1 SOX proteins as transcriptional regulators [11], [15] suggest redundant functions in tissues where they are coexpressed. In support of this notion, single *Sox1* or *Sox3* knockout mice display only mild abnormalities in the central nervous system (CNS), presumably because of extensive coexpression of *Sox1/2/3* [16]–[18], whereas *Sox2*-null mouse embryos die around implantation, reflecting its exclusive expression in the ICM [1]. Consistently, a single *sox2* or *sox3* knockdown (KD) in zebrafish causes only mild developmental abnormalities [19], [20]. *Xenopus* studies utilizing dominant-negative forms of SOX2 indicate a specific role of *Sox2* in neuroectoderm differentiation [2]. To date, however, the overall functions of the B1 *sox* genes have not been systematically investigated from the blastula to early neurula stages.

An important characteristic of the B1 SOX proteins is that they form a complex with co-DNA-binding partner factors to target specific sequences and this enables them to participate in the regulation of various cell states [21]. The SOX2-Oct3/4 (Pou5f1) complex is a central player in regulatory networks in the ICM and ES cells [1], [22], [23]. Potential target genes of SOX2 and Oct3/4 in ES cells have been identified through genome-wide chromatin immunoprecipitation (ChIP) and microarray expression analyses [22], [24]. The involvement of other B1 SOX-partner combinations in the regulation of specific cell states has also been reported, e.g., B1 SOX-POUIII factors in neural precursors [15] and B1 SOX-Pax6 in lens cells [25]. However, neither B1 SOX-dependent regulatory processes nor B1 SOX target genes in the developing early embryo have been extensively investigated.

In our present study, we performed single to quadruple knockdowns of *sox2/3/19a/19b* in zebrafish embryos and confirmed that these four genes are functionally redundant in early development. More importantly, phenotypic analyses of the *sox2/3/19a/19b* quadruple KD embryos uncovered developmental process-specific functions of B1 *sox*. In the blastula, B1 *sox* genes regulate the activation of the *bmp2b/7* genes, which is critical for dorsoventral (DV) patterning. During gastrulation, B1 *sox* also regulate the expression of *pcdh18a/18b* and *wnt11*, a non-canonical Wnt ligand gene, which together play a role in convergence and extension (C&E) movements. In neural development, the B1 *sox* genes are essential for the proper regulation of neural bHLH genes of both the *her/Hes* and proneural classes, and also for the activation of region-specific transcription factor genes such as *hesx1*, *zic1* and *rx3*. Moreover, the activity of B1 *sox* is required for the neural expression of various signaling pathway genes: *cyp26a1* in RA signaling, *oep* in Nodal signaling, *shh*, and also *mdkb*. ChIP analysis of the *her3*, *hesx1*, *neurog1*, *pcdh18a* and *cyp26a1* genes suggests their direct regulation by B1 SOX. These findings indicate that B1 SOX proteins play a central role in coordinating cell fate specification, embryo patterning and morphogenesis by controlling a wide variety of developmental regulators in the early embryo.

We have also found an interesting overlap between the early phenotypes of the B1 *sox* quadruple KD embryos and the maternal-zygotic (MZ) *spg* embryos that are devoid of *pou5f1* activity [26]–[29]. This highlights a broad role of the B1 SOX-Pou5f1 complex from the blastoderm to early neural stages of development.

## Results

### Loss-of-function analysis of the B1 *sox* genes in the zebrafish embryo

Among the B1 *sox* genes of zebrafish, *sox2/3/19a/19b* are expressed at high levels during early development with extensive regional overlaps [11]. *sox19b* mRNA is maternally supplied. *sox3* and *sox19a* are activated around the 1000-cell stage, and *sox2* around the 30% epiboly (30%E) stage [11]. The expression of *sox3/19a/19b* initially covers the entire blastoderm, but gradually disappears at the embryonic margin after 30%E (Figure S1A). At the shield stage, the expression of *sox2/3/19a/19b* covers the future ectoderm, but then becomes confined to the presumptive neuroectoderm [11]. Expression of *sox1a/1b* is initiated only during late gastrulation stages (Figure S1B). These expression patterns suggest that *sox2/3/19a/19b* are involved in early processes of zebrafish development.

To investigate the function of B1 *sox* in early stage embryos, we knocked down *sox2/3/19a/19b* either individually or in combination using morpholino antisense oligonucleotides (MO). Two different MOs were simultaneously used to block translation of each B1 *sox* gene, which ensures efficient knockdown even when using reduced amounts of MOs [20]. With this double MO strategy, an approximately 90% reduction in translation was achieved using 1.8 ng of a 1∶1 mixture of two MOs, as judged by their effects on luciferase reporters carrying MO-targeting 5′-UTR sequences (*sox2* [20]; *sox3/19a/19b*, Figure S2A). By western blotting, we confirmed the efficient inhibition of the synthesis of endogenous B1 SOX proteins (Figure S2B).

No gross abnormalities were observed in the embryo morphology when any one of *sox2/3/19a/19b* was knocked down (single KD, Figure 1B), although the development of the CNS may be slightly perturbed and 75% of the *sox2* morphants showed an up-turned tail phenotype (Figure 1Ba). When any three of *sox2/3/19a/19b* were simultaneously knocked down (triple KD), a range of morphological abnormalities was observed depending on the combination of KD targets (Figure 1C). Triple KDs of *sox2/19a/19b* and *sox2/3/19b* caused only mild morphological defects (Figure 1Cc and 1Cd), presumably because the remaining *sox3* and *sox19a* genes, respectively, mostly cover the B1 *sox* expression domains. *sox3/19a/19b* morphants often showed stronger yet variable defects in their posterior structures (Figure 1Ca and 1Cb), presumably reflecting the weak *sox2* expression in the posterior neuroectoderm. *sox2/3/19a* morphants appeared normal during gastrulation, but later developed morphological abnormalities (Figure 1Ce), likely because *sox19b* expression decreases in later stages.

**Figure 1:**
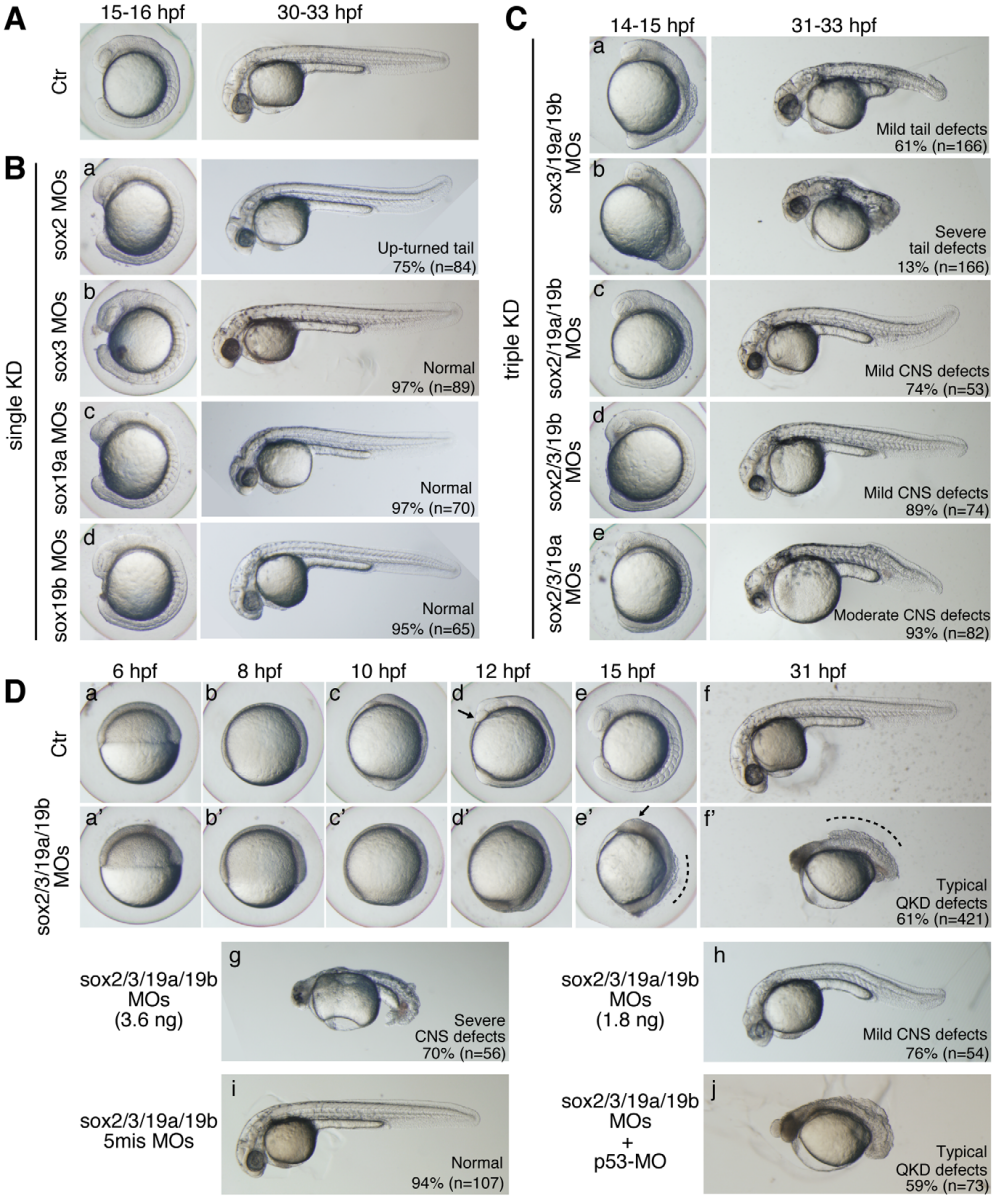
Single, triple, and quadruple knockdowns of *sox2/3/19a/19b*. Bright-field images of live embryos observed at the indicated time points. All are lateral views. (A) Uninjected control (Ctr) embryos. (B) Single knockdowns of *sox2/3/19a/19b*. A 1∶1 mixture of two MOs (0.9 ng each) targeting one of the four B1 *sox* genes was injected for a single KD. The percentage of embryos in the same morphological class is indicated in each panel. (C) Triple knockdowns of *sox2/3/19a/19b*. A mixture of indicated combinations of MOs (i.e., a mixture of six MOs, 5.4 ng in total) was used to simultaneously knockdown three out of the four B1 *sox* genes. The major classes of morphological defects are shown with the percentage of occurrence. The remaining embryos showed either milder or more severe defects. (D) Uninjected control embryos (a–f) and *sox2/3/19a/19b* quadruple knockdown (QKD) embryos injected with a mixture of MOs targeting the four B1 *sox* genes (i.e., a mixture of eight MOs, 7.2 ng in total) (a’–f’). The QKD caused very severe developmental abnormalities: a delay in epiboly, a shortened anterior-posterior axis, and impairment of CNS development (61%). The remaining embryos showed either milder defects (7%), more severe defects (24%) or lethality (8%). The aberrant movement of the anterior prechordal plate (arrows in d and e’) suggests a decreased adhesion of ectodermal cells as well as defects in convergence and extension movements in the QKD embryos. The broken lines (e’ and f’) indicate the dorsal trunk regions where cell dissociation was observed. (g, h) Dose-dependent effects of the MOs used for QKD were examined by injecting reduced amounts of the mixture of MOs targeting the four B1 *sox* genes (3.6 ng in total [g] and 1.8 ng in total [h]). (i) As a negative control, a mixture of 5-base-mismatch control MOs (i.e., a mixture of eight 5mis-MOs, 7.2 ng in total) was injected. (j) The coinjection of a p53-MO (2 ng) had no impact on the neural defects in the QKD embryos.

In contrast to the triple KDs, the quadruple knockdown of *sox2/3/19a/19b* (hereafter called QKD) using a total of 7.2 ng MOs resulted in very severe developmental abnormalities, suggesting essential functions of B1 *sox* in early embryogenesis (Figure 1Da–1Df). This result also lends support to a model whereby in the triple KD embryos the remaining B1 *sox* gene compensates for the loss of the other three to a large extent. Taken together, our initial observations indicate that the B1 *sox* genes are largely functionally redundant in early zebrafish embryos. This is further corroborated by rescue experiments to be described in the next section.

By reducing the amount of MOs used for QKD, hypomorphic phenotypes were produced to different extents depending on the MO levels (Figure 1Dg and 1Dh). Embryos injected with a 50% concentration of MOs for QKD (3.6 ng in total) still showed more severe abnormalities than any of the triple KD embryos. However, injection of only 25% MOs for QKD (1.8 ng in total) resulted in phenotypes similar to the triple KD embryos in terms of severity, further demonstrating the dose-dependent knockdown effects.

The specificity of the MOs we used was confirmed by injection of 5-base mismatch MOs, which caused no developmental abnormalities (Figure 1Di). In addition, the observed QKD phenotypes were not altered by coinjection of p53-MO (Figure 1Dj), which relieves MO-induced non-specific neural cell death [30]. Efficient elimination of B1 SOX activity under this QKD condition was also confirmed by the loss of *nestin* enhancer activity (Figure S3), which is regulated by B1 SOX and POU [15].

The earliest detectable morphological abnormality of the QKD embryos was a delay in epiboly, notably after the shield stage (Figure 1D). At 10 hour post-fertilization (hpf), when normal embryos reach the tailbud stage, the QKD embryos were still in late epiboly. The thickening of the anterior head region was less prominent in the QKD embryos (Figure 1Dc and 1Dd), suggesting impairment of CNS development. Impaired CNS development was also indicated by the loss of *hesx1* expression in the anterior-most neuroectoderm (Figure 2Bd; see also Figure 3Ca) and by the anterolateral displacement of the *pax2a* expression domains that mark the midbrain-hindbrain boundary (MHB) (Figure 2Bd). An early phase of neurogenesis was also affected in the QKD embryos as indicated by the loss of proneural *neurog1* expression (Figure 2Bf). The QKD embryos further displayed a shortened anterior-posterior (AP) axis with a broadened neural plate (marked by *hoxb1b*) and broadened mesodermal structures including notochord (marked by *ntl*) (Figure 1D and Figure 2B). Consistently, the gap between the prechordal plate (marked by *hgg1*) and notochord was reduced in the QKD embryos (Figure 2Be). These abnormalities commonly occur in zebrafish embryos when C&E movements are impaired during gastrulation [31], [32].

**Figure 2:**
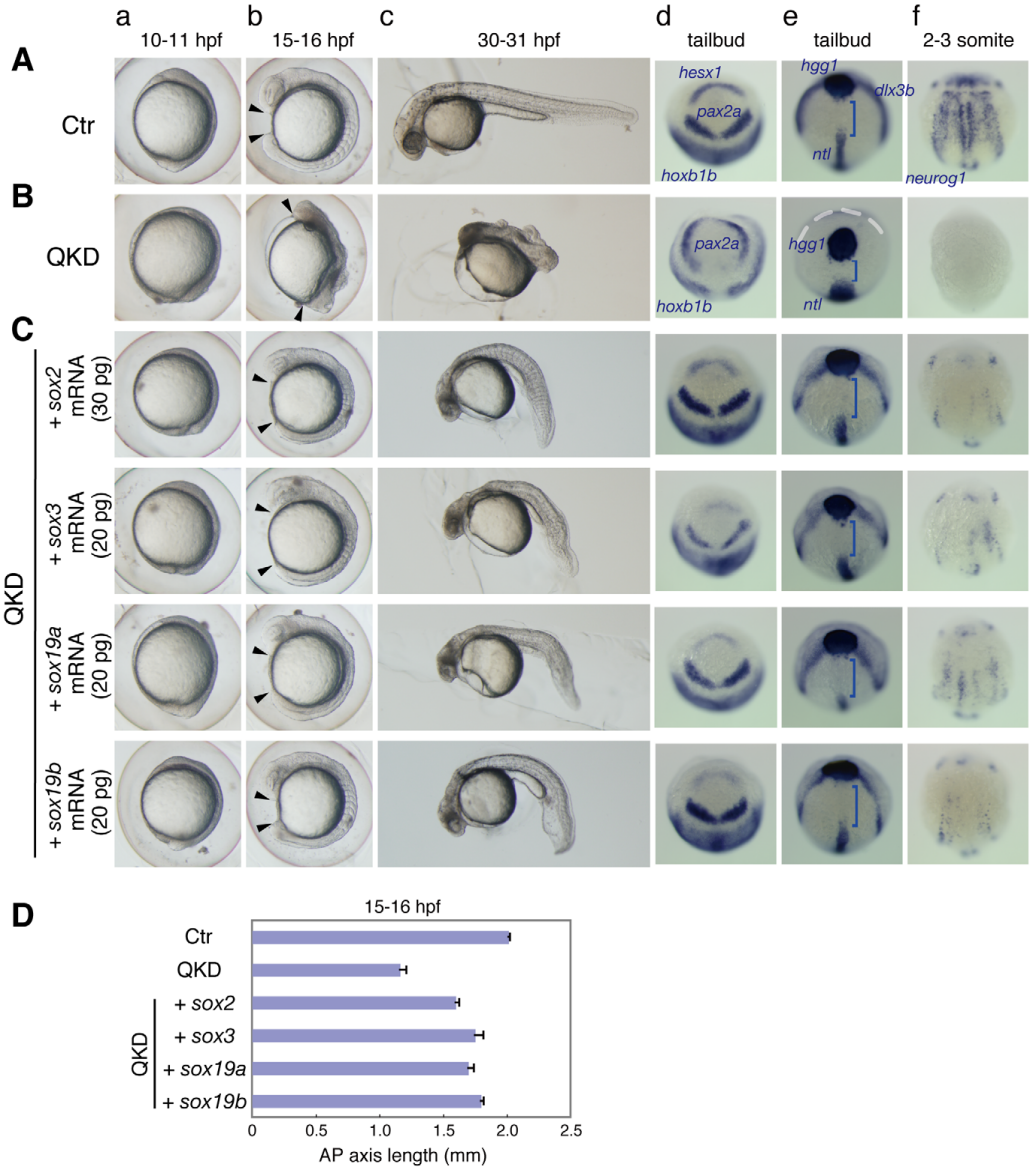
Rescue of the QKD phenotype by exogenous B1 *sox* mRNAs. (A, B) Uninjected control (Ctr) embryos (A) and the QKD embryos (B). Live embryos were observed at 10–11 (a), 15–16 (b) and 30–31 (c) hpf. Expression of *hesx1*, *pax2a* and *hoxb1b* (d), *dlx3b*, *hgg1* and *ntl* (e), and *neurog1* (f) was visualized by whole-mount in situ hybridization. Lateral views (a–c); dorsal views with anterior to the top (d–f). (C) The QKD phenotype is similarly rescued by an exogenous supply of any B1 *sox* mRNA. The MOs for QKD were coinjected with the indicated mRNAs. In the B1 *sox* mRNA-coinjected embryos, the expression of *hesx1*, *dlx3b* and *nuerog1* was recovered; patterning of the neural plate marked by *pax2a* and *hoxb1b* was normalized; and the expression patterns of *hgg1*, *ntl* and *dlx3b* reflecting C&E movements were also restored. Blue bracket, gap between the *hgg1* and *ntl* expression domains; white dotted line, neural plate border. (D) Recovery of the AP axis elongation in QKD embryos injected with one of the B1 *sox* mRNAs. The length of the embryos at 15–16 hpf along the AP axis between the arrowheads (Ab, Bb, Cb) was measured for the uninjected control (Ctr) (n = 7), the QKD (n = 9) and QKD with B1 *sox* mRNA injection (*sox2*, n = 9; *sox3*, n = 6; *sox19a*, n = 7; *sox19b*, n = 6). The average AP axis lengths with standard errors are shown.

**Figure 3:**
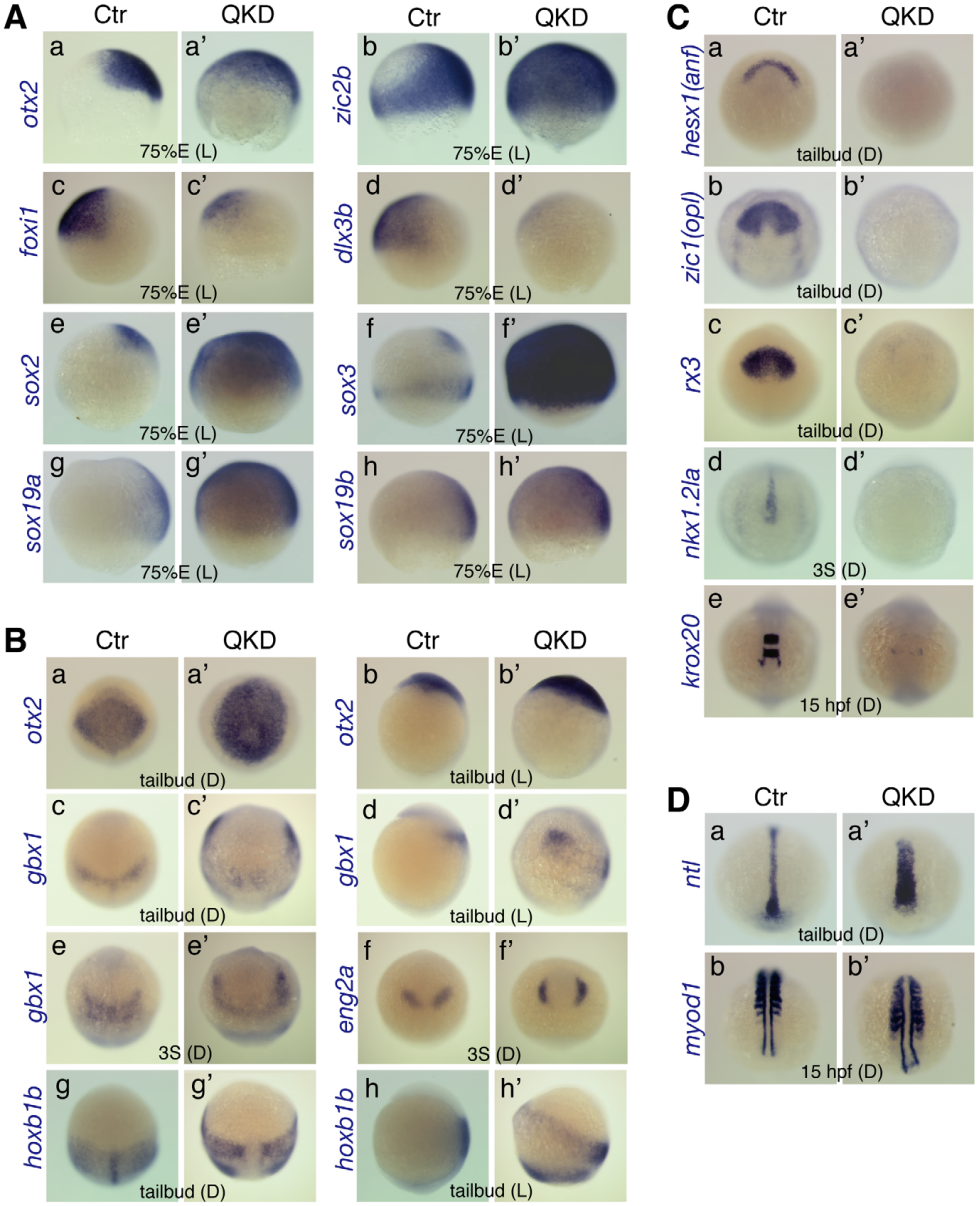
Defects in embryo patterning, early neural development, and C&E movements in the QKD embryos. Comparison of the gene expression profiles between uninjected control (Ctr) and QKD embryos. (A) Ventral expansion of early neural gene expression (*otx2* [a], *zic2b* [b] and *sox2/3/19a/19b* [e–h]), and reduced expression of non-neural ectoderm marker genes (*foxi1* [c] and *dlx3b* [d]) at 75%E. (B) Altered expression patterns of neural genes at the tailbud and 3-somite stages. The expression domains of *gbx1* (c–e), *eng2a* (f) and *hoxb1b* (g, h) were anterolaterally shifted, which encompass the *otx2* expression domain (a, b). (C) Defective neural development revealed by the loss of expression of neural marker genes, *hesx1* (a), *zic1* (b), *rx3* (c), *nkx1.2la* (d) and *krox20* (e). Residual expression of *krox20* was observed in r5-derived neural crest cells. (D) Wider mesoderm structures with a shortened axis revealed by mesodermal marker genes, *ntl* (a) and *myod1* (b). The stages and embryo orientations are shown in each panel: E, epiboly stage; S, somite stage; L, lateral view with dorsal to the right; D, dorsal view with anterior to the top.

### Interchangeable B1 SOX protein functions during early zebrafish development

The effects of the B1 *sox* KDs suggested that the B1 SOX proteins act equivalently in transcriptional regulation in the zebrafish embryo. Indeed, SOX1/2/3/19 all activate the *nestin* and *δ-crystallin* enhancers in cooperation with Brn2 and Pax6, respectively, in cultured cells [11]. We therefore tested whether injection of a single B1 *sox* mRNA could rescue the QKD phenotype. Moderate amounts (20–30 pg) of B1 *sox* mRNAs lacking the MO-target 5′ UTR sequences were individually injected with the MOs for QKD. Coinjection with any one of the *sox2/3/19a/19b* mRNAs dramatically rescued the QKD phenotype, as judged by the recovery of a normal morphology (Figure 2Ca–2Cc). By measuring the AP axis length of the embryos at 15–16 hpf, we confirmed the recovery of axial elongation in the B1 *sox* mRNA-injected QKD embryos (Figure 2D). In these embryos also, the expression of *hesx1*, *dlx3b* (neural plate border) and *neurog1* was recovered and the expression patterns of *pax2a* and *hoxb1b* were restored (Figure 2Cd–2Cf). In addition, the C&E movements indicated by the expression patterns of *hgg1*, *ntl* and *dlx3b* [31] were normalized in the B1 *sox* mRNA-injected embryos (Figure 2Ce). This phenotypic rescue was efficient only to early somitogenesis stages, likely because of the gradual decrease in the exogenously supplied SOX expression [19]. Simultaneous injection of *sox2/3/19a/19b* mRNAs (5 pg each) had essentially the same rescue effects (data not shown). These observations indicate that the function of the B1 SOX proteins is interchangeable during early zebrafish development.

### Phenotypes of B1 *sox*-deficient embryos

To further explore the functions of B1 *sox* in early zebrafish embryogenesis, we characterized our QKD embryos by focusing on their defects in neural development and gastrulation movements. In these QKD embryos, expression domains of *otx2* (anterior neuroectoderm) and *zic2b* (entire neuroectoderm) were expanded ventrally at 75%E, whereas expression of both *foxi1* and *dlx3b* (non-neuroectoderm) was reduced (Figure 3Aa–3Ad). Consistently, the neuroectodermal expression of B1 *sox* was also expanded in the QKD embryo (Figure 3Ae–3Ah). These gene expression changes are reminiscent of the dorsalized phenotype seen in BMP-pathway mutants [33], [34], suggesting impairment of this pathway in the QKD embryos.

At the tailbud stage in the QKD embryos, expression domains of *pax2a*, *gbx1* (hindbrain) and *hoxb1b* (posterior neuroectoderm) were anterolaterally shifted, which encompass the *otx2* expression domain (Figure 2Bd and Figure 3B). A similar change was seen for *eng2a* expression in the MHB at the 3-somite stage (Figure 3Bf). These observations indicate that some characteristics of the early neural plate can develop even under a severe reduction of B1 SOX activity. However, our initial analyses revealed that expression of many neural genes is abolished in the QKD embryos, including *zic1* (forebrain), *rx3* (eye field), *nkx1.2la* (posterior neuroectoderm) and *krox20* (rhombomere [r] 3/5) as well as *hesx1* and *neurog1* (Figure 2B and Figure 3C). Injection of the MOs for QKD into embryos of the *nr2f2* enhancer-trap line [35] confirmed the impairment of brain development at later stages (Figure S4A). These findings together suggest that B1 *sox* activity is critical for neural development, although it is dispensable for the expression of some early neural genes.

The normal expression levels of *ntl* and *myod1* (somite) in the QKD embryos suggest that mesodermal differentiation per se can proceed (Figure 3D). However, the broadened expression domains of these genes indicate defects in convergence movements, which is consistent with the widened expression of neural genes such as *gbx1* and *hoxb1b*. Movement of the anterior prechordal plate (marked by *hgg1*) was also impaired in the QKD embryos (Figure 2Be), which is characteristic of defective C&E movements. However, hatching gland precursor cells were commonly found to aberrantly move in a dorsal direction and penetrated the ectoderm during mid-somite stages (Figure 1De’). In the severe morphants, these hatching gland cells remained as a single ball-like structure in the head (Figure S4B). This phenotype is unique to the QKD embryo and may reflect a decreased adhesion of ectodermal cells, as also suggested by cell dissociation from the dorsal trunk region (Figure 1De’ and 1Df’).

Interestingly, the QKD embryos show an increase in transcript levels of *sox2/3/19a/19b* and also *sox1b* at early developmental stages (Figure 3A and Figure S1B). This implies a negative autoregulation of transcription among the B1 *sox* members, although a stabilization of these mRNAs by the MOs could not be ruled out. It is also noteworthy that even with these elevated levels of B1 *sox* transcripts in the QKD embryos, the MO-mediated knockdowns were effective in inhibiting their translation as revealed by western blotting (Figure S2B).

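The array data cover embryos at 3 stages, 30% epiboly (30%E, 4.7 hpf in normal embryos), 75% epiboly (75%E, 8 hpf) and tailbud (TB, 10 hpf). At each stage, RNA of uninjected wild-type (WT) embryos was compared with RNA of QKD embryos, which had received 8 translation-blocking morpholino oligonucleotides (MOs) against *sox2*, *sox3*, *sox19a* and *sox19b*, 0.9 ng each and 7.2 ng in all. Each of the 6 groups has 2 independent samples, which makes 12 arrays. The paper gives 40 to 100 embryos per sample and the sample labels give 100. For each array, 4 µg of total RNA was amplified and 10 µg of labelled cRNA was hybridised to an Affymetrix Zebrafish Genome array, a 1-colour array on which a set of short probes measures each transcript. The authors summarised the probes of each set with RMA, which subtracts background and brings the arrays to one distribution, and deposited the result as linear intensity. The median signal lay between 73.5 and 76.6 on the 12 arrays.

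From there, log2 was taken and limma was fitted to the 6 group means over all 12 arrays, with 15502 probe sets tested per stage. A probe set is called at a Benjamini-Hochberg adjusted p under 0.05, and every change is QKD minus WT in log2 units with the standard error (SE) of that fit, which the 12 arrays share. Genes are named from the platform annotation under their present symbols, so that the paper's *oep*, *chd*, *msxb*, *ntl*, *krox20*, *tuba1*, *wnt11r* and *pou5f1* stand here as *tdgf1*, *chrd*, *msx1b*, *tbxta*, *egr2b*, *tuba1b*, *wnt11* and *pou5f3*. For a gene with several probe sets the brightest is used. Genes were also grouped into 34 lists, 8 with the study's own genes and 26 of general knowledge. They were fixed before the deposited data were examined. The study's Tables S2, S3 and S7, which hold results of these arrays, had been read by then, so no list is blind to the data. A list's direction comes from limma's fry, which tests whether its genes move, on balance, one way and does not set them against other genes. Beside it stands camera with a correlation between the genes estimated from the residuals, which does set them against other genes, given as "adjusted p with an estimated correlation". Samples with the same replicate number deviated together at each stage, so a fit with the replicate number as a block within each stage was run too, and its values are given beside uncalled genes, lists and counts where they change a call or move a count by over 1.5 times. With 2 arrays per group, the number of arrays limits the precision, and for the study's own genes and the lists, calls that end when 1 array is left out are given with that array. Leaving out 1 array also lowers the precision, so a lost call does not show that the call rested on that array.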

To further characterize the phenotype of the QKD embryos, we examined the changes in gene expression in greater detail by the combined use of in situ hybridization, RT-PCR (summarized in Table S1) and microarray analysis (Figure S5, Table S2 and ). 

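Transcripts of all 4 targeted genes rose at 75%E and TB. The paper's western blots, not the arrays, measure the proteins, since MOs that block translation leave the mRNA in place and an array probe checks nothing about translation. *sox2* rose by 2.25 and 2.14 at 75%E and TB (SE 0.14, adjusted p = 4.51e-06 and 7.31e-06), from a signal of 701 ± 5.45 (SD, n = 2) in WT embryos to 3337 ± 13.7 (SD, n = 2) in QKD embryos at 75%E, but fell by 0.94 at 30%E (SE 0.14, adjusted p = 0.00182), where its signal was low (82.1 ± 0.132 in WT and 43.5 ± 11.3 in QKD embryos, SD, n = 2 each). *sox3* rose by 0.65, 1.56 and 1.48 at 30%E, 75%E and TB (SE 0.12, adjusted p = 0.00447, 1.27e-05 and 2.15e-05), and *sox19b*, the main maternal member, rose by 1.77, 1.28 and 1.25 at 30%E, 75%E and TB (SE 0.26, adjusted p = 0.00157, 0.0117 and 0.0148). *sox19a* rose by 0.51 and 0.53 at 75%E and TB (SE 0.12, adjusted p = 0.0192 and 0.0172) and had a value of 0.40 at 30%E (SE 0.12, adjusted p = 0.0576, and adjusted p = 0.0176 at 30%E with the replicate block). The B1 member that was not targeted and is on the array, *sox1a*, had values of 0.074, -0.11 and 0.083 at 30%E, 75%E and TB (SE 0.13, adjusted p = 0.873, 0.715 and 0.867), while another of its probe sets was called lower at TB (-0.94, adjusted p = 0.0343). On the single arrays, the signal of *sox2* at 75%E was 705 and 697 in WT and 3328 and 3347 in QKD embryos, and that of *sox3* was 2249.5 and 2735 in WT and 7089 and 7548 in QKD embryos. Of these 5 genes, which the study chose and whose count is no independent evidence, 1 fell and 2 rose at 30%E, 4 rose at 75%E, and 4 rose at TB (adjusted over the list alone, 1 fell and 3 rose, 4 rose, and 4 rose). As a list they rose on balance at 30%E, 75%E and TB (fry adjusted p = 0.0403, 0.000248 and 0.000237, and adjusted p = 0.339, 0.131 and 0.114 with an estimated correlation). The B1 sox call at 30%E was lost without either WT 30%E, QKD 30%E or QKD 75%E array (adjusted p = 0.0713 to 0.871). Calls of single genes were lost too, for *sox19a* at 75%E without either QKD 75%E array or WT 75%E replicate 1 (adjusted p = 0.0796 to 0.111) and at TB without WT TB replicate 2 or QKD TB replicate 1 (adjusted p = 0.136 and 0.148), and for *sox19b* at 75%E without WT 75%E replicate 2 or QKD 75%E replicate 1 (adjusted p = 0.0770 and 0.0933) and at TB without WT TB replicate 2 or QKD TB replicate 1 (adjusted p = 0.132). Other probe sets of *sox2* and *sox3* on the array gave either the same call or none at each stage.

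**Figure D1:**
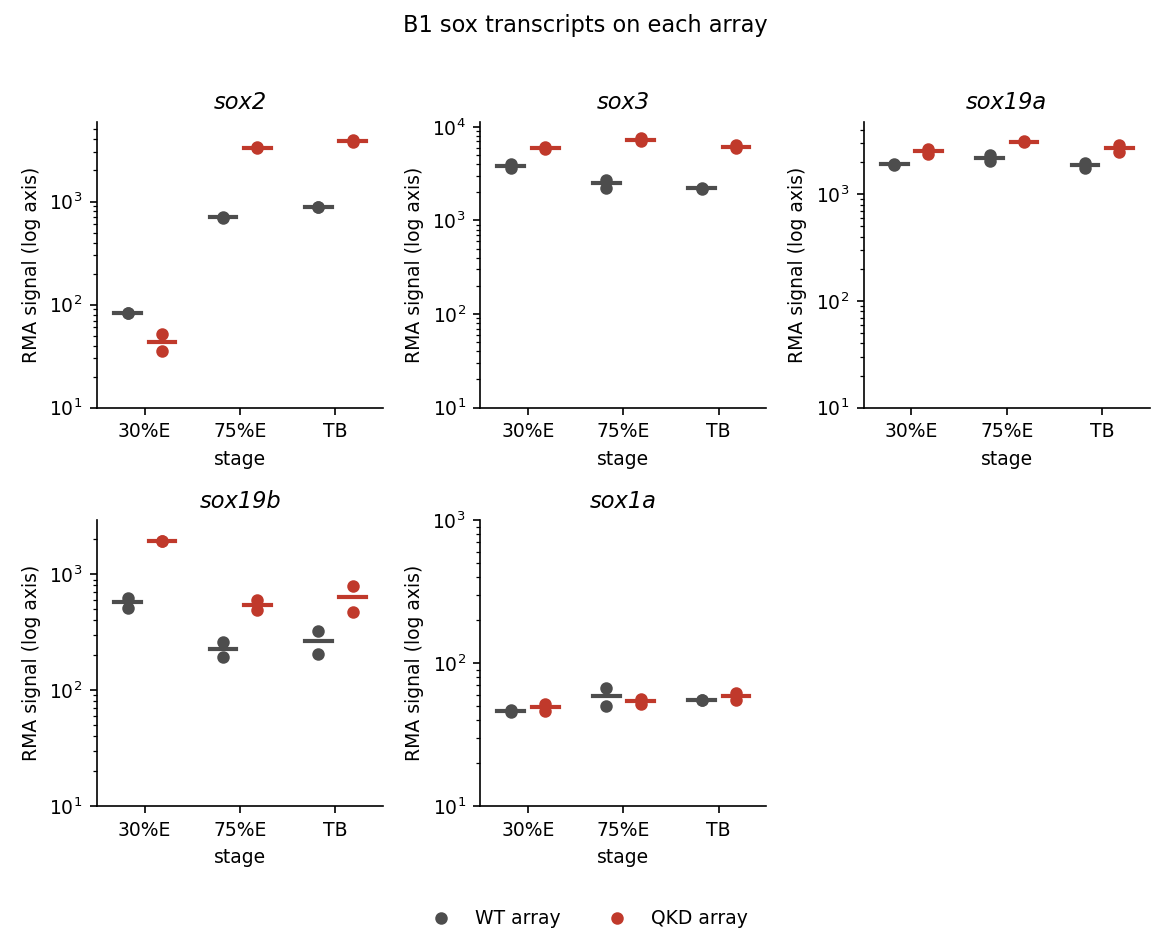
RMA signal of 5 B1 sox genes on each of the 12 arrays, on a log axis, at 30%E, 75%E and TB. Dots are single arrays (2 per group), lines their means, grey for WT and red for QKD embryos. At 75%E and TB the QKD arrays lie above the WT arrays for sox2, sox3, sox19a and sox19b, and at 30%E the sox2 arrays of QKD embryos lie below those of WT embryos.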

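Several genes of ventral ectoderm and Bmp signaling were lower in QKD embryos. At 30%E, *bmp7a*, which encodes a Bmp ligand, fell by 1.62 (SE 0.16, adjusted p = 9.49e-05), and *eve1* and *szl*, Bmp target genes of the ventral side, changed by -2.32 and -2.08 at 30%E (SE 0.15 and 0.27, adjusted p = 6.19e-06 and 0.000708). The second ligand gene, *bmp2b*, changed by -0.50, -0.86 and -0.78 at 30%E, 75%E and TB (SE 0.10, adjusted p = 0.0103, 0.000378 and 0.000851), and *gata2a*, a ventral transcription factor gene, changed by -0.96, -0.76 and -0.66 at 30%E, 75%E and TB (SE 0.15, adjusted p = 0.00247, 0.0110 and 0.0274). *szl* also changed by -2.65 and -1.34 at 75%E and TB (SE 0.27, adjusted p = 0.000129 and 0.0124). *foxi1* and *dlx3b*, which mark the preplacodal ectoderm, changed by -1.86 and -2.57 at 75%E (SE 0.15 and 0.18, adjusted p = 1.94e-05 and 9.90e-06) and changed by -2.15 and -1.73 at TB (SE 0.15 and 0.18, adjusted p = 7.92e-06 and 0.000197). Among the Bmp antagonists, *chrd* changed by -0.79 and -1.82 at 75%E and TB (SE 0.14, adjusted p = 0.00483 and 1.96e-05) and *nog1* rose by 0.78, 0.46 and 0.50 at 30%E, 75%E and TB (SE 0.12, adjusted p = 0.00150, 0.0319 and 0.0251), while the organizer gene *gsc* had values of -0.31, 0.26 and 0.42 at 30%E, 75%E and TB (SE 0.17, adjusted p = 0.398, 0.449 and 0.209). Not called were *bmp4*, with 0.23, -0.59 and -0.46 at 30%E, 75%E and TB (SE 0.19, adjusted p = 0.645, 0.0836 and 0.213, and adjusted p = 0.00214 and 0.00924 at 75%E and TB with the replicate block), *bmp7a* at the later stages, with -0.42 and -0.48 at 75%E and TB (SE 0.16, adjusted p = 0.135 and 0.102, and adjusted p = 0.0167 and 0.0104 at 75%E and TB with the replicate block), and *eve1*, with -0.27 and -0.32 at 75%E and TB (SE 0.15, adjusted p = 0.367 and 0.309, and adjusted p = 0.0389 at TB with the replicate block).

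Taken as a list, 11 dorsoventral genes were ones the study itself chose on such embryos, so that their count is not independent evidence of a direction, and of them 5 fell and 1 rose at 30%E, 6 fell and 1 rose at 75%E, and 6 fell and 1 rose at TB (adjusted over the list alone, 5 fell and 1 rose, 8 fell and 1 rose, and 8 fell and 2 rose). They fell on balance at 30%E, 75%E and TB (fry adjusted p = 0.0148, 0.00247 and 0.00283, and adjusted p = 0.332, 0.220 and 0.210 with an estimated correlation). The dorsoventral call at 30%E was lost without WT 30%E replicate 1 or QKD 30%E replicate 2 (adjusted p = 0.0622 and 0.0689). Of 23 genes of the Bmp response and ventral ectoderm, listed from general knowledge, 11 fell and 1 rose at 30%E, 11 fell at 75%E, and 13 fell and 1 rose at TB (adjusted over the list alone, 13 fell and 1 rose, 15 fell and 1 rose, and 16 fell and 1 rose, and with the replicate block 14 fell and 1 rose at 75%E). These genes fell on balance at 30%E, 75%E and TB (fry adjusted p = 0.00602, 0.00113 and 0.00117, and adjusted p = 0.222, 0.208 and 0.147 with an estimated correlation). This list shares *eve1*, *szl*, *gata2a*, *foxi1* and *dlx3b* with the study's own dorsoventral genes and is not independent of them. In this list, *tfap2c*, *tfap2a* and *msx1b* changed by -2.71, -1.04 and -1.12 at 30%E (SE 0.22, 0.13 and 0.14, adjusted p = 3.11e-05, 0.000555 and 0.000610), *msx1a* fell by 2.37 at 75%E (SE 0.13, adjusted p = 1.04e-06), and *tp63* fell by 2.17 at TB (SE 0.13, adjusted p = 4.13e-06). The *tfap2* genes encode AP-2 factors of non-neural ectoderm, the *msx1* genes homeodomain factors induced by Bmp, and *tp63* a regulator of epidermis. A second, dimmer probe set of *tfap2c* was not called at any stage. Genes of the dorsal organizer, 16 in number, went both ways, and of them 5 fell and 4 rose at 30%E, 2 fell and 4 rose at 75%E, and 1 fell and 5 rose at TB (adjusted over the list alone, 5 fell and 4 rose, 2 fell and 6 rose, and 2 fell and 6 rose, and with the replicate block 2 fell and 6 rose at TB). That list rose on balance at TB (fry adjusted p = 0.0168, and adjusted p = 0.264 with an estimated correlation), and adjusted p = 0.0726 at TB with the replicate block. Organizer genes did not pass at 30%E and 75%E (adjusted p = 0.597 and 0.0761). The organizer call at TB was lost without either QKD TB array or WT TB replicate 1 (adjusted p = 0.0566 to 0.0860). *admp*, which encodes a Bmp-like ligand of the organizer, and *lhx1a* and *noto*, homeobox genes of the organizer and notochord, rose by 1.66, 1.21 and 0.89 at TB (SE 0.17, 0.13 and 0.11, adjusted p = 0.000194, 0.000247 and 0.000684), and *fsta*, which encodes follistatin, rose by 1.25 at 75%E (SE 0.15, adjusted p = 0.000399). *admp* was called higher at all 3 stages (2.01-, 1.88- and 3.13-fold at 30%E, 75%E and TB), whereas *lhx1a* fell by 0.85 at 30%E (SE 0.13, adjusted p = 0.00206). Several calls were lost when 1 array was left out. These were *bmp2b* at 30%E without WT 30%E replicate 1 or QKD 30%E replicate 2, and *chrd* at 75%E without QKD 75%E replicate 2. The call of *gata2a* was lost at 75%E without WT 75%E replicate 2 or QKD 75%E replicate 1. At TB it was lost without either WT TB array or QKD TB replicate 2, and so was that of *szl*. The call of *nog1* was lost at 75%E without either QKD 75%E array or WT 75%E replicate 1, and at TB without either WT TB or QKD TB array.

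**Figure D2:**
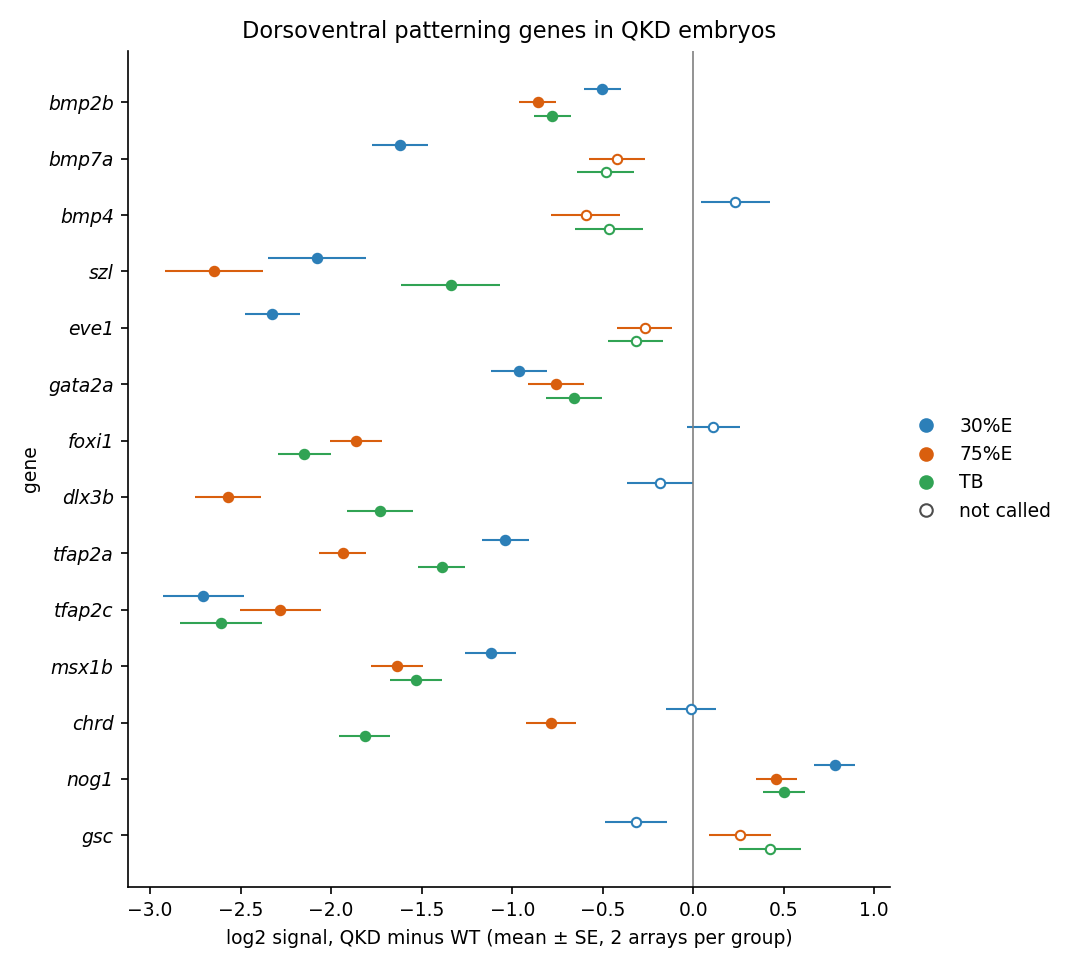
Change of 14 dorsoventral patterning genes in QKD embryos, as log2 signal of QKD minus WT with its standard error from limma (2 arrays per group), at 30%E, 75%E and TB. Filled circles are called at an adjusted p under 0.05 and open circles are not. Most called genes lie left of 0 (lower in QKD embryos), and nog1 lies to the right at each stage.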

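*pcdh18a*, a protocadherin gene that the study links to cell movements together with *pcdh18b*, changed by -1.42 and -1.99 at 75%E and TB (SE 0.20, adjusted p = 0.00146 and 0.000170) and had a value of 0.071 at 30%E (SE 0.20, adjusted p = 0.926). Its level went from a signal of 138 ± 2.82 (SD, n = 2) in WT embryos to 35.2 ± 7.75 (SD, n = 2) in QKD embryos at TB, while a second probe set of the gene was not called. Wnt genes of the convergence and extension movements that were measured here were not called. *wnt5b* had values of -0.33, -0.19 and 0.053 at 30%E, 75%E and TB (SE 0.13, adjusted p = 0.216, 0.495 and 0.925), *wnt11*, the gene the paper writes as *wnt11r*, of 0.11, -0.0085 and -0.61 at 30%E, 75%E and TB (SE 0.23, adjusted p = 0.894, 0.991 and 0.174, and adjusted p = 0.0124 at TB with the replicate block), and *wnt4*, the paper's *wnt4a*, of -0.27, -0.11 and 0.081 at 30%E, 75%E and TB (SE 0.10, adjusted p = 0.130, 0.601 and 0.782). Neither *pcdh18b* nor the paper's *wnt11*, now named *wnt11f2*, was analysed here. E-cadherin (*cdh1*) had values of 0.055, 0.29 and -0.20 at 30%E, 75%E and TB (SE 0.091, adjusted p = 0.858, 0.0831 and 0.288, and adjusted p = 0.0493 at 75%E with the replicate block). Of these 5 genes, again the study's own and no independent evidence, none passed at 30%E, 1 fell at 75%E, and 1 fell at TB (adjusted over the list alone, none passed, 1 fell and 1 rose, and 1 fell, and with the replicate block 1 fell and 1 rose at 75%E and 2 fell at TB). At an unadjusted p under 0.05, limma gave 2 lower and 0 higher at 30%E. Together they fell on balance at TB (fry adjusted p = 0.00615, and adjusted p = 0.222 with an estimated correlation). Gastrulation movement genes did not pass at 30%E and 75%E (adjusted p = 0.324 and 0.0827).

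Among 17 genes of non-canonical Wnt signaling and planar cell polarity, 2 fell at 30%E, 1 rose at 75%E, and 1 fell at TB (adjusted over the list alone, 3 fell, 1 rose, and 1 fell, and with the replicate block 2 fell and 2 rose at 75%E and 2 fell and 1 rose at TB). This group fell on balance at 30%E and 75%E (fry adjusted p = 0.00977 and 0.0250, and adjusted p = 0.213 and 0.302 with an estimated correlation). Non-canonical Wnt genes did not pass at TB (adjusted p = 0.422). The non-canonical Wnt call at 75%E was lost without either WT 75%E or QKD 75%E array (adjusted p = 0.0713 to 0.137). *prickle1b*, a planar polarity gene, fell by 0.76 at 30%E (SE 0.13, adjusted p = 0.00418). Cadherins, protocadherins, claudins and related adhesion genes numbered 27, of which none passed at 30%E, 2 fell and 3 rose at 75%E, and 5 fell and 5 rose at TB (adjusted over the list alone, none passed, 2 fell and 6 rose, and 5 fell and 6 rose, and with the replicate block 2 fell and 3 rose at 30%E and 2 fell and 8 rose at 75%E). At an unadjusted p under 0.05, limma gave 2 lower and 3 higher at 30%E. Adhesion genes fell on balance at TB (fry adjusted p = 0.0323, and adjusted p = 0.411 with an estimated correlation) and rose on balance at 75%E (fry adjusted p = 0.00977, and adjusted p = 0.185 with an estimated correlation), and adjusted p = 0.444 at TB with the replicate block. Adhesion genes did not pass at 30%E (adjusted p = 0.587). The list's median and mean differed in sign (0.0013 and -0.17 at TB). The adhesion call at 75%E was lost without either QKD 75%E array or WT 75%E replicate 1 (adjusted p = 0.0629 to 0.131) and that at TB was lost without either WT 30%E, QKD 30%E, QKD 75%E or QKD TB array (adjusted p = 0.0633 to 0.114). Larger changes within this group included *cldni*, a claudin gene, and *cdh11* and *pcdh19*, a cadherin and a protocadherin gene, which changed by -3.60, -1.38 and -0.84 at TB (SE 0.40, 0.16 and 0.12, adjusted p = 0.000277, 0.000281 and 0.00151), and *cldn3c*, another claudin gene, which rose by 1.07 at 75%E (SE 0.15, adjusted p = 0.00108). The QKD signal of *cldni* at TB (9.89 ± 0.325, SD, n = 2) lies below the lower quartile of every array (20.6 to 24.1), near the background. Its WT arrays were far apart (145 ± 115, SD, n = 2), so that the size of its decrease is not well measured.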

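Regulators of the neural plate and of neuronal differentiation changed in both directions. *zic1*, a zinc finger gene of the neural plate, changed by -2.61 and -3.68 at 75%E and TB (SE 0.12, adjusted p = 5.23e-07 and 5.16e-08), and *rx3*, which is needed for the eye field, changed by -1.79 and -2.46 at 75%E and TB (SE 0.28, adjusted p = 0.00267 and 0.000356) with a value of -0.79 at 30%E (SE 0.28, adjusted p = 0.138, and adjusted p = 0.0368 at 30%E with the replicate block). The proneural bHLH gene *neurog1* changed by -1.39 and -3.74 at 75%E and TB (SE 0.20, adjusted p = 0.00134 and 1.13e-06), from a signal of 385 ± 32.4 (SD, n = 2) in WT embryos to 29.7 ± 9.99 (SD, n = 2) in QKD embryos at TB. In contrast, another proneural gene, *ascl1a*, rose by 3.54 and 1.55 at 75%E and TB (SE 0.41, adjusted p = 0.000307 and 0.0458), with 1.26 at 30%E (SE 0.41, adjusted p = 0.0944, and adjusted p = 0.0295 at 30%E with the replicate block), and *tuba1b*, an alpha-tubulin gene of neurons, rose by 1.93 and 1.63 at 75%E and TB (SE 0.27, adjusted p = 0.00123 and 0.00388). The 2 QKD arrays at 75%E were far apart for *ascl1a* (496 ± 379, SD, n = 2), both above the WT arrays. The 2 WT arrays at 75%E were far apart for *rx3* (168 ± 98.0, SD, n = 2), both above the QKD arrays. Regional genes included *gbx1*, which fell by 1.63 at 30%E (SE 0.18, adjusted p = 0.000208), *mafba*, a hindbrain gene that rose by 1.45 at 75%E (SE 0.15, adjusted p = 0.000157), *nkx1.2la*, which changed by -1.10 and -0.93 at 75%E and TB (SE 0.13, adjusted p = 0.000393 and 0.00143), and *egr2b*, a hindbrain gene that fell by 1.01 at TB (SE 0.22, adjusted p = 0.0174). The forebrain and midbrain gene *otx2b* had values of -0.32, -0.29 and 0.44 at 30%E, 75%E and TB (SE 0.16, adjusted p = 0.325, 0.332 and 0.142). Other regional genes were not called: *zic2b* had -0.10, 0.13 and 0.24 at 30%E, 75%E and TB (SE 0.10, adjusted p = 0.744, 0.538 and 0.241), *pax2a* -0.10, 0.076 and -0.33 at 30%E, 75%E and TB (SE 0.12, adjusted p = 0.796, 0.798 and 0.145, and adjusted p = 0.0393 at TB with the replicate block), *en2a* 0.062, 0.11 and -0.34 at 30%E, 75%E and TB (SE 0.18, adjusted p = 0.929, 0.801 and 0.390) and *hoxb1a* 0.25, 0.23 and 0.026 at 30%E, 75%E and TB (SE 0.17, adjusted p = 0.541, 0.501 and 0.976).

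Over the 5 neuronal and bHLH genes of the study, chosen by it and thus no independent evidence, 1 fell and 1 rose at 30%E, 2 fell and 2 rose at 75%E, and 2 fell and 2 rose at TB (adjusted over the list alone, 1 fell and 2 rose, 2 fell and 3 rose, and 2 fell and 2 rose, and with the replicate block 1 fell and 2 rose at 30%E). As a whole the list fell on balance at 75%E and TB (fry adjusted p = 0.00433 and 0.000180, and adjusted p = 0.903 and 0.302 with an estimated correlation) and rose on balance at 30%E (fry adjusted p = 0.00130, and adjusted p = 0.223 with an estimated correlation). The list's median and mean differed in sign (0.39 and -0.10 at 75%E and 0.021 and -1.09 at TB). The neuronal and bHLH call at 75%E was lost without either QKD 75%E array (adjusted p = 0.238 and 0.928). Of 12 regional neural genes, which the study also chose itself and which are no independent evidence, 2 fell at 30%E, 4 fell and 1 rose at 75%E, and 5 fell at TB (adjusted over the list alone, 2 fell, 5 fell and 1 rose, and 6 fell and 1 rose). Regional genes fell on balance at 75%E and TB (fry adjusted p = 0.000801 and 0.000326, and adjusted p = 0.213 and 0.131 with an estimated correlation). Regional neural genes did not pass at 30%E (adjusted p = 0.0699, and adjusted p = 0.0385 at 30%E with the replicate block). The list of forebrain and eye field genes, from general knowledge, holds 23 measured genes, of which 3 fell and 1 rose at 30%E, 11 fell and 1 rose at 75%E, and 15 fell and 1 rose at TB (adjusted over the list alone, 3 fell and 1 rose, 11 fell and 1 rose, and 16 fell and 2 rose). Forebrain genes fell on balance at 75%E and TB (fry adjusted p = 0.000163 and 0.000163, and adjusted p = 0.114 and 0.114 with an estimated correlation). The forebrain list shares *hesx1*, *zic1*, *rx3* and *otx2b* with the study's regional neural genes and is not independent of them. Forebrain and eye field genes did not pass at 30%E (adjusted p = 0.422). Besides *zic1*, the homeobox genes *six3a* and *dbx1a* changed by -2.19 and -3.51 at 75%E (SE 0.11 and 0.19, adjusted p = 6.32e-07 and 1.04e-06) and the zinc finger gene *fezf2* fell by 2.30 at 75%E (SE 0.21, adjusted p = 6.06e-05). Of 25 genes of the midbrain and hindbrain, 2 fell and 3 rose at 30%E, 3 fell and 2 rose at 75%E, and 5 fell at TB (adjusted over the list alone, 3 fell and 3 rose, 5 fell and 3 rose, and 6 fell, and with the replicate block 6 fell and 3 rose at 75%E and 6 fell and 1 rose at TB). The midbrain and hindbrain list fell on balance at TB (fry adjusted p = 0.0296, and adjusted p = 0.223 with an estimated correlation). Midbrain and hindbrain genes did not pass at 30%E and 75%E (adjusted p = 0.0726 and 0.263). The midbrain and hindbrain call at TB was lost without either QKD 75%E or QKD TB array (adjusted p = 0.05049 to 0.115). *irx1b* and *en2b*, Iroquois and engrailed homeobox genes, rose by 1.93 and 1.38 at 30%E (SE 0.11 and 0.10, adjusted p = 2.95e-06 and 1.66e-05). The QKD signal of *dbx1a* at 75%E and the WT signal of *en2b* at 30%E lie below the lower quartile of every array (20.6 to 24.1), so that the sizes of these 2 changes are limited by the background. A list of 24 genes of neuronal differentiation also moved both ways, and in it 1 fell and 1 rose at 30%E, 3 fell and 5 rose at 75%E, and 4 fell and 4 rose at TB (adjusted over the list alone, 1 fell and 1 rose, 4 fell and 6 rose, and 6 fell and 6 rose, and with the replicate block 2 fell and 2 rose at 30%E). The differentiation list fell on balance at TB (fry adjusted p = 0.0103, and adjusted p = 0.410 with an estimated correlation) and rose on balance at 75%E (fry adjusted p = 0.0108, and adjusted p = 0.268 with an estimated correlation). Differentiation genes did not pass at 30%E (adjusted p = 0.0776). The differentiation call at TB was lost without either QKD 75%E array (adjusted p = 0.0713 and 0.0722). *olig2*, a gene of motor neuron and oligodendrocyte progenitors, rose by 2.23 at 75%E (SE 0.19, adjusted p = 4.11e-05), and *insm1b*, a zinc finger gene of newborn neurons, changed by -1.94 and -1.41 at 30%E and TB (SE 0.21, adjusted p = 0.000211 and 0.00202). *insm1b* was called lower at 75%E too (1.73-fold). Without single arrays the calls of *ascl1a* and *egr2b* at TB were lost, the first without either WT 30%E, WT 75%E, WT TB, QKD 30%E or QKD TB array (adjusted p = 0.0569 to 0.280), the second without either QKD TB array or WT TB replicate 1 (adjusted p = 0.0534 to 0.134).

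**Figure D3:**
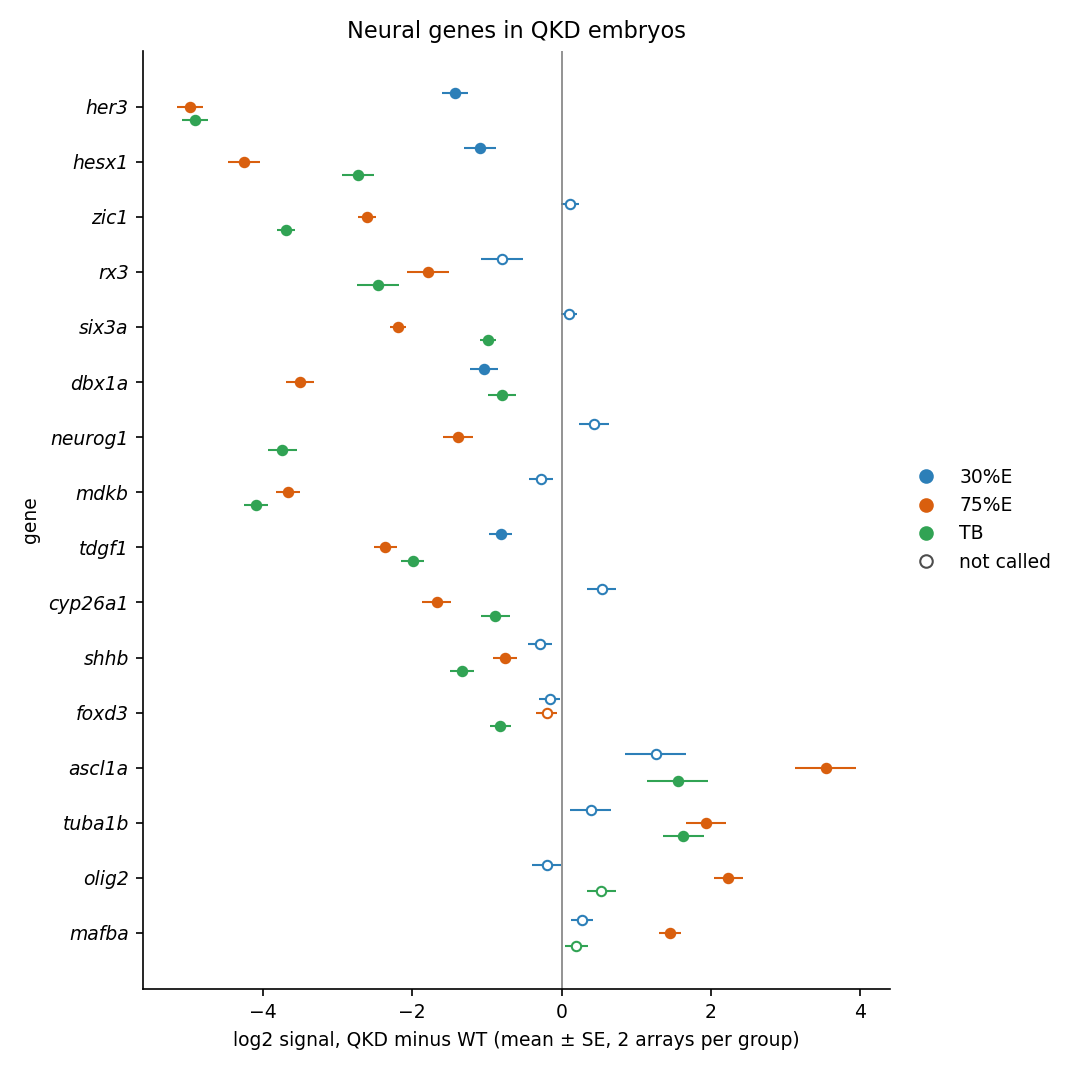
Change of 16 neural genes in QKD embryos, as log2 signal of QKD minus WT with its standard error from limma (2 arrays per group), at 30%E, 75%E and TB. Filled circles are called at an adjusted p under 0.05 and open circles are not. From her3 to foxd3 the called values lie left of 0 (lower in QKD embryos), and those of ascl1a, tuba1b, olig2 and mafba lie to the right.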

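Several signaling genes expressed in or around the neural plate were lower in QKD embryos. *mdkb*, which encodes the secreted factor midkine b, changed by -3.67 and -4.09 at 75%E and TB (SE 0.16, adjusted p = 3.83e-07 and 1.44e-07), from a signal of 2696 ± 125 (SD, n = 2) in WT embryos to 158 ± 6.37 (SD, n = 2) in QKD embryos at TB. *tdgf1*, the Nodal co-receptor gene *one-eyed pinhead*, changed by -0.82, -2.36 and -2.00 at 30%E, 75%E and TB (SE 0.15, adjusted p = 0.00676, 5.54e-06 and 2.15e-05). *cyp26a1*, whose product degrades retinoic acid, changed by -1.67 and -0.89 at 75%E and TB (SE 0.19, adjusted p = 0.000341 and 0.0187), with 0.53 at 30%E (SE 0.19, adjusted p = 0.147, and adjusted p = 0.0168 at 30%E with the replicate block). *shhb*, a hedgehog ligand gene of the midline, changed by -0.76 and -1.33 at 75%E and TB (SE 0.16, adjusted p = 0.0137 and 0.000484), whereas *shha* had values of 0.24, -0.16 and 0.079 at 30%E, 75%E and TB (SE 0.16, adjusted p = 0.505, 0.632 and 0.898). The neural crest gene *foxd3* fell by 0.82 at TB (SE 0.14, adjusted p = 0.00488). The Nodal ligand gene *ndr2* had values of -0.35, -0.022 and 0.18 at 30%E, 75%E and TB (SE 0.13, adjusted p = 0.173, 0.957 and 0.605, and adjusted p = 0.0488 at 30%E with the replicate block). Of these 7 genes, which the study chose and which are therefore not independent evidence, 1 fell at 30%E, 4 fell at 75%E, and 5 fell at TB (adjusted over the list alone, 1 fell, 4 fell, and 5 fell, and with the replicate block 2 fell and 1 rose at 30%E). They, as a list, fell on balance at 75%E and TB (fry adjusted p = 0.000163 and 0.000163, and adjusted p = 0.114 and 0.114 with an estimated correlation). Neural signaling genes did not pass at 30%E (adjusted p = 0.0987). Among 17 genes of the neural crest and the border of the neural plate, 4 fell at 30%E, 5 fell and 1 rose at 75%E, and 7 fell and 1 rose at TB (adjusted over the list alone, 4 fell, 6 fell and 3 rose, and 7 fell and 3 rose, and with the replicate block 4 fell and 1 rose at 30%E, 7 fell and 3 rose at 75%E, and 8 fell and 2 rose at TB). Border genes fell on balance at 30%E, 75%E and TB (fry adjusted p = 0.00458, 0.00117 and 0.000673, and adjusted p = 0.213, 0.222 and 0.131 with an estimated correlation). Of these, *dlx4b*, a homeobox gene of the plate border, fell by 1.00 at TB (SE 0.10, adjusted p = 0.000149). The border list shares *tfap2a*, *tfap2c*, *msx1b* and *dlx3b* with the Bmp response list. It shares *dlx3b* and *foxd3* with the study's own lists, and is not independent of these lists. Among mesodermal genes, *tbxta*, the notochord and tail gene, fell by 0.51 at 30%E (SE 0.10, adjusted p = 0.00716) and rose by 0.39 at 75%E (SE 0.10, adjusted p = 0.0313), and *myod1*, a muscle determination gene, rose by 0.57 at 75%E (SE 0.16, adjusted p = 0.0489), with both mean signals below the lower quartile of every array. *nr2f2* rose by 0.60 at TB (SE 0.14, adjusted p = 0.0267). In the study, a reporter driven by its neural enhancers was lost in QKD embryos at later stages. Another probe set of *nr2f2* was called at 75%E, where the one used was not. Counting *pou5f3* with *tbxta*, *myod1* and *nr2f2*, 4 such genes were named by the study, and although no independent evidence, 1 fell at 30%E, 2 rose at 75%E, and 1 rose at TB (adjusted over the list alone, 1 fell, 2 rose, and 1 rose). This small list rose on balance at 75%E and TB (fry adjusted p = 0.00771 and 0.00756, and adjusted p = 0.222 and 0.222 with an estimated correlation). Mesoderm and other genes did not pass at 30%E (adjusted p = 0.0644). The mesoderm and other call at 75%E was lost without either QKD 75%E array (adjusted p = 0.0537 and 0.0651) and that at TB was lost without QKD TB replicate 2 (adjusted p = 0.0692).

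Calls that ended without 1 array were those of *tdgf1* at 30%E without WT 30%E replicate 1 or QKD 30%E replicate 2, and *shhb* at 75%E without WT 75%E replicate 2 or QKD 75%E replicate 2. At TB they were those of *cyp26a1* without WT TB replicate 2 or QKD TB replicate 1, and *foxd3* without WT TB replicate 1 or QKD TB replicate 1. The call of *nr2f2* at TB ended without either WT TB or QKD TB array. That of *tbxta* ended at 30%E without WT 30%E replicate 2 or QKD 30%E replicate 2, and at 75%E without either QKD 75%E array or WT 75%E replicate 1. That of *myod1* at 75%E ended without either WT 75%E, QKD 30%E, QKD 75%E or QKD TB array. The paper reads the arrays together with in situ hybridization and RT-PCR (Table S1) and sorts the phenotypes by the process affected.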

Overall, these analyses indicated that a wide range of developmental processes were affected in the QKD embryos and the major phenotypes can be categorized into: (1) the early dorsoventral patterning defects; (2) defects in gastrulation movements; (3) dysregulation of early neural and neuronal regulatory genes; (4) neural patterning defects associated with the abrogated expression of signaling pathway genes; and (5) early defects resembling those observed for MZ*spg* embryos. Further details of these phenotypes are described below.

### Aberrant DV patterning in B1 *sox* QKD embryos caused by dysregulation of *bmp* genes

Early DV patterning of the embryo relies on a gradient of Bmp signaling, in which *bmp2b/7* play a major role in zebrafish [36], [37]. The phenotypic similarities between the QKD embryos and *bmp* pathway mutants described above prompted us to examine the genes in this pathway. Expression of *bmp2b/7* was found to be reduced in the QKD embryos from the beginning (Figure 4Aa–4Af). *bmp4* expression levels were more or less normal initially, but were downregulated at late epiboly stages in the QKD embryos (Figure 4Ag; data not shown). Consistently, expression of the *gata2*, *szl* and *eve1* genes, which are immediately downstream of Bmp signaling, was also reduced in the QKD embryos (Figure 4Ah–4Aj).

**Figure 4:**
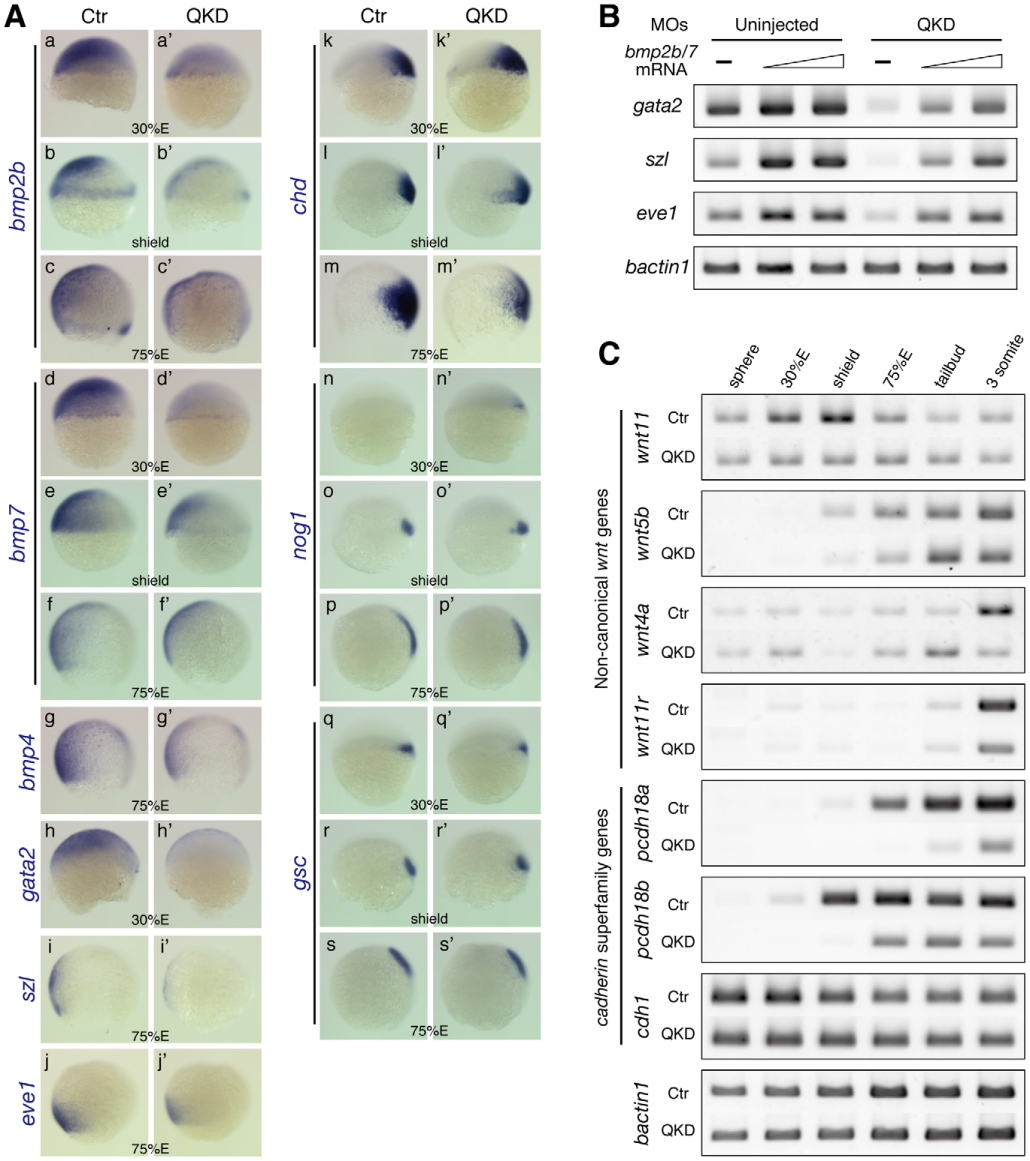
Defects in DV patterning and gastrulation movements in the QKD embryos. (A) DV patterning defects involving the reduced expression of *bmp* genes. Expression of *bmp2b/7/4* (a–g) and the Bmp downstream genes *gata2*, *szl* and *eve1* (h–j) is reduced in the QKD embryos. (k–s) Expression of the Bmp antagonist genes, *chd* and *nog1*, and the organizer gene *gsc*. All are lateral views with dorsal to the right. (B) The BMP downstream genes are restored by an exogenous supply of *bmp2b/7*. Embryos were injected together with the MOs for QKD and a mixture of *bmp2b/7* mRNAs (20 or 40 pg each) and subjected to RT-PCR analysis at the shield stage. *bactin1* was used as an RT-PCR control. (C) Decreased expression of genes regulating C&E movements in the QKD embryos. Temporal expression profiles of the indicated genes in the uninjected control and QKD embryos from the sphere to 3-somite stages were determined by RT-PCR. Expression of non-canonical *wnt* genes is reduced in the QKD embryos. Expression of *pcdh18a*/*18b* is also reduced in the QKD embryos, whereas *cdh1*, which is known to be involved in epiboly, is expressed at normal levels. *bactin1* was used as an RT-PCR control.

The dorsal identity of the zebrafish embryo requires activation of maternal β-catenin, which then activates expression of *gsc* and the Bmp antagonist genes *chd* and *nog1* at the dorsal side. In the QKD embryos, these genes were initiated normally, although the expression of *chd* was slightly ventrally expanded at 30%E (Figure 4Ak), which is likely secondary to the reduced expression of *bmp2b/7*. At later stages in the QKD embryos, however, *chd* expression was rather decreased (Figure 4Am), contrasting to the *bmp* pathway mutants [38].

To determine the relationship between the dorsalized phenotype of the QKD embryos and Bmp signaling, we injected a mixture of *bmp2b/7* mRNAs (20 or 40 pg each) together with the MOs for QKD. This *bmp2b/7* injection rescued the expression of the Bmp downstream genes *gata2*, *szl* and *eve1* (Figure 4B), indicating that signaling components acting downstream of Bmp2b/7 are not affected in the QKD embryos. 

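At 30%E and 75%E none of *acvrl1*, *bmpr1aa*, *bmpr1ab* and *bmpr1ba*, which encode type I Bmp receptors, or of *smad5*, which encodes a Smad protein that they phosphorylate, was called by limma without the replicate block. *bmpr1ba* fell by 0.70 at TB (SE 0.14, adjusted p = 0.00927), from a signal of 100.2 ± 8.62 (SD, n = 2) in WT embryos to 61.6 ± 6.10 (SD, n = 2) in QKD embryos at TB, a call that was lost without WT TB replicate 2 or QKD TB replicate 1 (adjusted p = 0.0838 and 0.0917). Its earlier values were 0.069 and -0.45 at 30%E and 75%E (SE 0.14, adjusted p = 0.887 and 0.0683, and adjusted p = 0.00622 at 75%E with the replicate block). *acvrl1* had -0.16, -0.45 and -0.35 at 30%E, 75%E and TB (SE 0.18, adjusted p = 0.770, 0.162 and 0.348, and adjusted p = 0.00949 and 0.0352 at 75%E and TB with the replicate block). The best measured receptor gene, *bmpr1aa*, had -0.31, -0.15 and -0.079 at 30%E, 75%E and TB (SE 0.10, adjusted p = 0.0919, 0.463 and 0.804), with a signal of 1377 ± 7.45 in WT and 1249 ± 139 in QKD embryos at 75%E (SD, n = 2 each). *bmpr1ab* had 0.12, 0.29 and 0.19 at 30%E, 75%E and TB (SE 0.14, adjusted p = 0.779, 0.280 and 0.596) and *smad5* 0.14, -0.039 and 0.14 at 30%E, 75%E and TB (SE 0.13, adjusted p = 0.701, 0.913 and 0.700). Of these 5 genes, picked by the study and no independent evidence, none passed at 30%E, none passed at 75%E, and 1 fell at TB (adjusted over the list alone, 1 fell, 1 fell, and 1 fell, and with the replicate block 2 fell at 75%E and 2 fell at TB). At an unadjusted p under 0.05, limma gave 1 lower and 0 higher at 30%E, and 2 lower and 0 higher at 75%E. Tested as a list, they did not pass at 30%E, 75%E and TB (fry adjusted p = 0.701, 0.170 and 0.181, and adjusted p = 0.0153 and 0.0153 at 75%E and TB with the replicate block).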

Consistently, the mRNA levels of Bmp receptor genes (*acvrl1*, *bmpr1aa*, *bmpr1ab* and *bmpr1ba*) and *smad5* were found to be normal in the QKD embryos by microarray (GEO accession number GSE18830). These observations, together with the normal initiation of the dorsal pathway in the QKD embryos, indicate that the DV patterning defects of the QKD embryos primarily result from the reduction of *bmp2b/7* expression.

### B1 *sox* are required for proper gastrulation movements

Components of non-canonical Wnt signaling and cell adhesion molecules are major regulators of gastrulation movements, including epiboly and C&E movements [32], [39]. Since these movements are severely impaired in the QKD embryos, we investigated expression profiles of genes related to these processes. *wnt11* and *wnt5b* are major Wnt ligand genes involved in C&E movements [31], [32]. In the QKD embryos, upregulation of *wnt11* that normally occurs during early gastrulation was not observed and expression of *wnt5b* was slightly reduced at late epiboly stages (Figure 4C). We also observed decreased expression of *wnt11r* and *wnt4a*, which are important for convergence movements at later stages [40]. These data suggest that the reduction of non-canonical Wnt ligands contributes to the impairment of C&E movements.

Both classical cadherins and protocadherins are involved in gastrulation movements [39]. We found that expression of *pcdh18a*/*18b* was significantly reduced in the QKD embryos (Figure 4C). These genes are expressed in the epiblast at the shield stage and later in the neuroectoderm in an overlapping manner in normal embryos [41], [42]. To examine how reduced activity of Pcdh18a/18b affects embryogenesis, we knocked down these two genes. Although only mild gastrulation defects were observed when these genes were knocked down separately, simultaneous KD caused a delay in epiboly and also C&E defects (Figure S6; for *pcdh18a* single KD, see also [41]). Delayed epiboly has also been reported for the hypomorphic *cdh1* mutants [43], [44], but its expression was not altered in our QKD embryos (Figure 4C). These observations indicate that multiple mechanisms involved in gastrulation movements are simultaneously affected in the QKD embryos.

### Dependence of neuronal differentiation programs on B1 *sox* activity

Several neuronal genes were found to be abnormally upregulated in the QKD embryos. *stmn2a* is strongly expressed in CNS neurons from mid-somitogenesis stages in wild-type embryos [45] and also weakly expressed throughout the embryo at epiboly stages (Figure 5A and Figure S7A). The latter early stage expression was found to be aberrantly upregulated in the QKD embryos (Figure 5A and Figure S7A). The neuronal *tuba1* gene was also upregulated from 75%E (Figure 5A). These observations suggest that a portion of the neuronal differentiation programs is precociously initiated in the QKD embryos.

**Figure 5:**
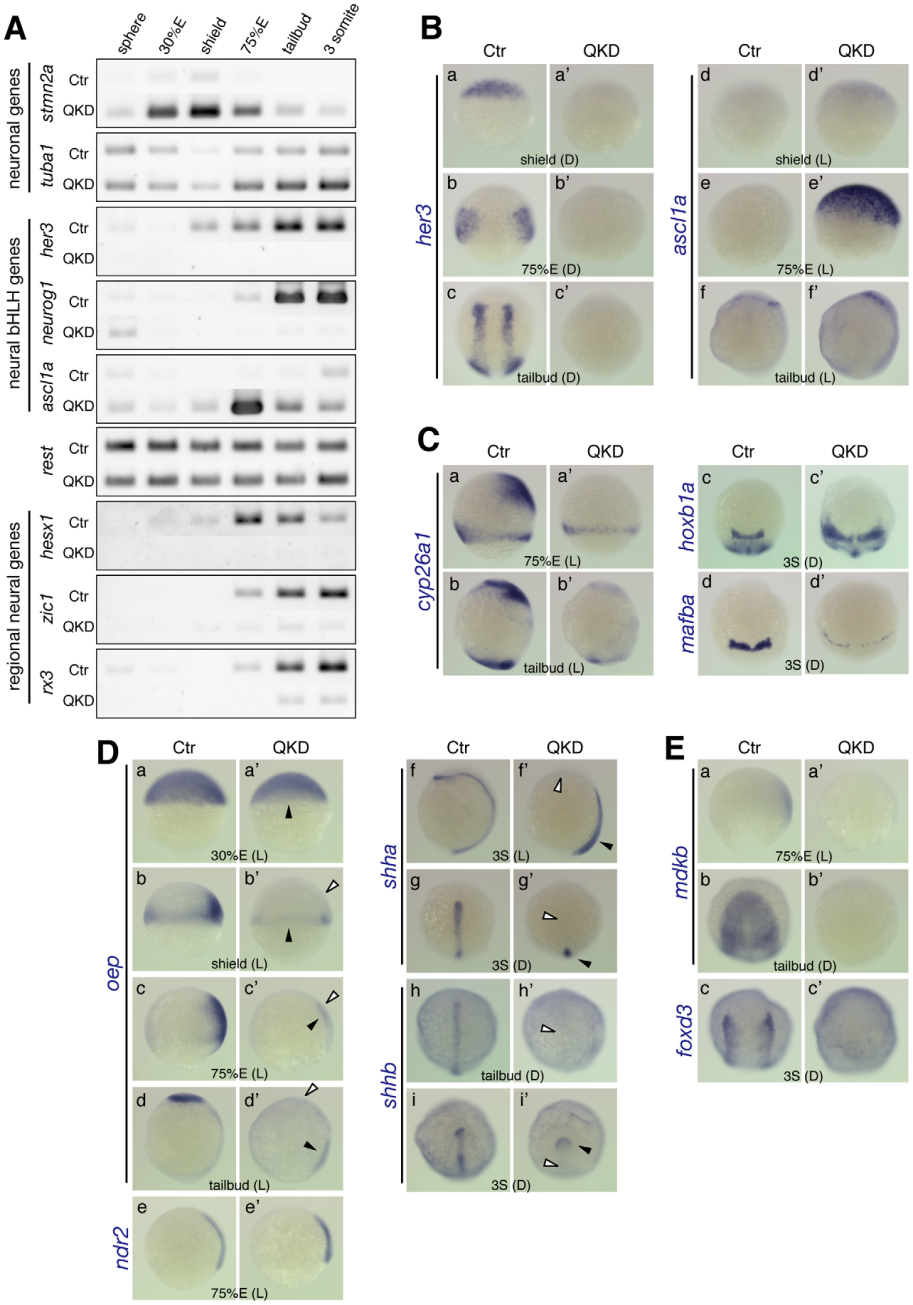
Impairment of neural development in the QKD embryos. (A) Altered expression of genes involved in neural differentiation. RT-PCR analysis of the indicated genes was performed as described in Figure 4C. (B) Effects of B1 *sox* QKD on neural bHLH gene expression. The *her3* expression is totally lost in the QKD embryos (a–c), whereas *ascl1a* is transiently upregulated at 75%E in a broad area of the neuroectoderm (d–f). (C) The loss of *cyp26a1* expression in the anterior neuroectoderm (a, b) and evidence of hindbrain patterning defects: expansion of *hoxb1a* expression (c) and a severe reduction of *mafba* expression (d). (D) The loss of expression of *oep* and *shha/b* in the neuroectoderm of the QKD embryos. (a–d) In the QKD embryos, the expression of *oep* is lost in the ectoderm at the shield stage (b) and the neuroectoderm at the 75%E and tailbud stages (c, d) (marked by open arrowheads in b’–d’), whereas its initial zygotic expression (a) and mesodermal expression (b–d) are maintained (closed arrowheads in a’–d’). (e) *ndr2* is also expressed in the QKD mesoderm at normal levels. (f–i) The expression of *shha/b* in the neuroectoderm is lost (marked by open arrowheads in f’–i’), whereas that in the mesoderm is retained (closed arrowheads in f’–i’). (E) The loss of *mdkb* expression in the neuroectoderm and severe reduction of *foxd3* expression in the neural crest cells of QKD embryos.

Neural bHLH transcription factors are key players in the neuronal differentiation programs. *Hes/her* genes encode repressor-type bHLH proteins, are expressed in undifferentiated neural progenitor cells and maintain their cell state [46]. Among the zebrafish *her* genes, *her3*, an ortholog of mammalian *Hes3*, is initiated in the dorsal region of the epiblast at about 30%E, and its expression continues in bilateral inter-proneuronal domains [47]. This *her3* expression is totally lost in the QKD embryos (Figure 5A and 5Ba–5Bc).

Proneural genes encoding activator-type bHLH proteins and participating in neurogenesis are also affected in the QKD embryos. In normal zebrafish embryos, *neurog1* expression initially marks primary neurons at the end of gastrulation and then covers the proneuronal domains in a fashion complementary to *her3* expression. In the QKD embryos, *neurog1* expression is also lost (Figure 2Bf and Figure 5A). However, not all proneural genes behave in this manner as for example *ascl1a* is transiently upregulated at about 75%E in a broad area of the neuroectoderm in the QKD embryos (Figure 5A and 5B). Proneural genes are known to be repressed by Hes/Her [46], but exogenous injection of *her3* mRNA into QKD embryos did not repress aberrant *ascl1a* expression (data not shown), indicating that the loss of *her3* was not causal to this upregulation. The neuronal repressor REST has been implicated in suppression of *Ascl1* as well as *Stmn2* [48]. However, *rest* expression was unchanged in the QKD embryos (Figure 5A), although *Rest* is suggested to be downstream of SOX2 in ES cells [24], indicating that *rest* is not involved in the aberrant regulation of *ascl1a* and *stmn2a*.

Taken together, our results indicate that the proper operation of the neuronal differentiation programs, including regulatory networks involving the neural bHLH genes, is highly dependent on the activity of B1 *sox*.

### Involvement of B1 *sox* functions in neural patterning

Regional identities of the neural plate are specified through regulatory networks involving various signaling pathways and transcriptional regulators. Genes that are critical for these networks are severely affected in the QKD embryos. As described earlier, in the QKD embryos, expression of the transcription factor genes *hesx1*, *zic1*, and *rx3*, which are required for forebrain and eye development [49]–[51], is lost throughout early embryogenesis (Figure 3C and Figure 5A). The MHB itself was established, as judged from the expression of *pax2a* and *eng2a*, but the anterolaterally-shifted expression patterns of these genes suggest an improper formation of the axes of the anterior neural plate (Figure 2Bd and Figure 3Bf). The expression domain of *otx2* was expanded and encircled by those of *pax2a*, *eng2a* and *gbx1* (Figure 2Bd and Figure 3B), which is likely due to the dorsalized phenotype caused by the decreased expression of *bmp2b/7*, as the *bmp2b/7* mutant embryos show similar patterns of gene expression [33], [34]. In addition, the QKD embryos lacked the anterior neuroectoderm expression of *cyp26a1* (Figure 5C), which encodes an RA degrading enzyme and thereby plays a role in hindbrain patterning [52]. Hence, the reduction of *cyp26a1* expression partly accounts for the hindbrain defects in the QKD embryos, e.g., expansion of *hoxb1a* in r4 (Figure 5Cc) as observed in the *cyp26a1* mutant [53]. However, B1 *sox* also seem to be more directly involved in gene regulation in hindbrain development as evidenced by severe downregulation of *mafba* (r5/6) (Figure 5Cd) and the loss of *krox20* expression in r3/5 (Figure 3Ce).

Nodal and Sonic hedgehog signaling are crucial for the development of ventral brain structures [54]–[56]. In normal embryos, *oep*, an ortholog of mouse *Cripto*, is strongly expressed in the anterior neural plate and is essential as a coreceptor for receiving Nodal signals [54]. Interestingly, *oep* expression in the ectoderm at the shield stage and the neuroectoderm at later stages is selectively lost in the QKD embryos (Figure 5Db–5Dd), whereas its early zygotic and mesodermal expression was maintained (Figure 5Da–5Dd). Moreover, expression of *shha* and *shhb* in the ventral floor of the brain is also lost in the QKD embryos, leaving only *shhb* expression in the prechordal plate (Figure 5Df–5Di). These findings suggest that the loss of *oep* and *shha/b* expression leads to defective ventral brain development in the QKD embryos. It is known that *shha* expression in the neuroectoderm is regulated by Nodal signals from the mesoderm [57]. However, a more direct link between B1 SOX action and *shh* regulation is suggested, as the exogenous injection of *oep* mRNA into the QKD embryos did not restore the *shha* expression (data not shown), although Nodal-encoding *ndr2* is normally expressed (Figure 5De).

Defects in the anterior neural plate development in the QKD embryos also include the loss of *mdkb* expression (Figure 5E). Consistent with the proposed role of *mdkb* in the specification of neural crest cells [58], *foxd3* expression in the neural crest was reduced in the QKD embryos (Figure 5Ec).

### Regulatory actions of the B1 SOX proteins in early zebrafish embryos

As the B1 SOX proteins primarily function as transcriptional activators [11], [13], [15], [23], [25], the expression of direct target genes is expected to be decreased in response to the QKD. However, the upregulation of several neuronal genes such as *stmn2a* raised the possibility that B1 SOX might also act as repressors. To test this, we utilized dominant activator and repressor forms of SOX3, SOX3-VP16 and SOX3-EnR (Figure 6A) and compared the effects of these variants under QKD conditions with those of SOX3. As anticipated, genes that were downregulated in the QKD embryos, namely *bmp2b/7*, *pcdh18a/18b*, *her3*, *hesx1* and *zic1*, were efficiently recovered by the exogenous supply of either SOX3 or SOX3-VP16 but not by SOX3-EnR (Figure 6B). These genes are thus likely activation targets of B1 SOX. In addition, the increased expression of *stmn2a* and *ascl1a* in the QKD embryos was suppressed in the same way. This suggests an indirect regulation of these genes by B1 SOX through the activation of repressors. However, SOX3-VP16 was less effective than SOX3 in the rescue of some genes such as *pcdh18a/18b* and *ascl1a*, suggesting that the activation process may require additional molecular interactions with the intact SOX3 protein.

**Figure 6:**
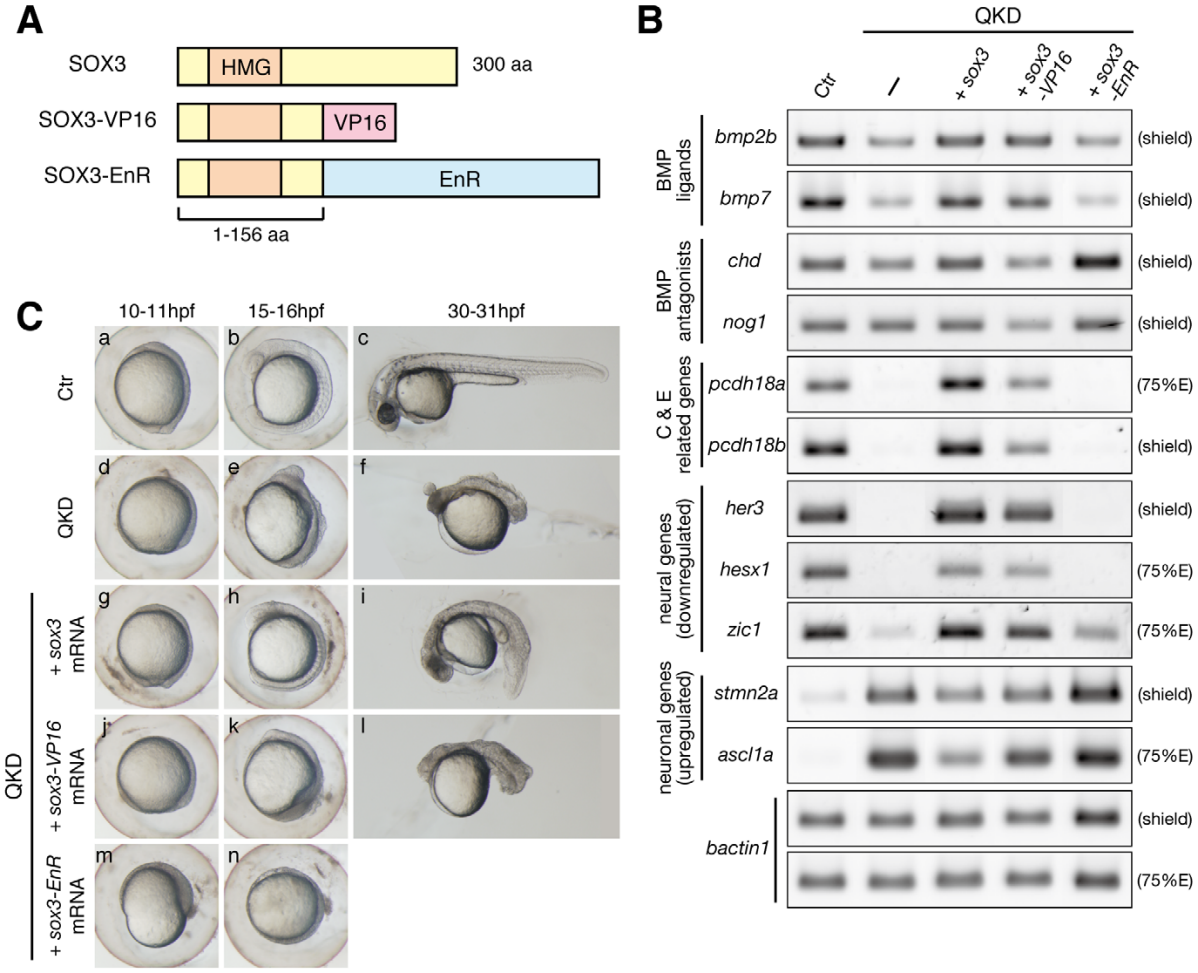
Regulatory actions of the B1 SOX proteins. (A) Schematic representation of the protein structures of SOX3, SOX3-VP16 and SOX3-EnR. Dominant activator and repressor forms of SOX3 were constructed by fusing the VP16 activation and Engrailed repression (EnR) domains, respectively, to truncated SOX3(1–156 aa). (B) Gene expression responses to SOX3, SOX3-VP16 or SOX3-EnR under QKD conditions. mRNAs of *sox3*, *sox3-VP16* and *sox3-EnR* (20 pg) were individually injected with the MOs for QKD and gene expression responses were examined by RT-PCR. The exogenous supply of either SOX3 or SOX3-VP16 but not by SOX3-EnR recovered expression of genes that were downregulated (*bmp2b/7*, *pcdh18a/18b*, *her3*, *hesx1* and *zic1*) in the QKD embryos and also suppressed expression of genes that were upregulated (*stmn2a* and *ascl1a*). *bactin1* was used as an RT-PCR control. (C) Partial rescue by SOX3-VP16 and strengthening by SOX3-EnR of the morphological phenotypes of the QKD embryos. Live embryo images at 10–11, 15–16, and 30–31 hpf were observed. SOX3-VP16-injected embryos showed a rather ventralized phenotype. Embryos coinjected with SOX3-EnR died during late segmentation stages. All are lateral views.

It is noteworthy that the morphological rescue of the QKD embryos by SOX3-VP16 was much less complete when compared to that observed for SOX3, and that the SOX3-VP16-injected embryos showed a rather ventralized phenotype (Figure 6C). In line with this observation, *chd* and *nog1* were unexpectedly reduced in SOX3-VP16-injected embryos, but increased in SOX3-EnR-injected embryos, suggesting that the repressive action of B1 SOX may be required for the proper regulation of dorsally expressed BMP antagonist genes. These findings together indicate that the B1 SOX proteins primarily act as activators in early embryos, whereas a context-dependent repressive action of these factors is also suggested.

### Direct regulatory targets of B1 SOX in early zebrafish embryos

To further explore whether the B1 SOX proteins directly regulate the potential downstream genes described above, we searched for possible B1 SOX binding sites (containing the consensus sequence CATTGTT [21], [59] or closely related sequences) in the regulatory regions of these genes. We identified potential SOX-binding sites in the regulatory sequences of *her3* [47], *hesx1*, *cyp26a1* [60] and *neurog1* [61] and also in the conserved non-coding sequences upstream of *pcdh18a* (Figure 7Aa). To investigate the direct interaction of the B1 SOX proteins with these genomic sequences in vivo, ChIP experiments were performed using zebrafish embryos at the 70–80%E and tailbud to 2-somite stages. ChIP analysis using anti-SOX2 antibody that weakly cross-reacts with SOX3/19A/19B revealed specific binding of B1 SOX to these regulatory sequences in the zebrafish embryo (Figure 7Ab). Similar results were obtained with anti-SOX3 antibody (data not shown). It is thus likely that these genes are direct downstream targets of B1 SOX.

**Figure 7:**
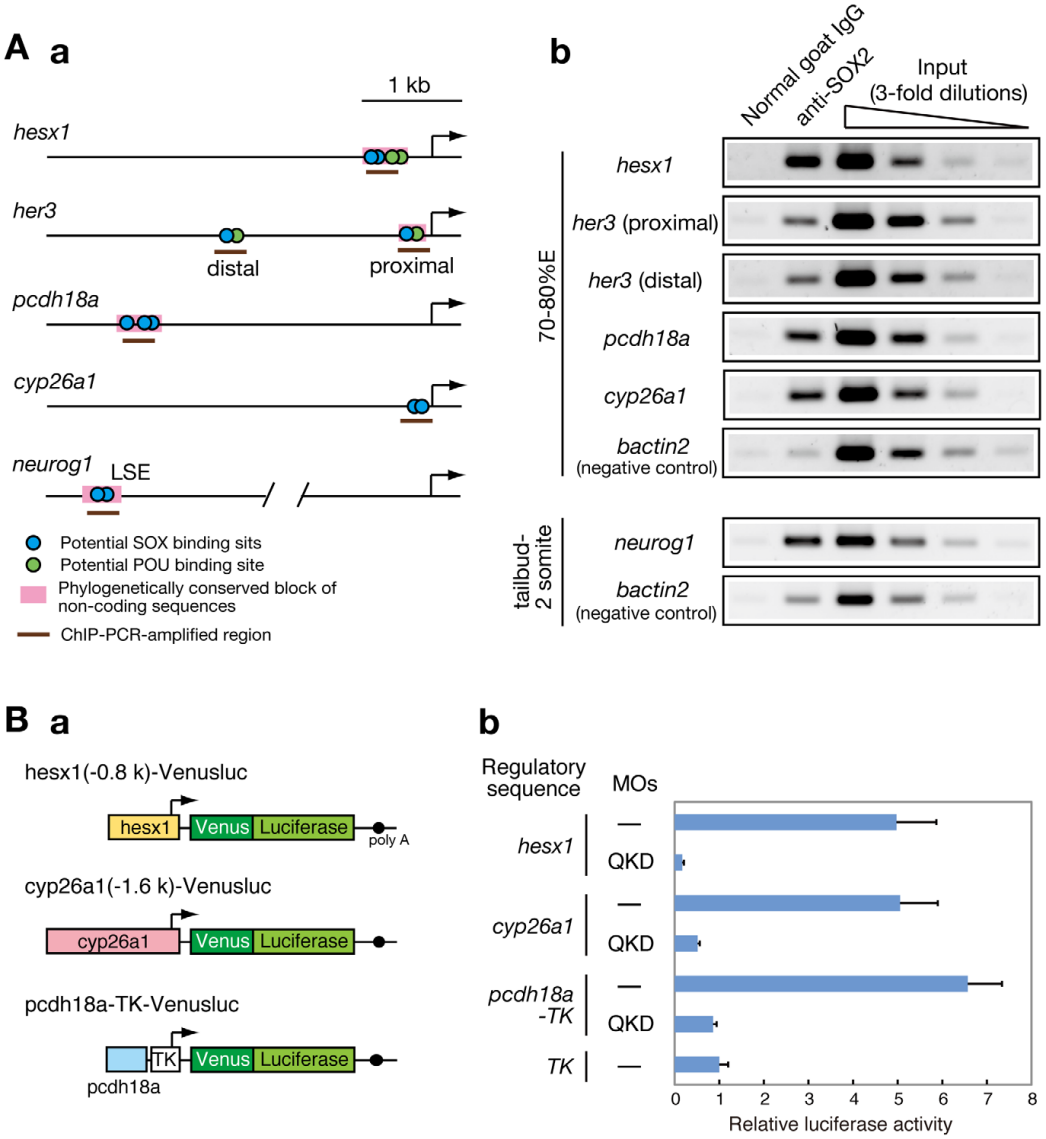
Direct regulatory targets of the B1 SOX proteins in the zebrafish embryo. (A) ChIP analysis showing direct association of B1 SOX with regulatory sequences of the downstream genes. (a) Potential binding sites for SOX and POU within the analyzed genomic regions are schematically shown. (b) ChIP-PCR analysis using anti-SOX2 antibody. ChIP experiments were performed using zebrafish embryos at the 70–80%E and tailbud to 2-somite stages. ChIP-PCR analysis using anti-SOX2 antibody that weakly cross-reacts with SOX3/19A/19B revealed specific binding of B1 SOX to the regulatory sequences of the *hesx1*, *her3*, *pcdh18a*, *cyp26a1* and *neurog1* genes in the zebrafish embryo. *bactin2* was used as a negative control. (B) B1 SOX-dependent activities of the regulatory sequences of *hesx1*, *cyp26a1* and *pcdh18a*. (a) The Venusluc fusion reporter (Venus plus firefly luciferase) constructs containing either of the promoters for *hesx1* or *cyp26a1* or the upstream conserved sequence of *pcdh18a* with the HSV TK promoter are schematically shown. (b) The Venusluc reporters were injected into embryos with or without the MOs for QKD together with the reference vector TK-*Renilla* luciferase. More than 20 injected embryos per sample were collected at the tailbud stage, and luciferase assays were performed. The normalized luciferase activity generated by TK-Venusluc was arbitrarily assigned a value of 1. Data are shown as the average values of four independent injection experiments with standard errors.

To further investigate whether the activities of these regulatory sequences are dependent on B1 SOX, we created luciferase reporter vectors containing the promoter sequences for *hesx1* and *cyp26a1* [60] (Figure 7Ba). The 0.8-kb promoter sequence of the zebrafish *hesx1* gene used here corresponds to the chicken *Hesx1* promoter that has been shown to have anterior CNS-specific regulatory activity in chicken and also zebrafish embryos [62]. The conserved non-coding sequence upstream of *pcdh18a* (412 bp) was also cloned into the TK-luciferase reporter vector (Figure 7Ba). When these reporter vectors were injected with or without the MOs for QKD into zebrafish embryos, the promoter activities of *hesx1* and *cyp26a1* were significantly downregulated upon B1 *sox* QKD (Figure 7Bb). The 412-bp *pcdh18a* sequence showed an enhancer activity in normal embryos, whereas this activity was also reduced in the QKD embryos (Figure 7Bb). These data confirm that B1 SOX proteins regulate the *hesx1*, *cyp26a1* and *pcdh18a* genes through these regulatory elements.

Interestingly, POU binding sites were found abutting the SOX sites of *her3* and *hesx1*. These genes were found to be commonly downregulated in the QKD embryos (Figure 3C and Figure 5A and 5B) and also MZ*spg* mutants (Table S7; see also [29]). 

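On the arrays *her3*, a bHLH repressor gene of the neural plate, changed by -1.43, -4.97 and -4.91 at 30%E, 75%E and TB (SE 0.17, adjusted p = 0.000439, 6.71e-08 and 5.16e-08). It went from a signal of 531 ± 170.2 (SD, n = 2) in WT embryos to 16.5 ± 0.133 (SD, n = 2) in QKD embryos at 75%E and from a signal of 910.1 ± 83.4 (SD, n = 2) in WT embryos to 30.3 ± 1.82 (SD, n = 2) in QKD embryos at TB. The 2 QKD arrays at 75%E were close to the signal of QKD embryos at 30%E (18.1 ± 0.538, SD, n = 2), whereas WT embryos rose from 48.9 ± 1.61 (SD, n = 2) at 30%E. *hesx1*, a homeobox repressor gene of the anterior neural plate, changed by -1.09, -4.25 and -2.72 at 30%E, 75%E and TB (SE 0.22, adjusted p = 0.00905, 7.46e-07 and 2.49e-05). It went from a signal of 358 ± 55.5 (SD, n = 2) in WT embryos to 19.0 ± 4.75 (SD, n = 2) in QKD embryos at 75%E and from a signal of 148 ± 6.03 (SD, n = 2) in WT embryos to 22.9 ± 6.54 (SD, n = 2) in QKD embryos at TB. At 30%E and 75%E the mean QKD signals of both genes lie below the lower quartile of every array (20.6 to 24.1), near the background, so that the size of these decreases is limited by the WT level and is compared neither between stages nor between genes. The call of *hesx1* at 30%E was lost without WT 30%E replicate 2 or QKD 30%E replicate 2 (adjusted p = 0.0741 and 0.103). A second, dim probe set of *her3* was not called at any stage.

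**Figure D4:**
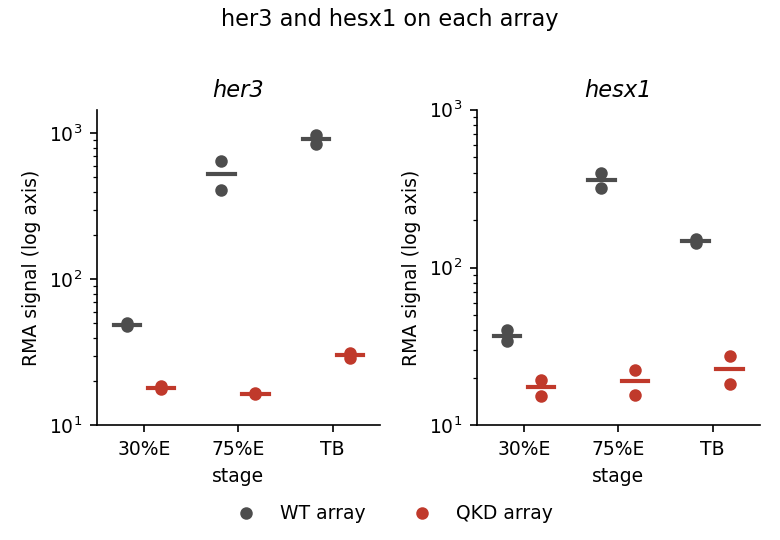
RMA signal of her3 and hesx1 on each of the 12 arrays, on a log axis, at 30%E, 75%E and TB. Dots are single arrays (2 per group), lines their means, grey for WT and red for QKD embryos. For both genes every QKD array lies below every WT array of its stage.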

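*pou5f3*, the zebrafish gene for Pou5f1, was highly expressed and was not called at any stage. Its signal was 7522 ± 247 in WT and 7627 ± 225 in QKD embryos at 30%E, 6014 ± 7.78 in WT and 5790.5 ± 342 in QKD embryos at 75%E and 1583 ± 440.2 in WT and 1665 ± 148 in QKD embryos at TB (SD, n = 2 each). The changes were 0.020, -0.056 and 0.10 at 30%E, 75%E and TB (SE 0.16, adjusted p = 0.975, 0.897 and 0.863).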

In the QKD embryos, *pou5f1* is expressed at normal levels (Figure S7B), indicating that Pou5f1 alone is insufficient to induce *her3* or *hesx1*. These data together suggest that B1 SOX and Pou5f1 proteins synergistically cooperate to activate *her3* and *hesx1*.

## Discussion

Previous studies have suggested that the group B1 *sox* genes are critical for early processes in embryogenesis, particularly during early neural development [1]–[6]. Possibly as a consequence of functional redundancy, however, loss-of-function analyses have not been sufficiently informative to date. In our present study, we successfully depleted the B1 *sox* activity from early zebrafish embryos by a quadruple knockdown of *sox2/3/19a/19b*, and present clear evidence that the B1 *sox* genes are highly redundant and their encoding proteins are functionally interchangeable in early zebrafish embryogenesis. More importantly, we demonstrate that the B1 *sox* genes are indeed essential for several key processes during early embryogenesis, namely embryonic patterning, gastrulation movements and neural development. The major downstream genes of B1 SOX that function in these processes were found to be developmental transcription factor genes, signaling pathway genes and cell adhesion molecule genes (Figure 8). These data indicate that B1 SOX proteins play a central role in coordinating cell fate specification with embryo patterning and morphogenetic processes by controlling a wide variety of developmental regulators in a process-dependent manner. Among the broad functions of B1 SOX, the transcriptional partnership with Pou5f1 is critical for early embryogenesis from the blastoderm to early neural stages as detailed further below.

**Figure 8:**
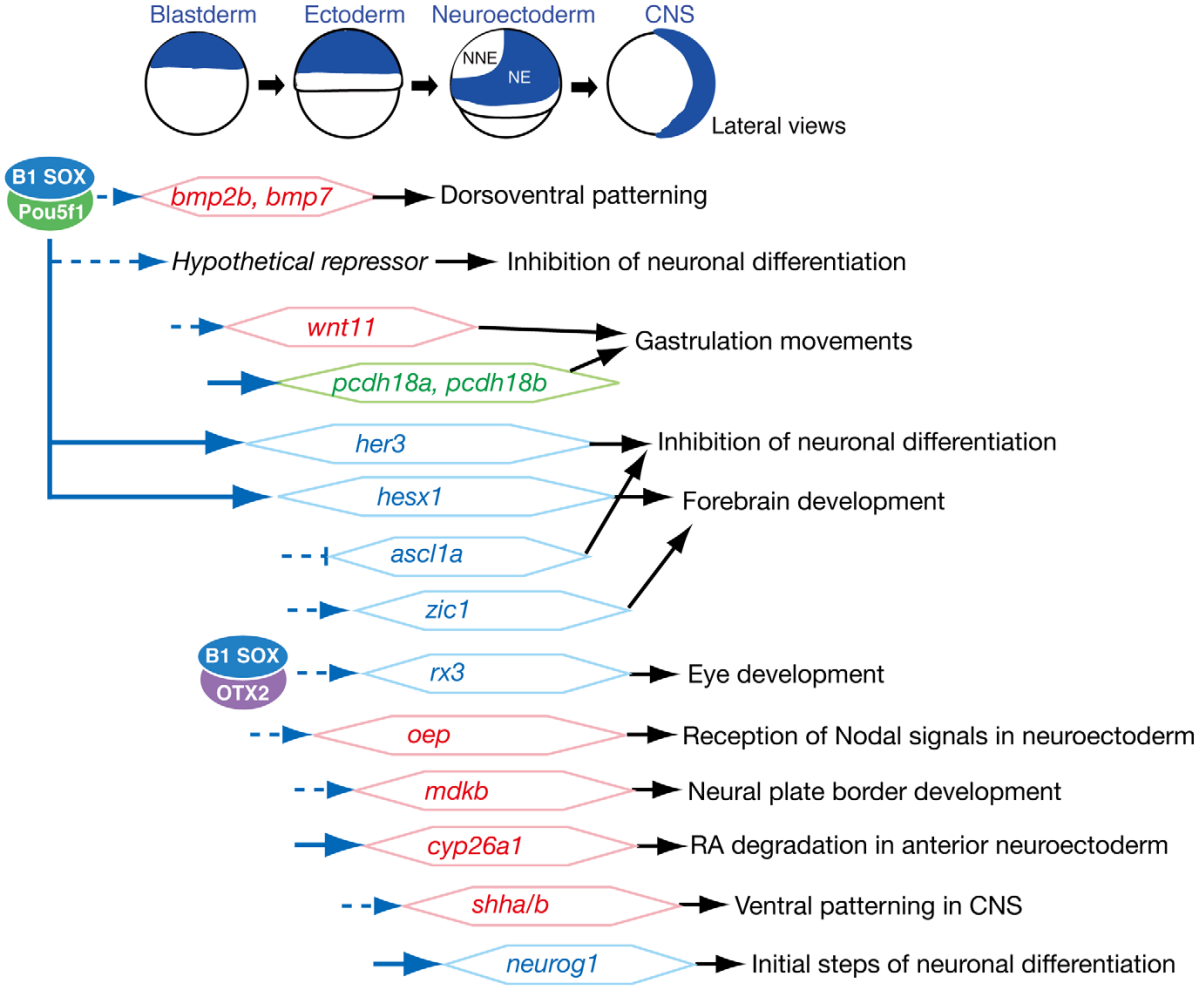
Summary of embryonic stage-dependent target gene regulation by B1 SOX. The B1 *sox* expression domains are schematically illustrated at the top. The B1 SOX-downstream genes that were identified in this study are shown with possible time windows for regulation. The major downstream genes of B1 SOX were found to be developmental transcription factor genes (indicated in blue), signaling pathway genes (red) and cell adhesion molecule genes (green). Our data indicate that, in these regulations, B1 SOX primarily act as activators and appear to indirectly repress several target genes through the activation of hypothetical repressors. A direct regulation of the *pcdh18a*, *her3*, *hesx1*, *cyp26a1* and *neurog1* genes by B1 SOX is suggested by our ChIP analysis (indicated by blue arrows). The developmental effects of the regulation by B1 SOX are indicated on the right.

### The partnership of B1 SOX and Pou5f1, a homolog of mammalian Oct3/4, in early embryogenesis

We found similarities in the gene expression profiles between the B1 *sox* QKD embryos and the MZ*spg* embryos in a wider range of developmental stages from the blastoderm to early neural stages (Figure 8, Table S7 and [29]). This strongly suggests that their cooperation is required not only for the blastoderm stage, which may be similar to the ES cell state, but also for the early neural stage. In contrast to mouse knockouts of *Sox2* or *Oct3/4*, where impairment of the ICM/epiblast lineage development causes early embryonic lethality [1], [63], zebrafish embryos of the B1 *sox* QKD and MZ*spg* mutants are viable although with severe developmental defects. This enabled us to analyze the functions of B1 *sox* in later developmental stages as well as the blastoderm stage.

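Table S7 lists genes that the study found changed both in QKD embryos and in MZ*spg* embryos, which lack maternal and zygotic Pou5f1. MZ*spg* embryos are not analysed here. Of 64 probe sets on its sheet of decreased genes, 39 fell and 3 rose at 30%E, 51 fell at 75%E, and 38 fell and 2 rose at TB in QKD embryos (adjusted over the list alone, 43 fell and 4 rose, 58 fell, and 47 fell and 3 rose). Their median changes were -1.04, -1.26 and -0.79. Of 20 probe sets on the sheet of increased genes, 7 rose at 30%E, 17 rose at 75%E, and 9 rose at TB (adjusted over the list alone, 8 rose, 1 fell and 19 rose, and 10 rose), with medians of 0.37, 1.18 and 0.58. Every probe set was called in its sheet's direction at 1 stage or more, 19 of the decreased and 3 of the increased ones at all 3 stages, and 5 of the decreased ones were also called higher at some stage. The study chose these genes on the same arrays, so the counts are not independent evidence of a direction. The table marks 34 and 45 of the decreased and 7 and 15 of the increased probe sets as changed in QKD embryos at 30%E and 75%E, and does not cover TB.

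Pluripotency genes, a list of 15 drawn from general knowledge, also moved, and of them 3 fell and 1 rose at 30%E, 5 fell and 2 rose at 75%E, and 5 fell and 2 rose at TB (adjusted over the list alone, 5 fell and 2 rose, 5 fell and 2 rose, and 5 fell and 4 rose, and with the replicate block 5 fell and 2 rose at 30%E). The pluripotency list fell on balance at 30%E, 75%E and TB (fry adjusted p = 0.00198, 0.000163 and 0.0154, and adjusted p = 0.208, 0.147 and 0.522 with an estimated correlation). It includes *tdgf1*, *foxd3* and *pou5f3*, which are also on the study's own lists. The list's median and mean differed in sign (0.13 and -0.19 at TB). The pluripotency call at TB was lost without WT TB replicate 2 (adjusted p = 0.0561). *prdm14*, a regulator of pluripotent cells, fell by 2.29 at 75%E (SE 0.19, adjusted p = 3.58e-05). *klf2b*, a Krüppel-like factor gene, rose by 0.87 at 30%E (SE 0.15, adjusted p = 0.00452) but changed by -2.26 and -0.91 at 75%E and TB (SE 0.15, adjusted p = 7.30e-06 and 0.00442). *mych*, a Myc family gene, rose by 0.77 at 75%E (SE 0.13, adjusted p = 0.00415).

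**Figure D5:**
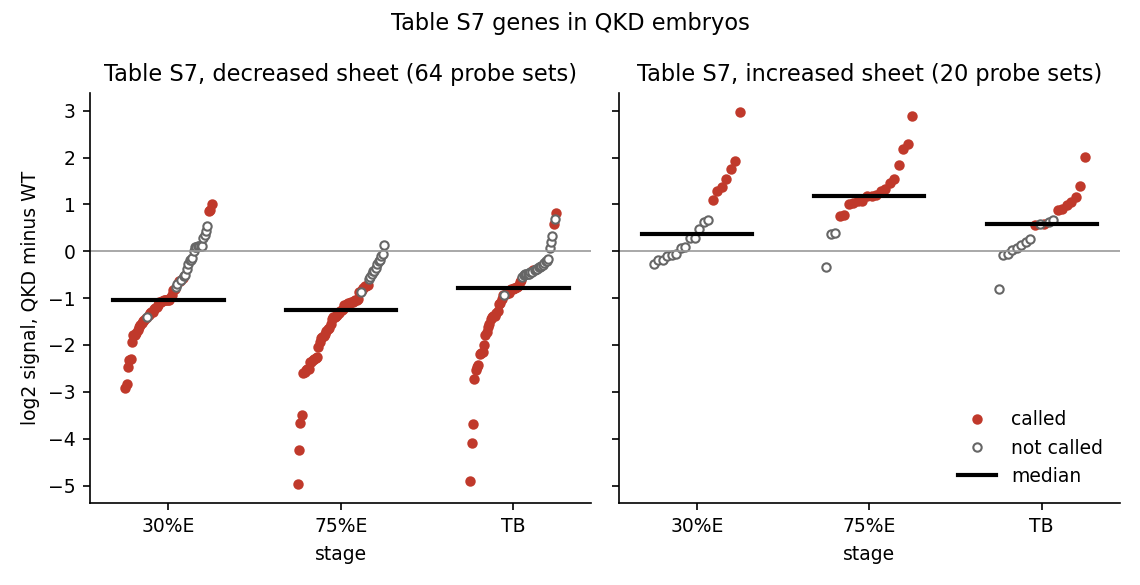
Change of each Table S7 probe set in QKD embryos at 30%E, 75%E and TB, as log2 signal of QKD minus WT, for the sheets of decreased (left) and increased (right) genes, sorted within each stage. Red dots are called at an adjusted p under 0.05, open dots are not, and bars are medians, which lie below 0 at each stage on the left and above 0 on the right.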

A group of key genes downstream of B1 SOX and Pou5f1 in the blastoderm was found to be *bmp2b/7*, as the expression of *bmp2b/7* is also severely reduced in MZ*spg* embryos [28]. In addition, an overlap of the expression domains of B1 *sox*, *pou5f1* and *bmp2b/7* in the blastoderm strongly suggests a direct regulation of *bmp2b/7* by B1 SOX and Pou5f1. The dorsalized phenotype of the B1 *sox* QKD and MZ*spg* embryos can to a large extent be ascribed to the *bmp2b/7* defects, as *bmp2b/7* mRNA injection into the QKD embryos rescues the expression of Bmp downstream genes (Figure 4B) and *bmp2b* mRNA injection can also rescue the MZ*spg* embryos [28]. This co-regulation thus appears to be critical for the establishment of the early DV axis, but likely operates only during the initial activation of *bmp* genes, since during gastrulation the expression domains of B1 *sox* and *bmp2b/7* segregate and eventually become complementary to each other.

*her3* and *hesx1*, which both encode transcriptional repressors, were identified as direct targets of B1 SOX in the early phase of neural development (Figure 5, Figure 6, and Figure 7). The expression of these genes is also lost in the MZ*spg* embryos (Table S7 and [29]). In addition, our ChIP analysis indicated that the proximal and distal SOX-POU elements of the *her3* promoter and the *hesx1* promoter carrying multiple SOX and POU sites are bound by B1 SOX in vivo (Figure 7A). We further verified, using a luciferase reporter assay, that the activity of *hesx1* promoter is dependent upon B1 SOX. These observations together indicate that *her3* and *hesx1* are regulated under the cooperative action of B1 SOX and Pou5f1. In addition, the B1 SOX and Pou5f1 complex appears to be required for expression of hypothetical repressors that inhibit neuronal differentiation, since the expression of *stmn2a* is aberrantly upregulated in the B1 *sox* QKD embryos and also in MZ*spg* embryos (Figure 5A, Figure S7A, and Table S7). These data indicate that in the early phases of neural development B1 SOX proteins cooperate with Pou5f1 and activate the transcriptional repressor genes that inhibit the further differentiation of neural progenitor cells.

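*stmn2a*, which encodes a microtubule regulator of differentiating neurons, had the largest increase of all named genes at 30%E. It rose by 2.97 at 30%E (SE 0.13, adjusted p = 3.84e-07), from a signal of 41.3 ± 1.30 (SD, n = 2) in WT embryos to 324 ± 19.5 (SD, n = 2) in QKD embryos, 7.84-fold higher. At the later stages its values were 0.39 and 0.021 at 75%E and TB (SE 0.13, adjusted p = 0.0838 and 0.972). The change at 30%E differed from that at 75%E by -2.58 (adjusted p = 2.19e-05) and from that at TB by -2.95 (adjusted p = 1.19e-05), both as the later stage minus 30%E in limma's test of the difference.

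**Figure D6:**
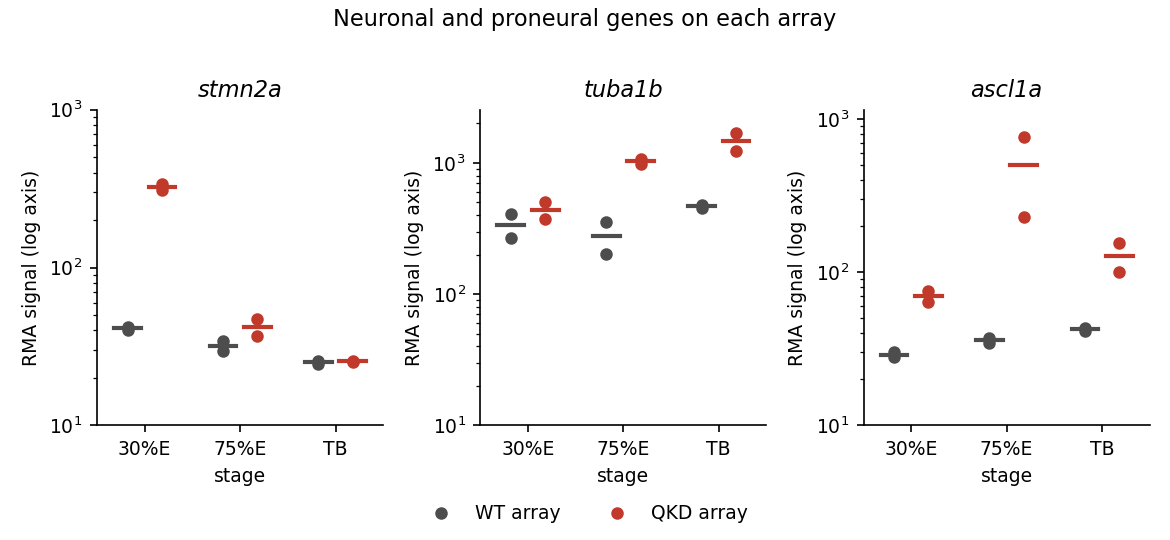
RMA signal of stmn2a, tuba1b and ascl1a on each of the 12 arrays, on a log axis, at 30%E, 75%E and TB. Dots are single arrays (2 per group), lines their means, grey for WT and red for QKD embryos. The QKD arrays of stmn2a stand above the WT arrays at 30%E and close to them at TB, and those of tuba1b and ascl1a stand above at 75%E and TB.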

### The role of the B1 *sox* genes in coordinating the developmental processes in the gastrulating embryo

In the gastrulating embryo, cell fate specification must be coupled with embryo patterning and gastrulation movements. We found that B1 SOX proteins are involved in all these processes by controlling their respective regulators in the gastrulating embryo.

In the early phase of neural fate specification, the B1 SOX proteins are required for the activation of *her3* and the repression of *ascl1a*, which by themselves are inhibitory to neuronal differentiation (Figure 8). On the other hand, B1 SOX also appear to play a role in an initial phase of neuronal differentiation by directly activating the proneural *neurog1* gene. *neurog1* is severely downregulated in the QKD embryos (Figure 2 and Figure 5), and in vivo binding of B1 SOX to its regulatory sequence LSE is indicated by our ChIP analysis. In addition, although B1 SOX proteins are known to counteract neurogenesis, this inhibition occurs at late steps of neurogenesis without affecting *Neurog1/2* expression [13]. Taken together, these data indicate that B1 SOX are important for the successive generation of neural progenitor cells and immature neuronal cells.

Another important aspect of the functions of the B1 *sox* genes during neural lineage differentiation is that the initiation of the transcription factor genes *zic1* and *rx3* depends on their activity (Figure 3 and Figure 5). *rx3* may also be directly regulated by B1 SOX, since *Xenopus Rx1*, a functional homolog of zebrafish *rx3*, is under the direct regulation of SOX2 and Otx2 in the eye field [64]. Zic1 and Rx3 generally act as a transcriptional activator and are required for forebrain and eye lineage development [50], [51].

Critical functions of B1 *sox* in embryo patterning are underscored by our present findings that the neural expression of the signaling pathway genes *cyp26a1*, *oep*, *shha/b* and *mdkb* is dependent upon B1 *sox* activity (Figure 5). Signaling pathways involving these genes play a key role in cell fate decisions as well as diverse patterning processes in the developing CNS [52]–[56], [58]. Our ChIP and promoter analyses suggest a direct regulation of *cyp26a1* by SOXB1 (Figure 7). Furthermore, the expression of *oep*, *mdkb* and *shha/b* extensively overlaps with that of B1 *sox* in the neuroectoderm, also implying direct regulation by B1 SOX. Interestingly, the expression of *Shh* during mouse hippocampal development has recently been shown to be directly regulated by SOX2 [65].

A remarkable defect of the QKD embryos was also found to occur in gastrulation movements. Delayed epiboly and impaired C&E movements are also shared phenotypes with the MZ*spg* embryos [26]–[28], suggesting that these processes may also be co-regulated by B1 SOX and Pou5f1. We speculate that a severe reduction of *pcdh18a/18b* in combination with a reduced expression of non-canonical *wnt* genes is largely responsible for the defects in epiboly and C&E movements of the QKD embryos (Figure 4). We have further shown in our present analyses that the conserved sequence block upstream of *pcdh18a* acts as a B1 SOX-dependent enhancer. The in vivo binding of B1 SOX to this enhancer indicated by our ChIP analysis further supports a direct regulation of *pcdh18a* by B1 SOX. The knockdown phenotypes of *pcdh18a/18b* were consistent with their important functions in gastrulation movements (Figure S6 and [41]), but their molecular role in this process is still unclear. Recent studies, however, have reinforced the critical role of cell adhesion molecules in gastrulation movements [39]. Pcdh8 (Papc), structurally similar to Pcdh18, controls C&E movements of the paraxial mesoderm in cooperation with the non-canonical Wnt pathway [66], suggesting analogous roles of Pcdh18a/18b in the ectoderm.

The findings of our current study thus demonstrate that the B1 SOX proteins regulate genes that are critical for a variety of processes in early embryonic development. This suggests that these factors serve as central coordinators of gene regulatory networks in the early developing embryo by coupling cell fate specification with patterning and morphogenetic processes. In transcriptional regulation, B1 SOX proteins likely perform this coordination by partnering with a variety of factors including Pou5f1 [21]. Our microarray analysis also suggests that B1 SOX regulate additional genes and pathways that we did not investigate herein. 

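Genes of several signaling pathways changed in QKD embryos. Some of the lists below hold genes that the paper itself treats, and these lists are not independent of the study's own. Such genes are *shha* and *shhb* for Hedgehog, *tdgf1*, *ndr2* and *gsc* for Nodal, and *cyp26a1* for retinoic acid. For mesoderm they are *tbxta*, *myod1* and *pax2a*. Among FGF genes, *fgf8a*, *fgfr4* and *dusp6* changed by -1.43, -1.53 and -0.89 at 30%E (SE 0.10, 0.12 and 0.12, adjusted p = 1.07e-05, 2.53e-05 and 0.000721). *fgf8a* encodes a ligand, *fgfr4* a receptor and *dusp6* a phosphatase that FGF signaling induces. *dusp6* was called lower at 75%E and TB too (1.87- and 1.79-fold), where a second probe set was not called. Of 15 FGF pathway genes, 5 fell and 1 rose at 30%E, 4 fell and 2 rose at 75%E, and 2 fell at TB (adjusted over the list alone, 7 fell and 3 rose, 5 fell and 2 rose, and 6 fell and 1 rose, and with the replicate block 8 fell and 3 rose at 30%E and 6 fell and 1 rose at TB). The FGF list fell on balance at 30%E, 75%E and TB (fry adjusted p = 0.00198, 0.0289 and 0.0299, and adjusted p = 0.222, 0.384 and 0.292 with an estimated correlation). The FGF call at 75%E was lost without either QKD 75%E array or WT 75%E replicate 2 (adjusted p = 0.0800 to 0.111) and that at TB was lost without either WT 30%E, QKD 75%E or QKD TB array or WT TB replicate 1 (adjusted p = 0.0590 to 0.115). Canonical Wnt genes that fell included *cdx4*, a caudal-type homeobox gene of the posterior body, and *sp5l*, a Wnt target, which changed by -2.31 and -1.48 at 30%E (SE 0.10 and 0.15, adjusted p = 3.84e-07 and 0.000161), and the cyclin gene *ccnd1*, by contrast, rose by 0.74 at 75%E (SE 0.12, adjusted p = 0.00373). Over the 19 canonical Wnt genes, 6 fell at 30%E, 4 fell and 1 rose at 75%E, and 2 fell and 2 rose at TB (adjusted over the list alone, 6 fell, 4 fell and 2 rose, and 4 fell and 5 rose, and with the replicate block 4 fell and 2 rose at 75%E and 3 fell and 5 rose at TB). These Wnt genes fell on balance at 30%E and 75%E (fry adjusted p = 0.000824 and 0.0394, and adjusted p = 0.208 and 0.447 with an estimated correlation). Canonical Wnt genes did not pass at TB (adjusted p = 0.146). The canonical Wnt call at 75%E was lost without either WT 30%E, WT 75%E, WT TB or QKD 75%E array (adjusted p = 0.0557 to 0.230). *her9*, a hairy-related repressor gene placed on the Notch list, changed by -1.24 and -1.12 at 75%E and TB (SE 0.17, adjusted p = 0.00108 and 0.00242), while the ligand gene *dlc* fell by 1.87 at 30%E (SE 0.16, adjusted p = 3.66e-05) and *dlb* rose by 2.19 at 75%E (SE 0.34, adjusted p = 0.00216). In all, 22 Notch pathway genes were measured, of which 2 fell at 30%E, 4 fell and 2 rose at 75%E, and 6 fell at TB (adjusted over the list alone, 2 fell, 8 fell and 5 rose, and 11 fell, and with the replicate block 2 fell and 1 rose at 30%E, 8 fell and 5 rose at 75%E, and 11 fell at TB). Notch genes fell on balance at TB (fry adjusted p = 0.00959, and adjusted p = 0.210 with an estimated correlation). Notch genes did not pass at 30%E and 75%E (adjusted p = 0.0906 and 0.155). For Hedgehog signaling, *nkx2.9* fell by 1.59 at TB (SE 0.13, adjusted p = 2.39e-05), and *gli2a*, a transcription factor gene of the pathway, fell by 0.78 at 75%E (SE 0.11, adjusted p = 0.00176). Of 14 Hedgehog genes, 1 fell at 30%E, 2 fell at 75%E, and 3 fell at TB (adjusted over the list alone, 1 fell, 2 fell, and 3 fell and 1 rose, and with the replicate block 1 fell and 1 rose at 30%E and 3 fell and 1 rose at TB). The Hedgehog list fell on balance at TB (fry adjusted p = 0.0126, and adjusted p = 0.266 with an estimated correlation), and adjusted p = 0.0654 at TB with the replicate block. Hedgehog genes did not pass at 30%E and 75%E (adjusted p = 0.208 and 0.426). The Hedgehog call at TB was lost without QKD TB replicate 1 (adjusted p = 0.0777).

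*lft2*, a feedback inhibitor of Nodal signaling, changed by -1.67 and -1.08 at 75%E and TB (SE 0.18, adjusted p = 0.000177 and 0.00382), and the ligand gene *ndr1* fell by 0.84 at 30%E (SE 0.15, adjusted p = 0.00436). *lft2* was called lower at 30%E too (1.89-fold). Of 14 Nodal genes, *tdgf1* among them, 4 fell at 30%E, 3 fell and 1 rose at 75%E, and 2 fell and 1 rose at TB (adjusted over the list alone, 4 fell and 1 rose, 4 fell and 1 rose, and 3 fell and 3 rose, and with the replicate block 6 fell and 1 rose at 30%E and 3 fell and 4 rose at TB). Nodal genes fell on balance at 30%E and 75%E (fry adjusted p = 0.0257 and 0.0378, and adjusted p = 0.223 and 0.492 with an estimated correlation). Nodal genes did not pass at TB (adjusted p = 0.843). The Nodal call at 30%E was lost without either WT 30%E or QKD 30%E array (adjusted p = 0.0689 to 0.0998) and that at 75%E was lost without either WT 30%E, QKD 30%E, QKD 75%E or QKD TB array or WT 75%E replicate 2 (adjusted p = 0.0582 to 0.157). *crabp2b*, which encodes a retinoic acid binding protein, changed by -2.51, -3.03 and -2.07 at 30%E, 75%E and TB (SE 0.14, adjusted p = 2.83e-06, 5.23e-07 and 8.53e-06), and *crabp2a* fell by 1.51 at TB (SE 0.14, adjusted p = 7.49e-05). Of 14 retinoic acid genes, 2 fell at 30%E, 2 fell at 75%E, and 5 fell at TB (adjusted over the list alone, 2 fell, 2 fell, and 6 fell, and with the replicate block 2 fell and 1 rose at 30%E). The retinoic acid list fell on balance at 30%E, 75%E and TB (fry adjusted p = 0.0252, 0.00130 and 0.000456, and adjusted p = 0.596, 0.208 and 0.114 with an estimated correlation). The retinoic acid call at 30%E was lost without either WT 30%E or WT TB array or QKD 30%E replicate 2 (adjusted p = 0.0557 to 0.197). Some posterior *hox* genes, which pattern the trunk and tail, were lower from 75%E on, with *hoxc8a* and *hoxb9a* changing by -1.78 and -1.13 at 75%E (SE 0.14 and 0.18, adjusted p = 1.60e-05 and 0.00277) and *hoxb10a* and *hoxa9a* changing by -1.94 and -1.60 at TB (SE 0.22 and 0.23, adjusted p = 0.000307 and 0.00140). Of 27 such genes, none passed at 30%E, 4 fell at 75%E, and 7 fell at TB (adjusted over the list alone, none passed, 5 fell, and 11 fell and 1 rose, and with the replicate block 11 fell at TB). At an unadjusted p under 0.05, limma gave 0 lower and 0 higher at 30%E. The *hox* list fell on balance at 75%E and TB (fry adjusted p = 0.0188 and 0.00909, and adjusted p = 0.223 and 0.208 with an estimated correlation). Posterior *hox* genes did not pass at 30%E (adjusted p = 0.538). The posterior *hox* call at 75%E was lost without either QKD 75%E array or WT 75%E replicate 1 (adjusted p = 0.0681 to 0.0800). Mesoderm genes numbered 16, and of them 5 fell at 30%E, 2 rose at 75%E, and 1 rose at TB (adjusted over the list alone, 5 fell, 1 fell and 3 rose, and 1 rose, and with the replicate block 5 fell and 1 rose at 30%E, 2 fell and 3 rose at 75%E, and 1 fell and 5 rose at TB). The mesoderm list fell on balance at 30%E (fry adjusted p = 0.000326, and adjusted p = 0.147 with an estimated correlation) and rose on balance at TB (fry adjusted p = 0.0109, and adjusted p = 0.222 with an estimated correlation). Mesoderm genes did not pass at 75%E (adjusted p = 0.193). The mesoderm call at TB was lost without WT TB replicate 1 or QKD TB replicate 2 (adjusted p = 0.0617 and 0.0692). Of 10 endoderm genes, 3 fell and 1 rose at 30%E, 1 fell at 75%E, and 1 fell at TB (adjusted over the list alone, 4 fell and 1 rose, 1 fell, and 1 fell, and with the replicate block 2 fell at 75%E and 2 fell and 1 rose at TB). The endoderm list did not pass at 30%E, 75%E and TB (fry adjusted p = 0.0699, 0.205 and 0.701, and adjusted p = 0.0178 and 0.0331 at 30%E and 75%E with the replicate block). *cxcr4a*, a chemokine receptor gene of the endoderm, fell by 1.39 at TB (SE 0.15, adjusted p = 0.000257), and *foxa2*, a forkhead gene of endoderm and midline, fell by 0.78 at 30%E (SE 0.12, adjusted p = 0.00236). Some genes of these lists have further probe sets that were not called where the brightest was, among them *hoxc8a*, *hoxb10a*, *dlc* and *dlb*. The QKD signal of *nkx2.9* at TB and the WT signal of *dlb* at 75%E lie below the lower quartile of every array (20.6 to 24.1), which limits the sizes of these changes. The 2 QKD arrays of *dlb* at 75%E were far apart (98.3 ± 56.9, SD, n = 2).

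**Figure D7:**
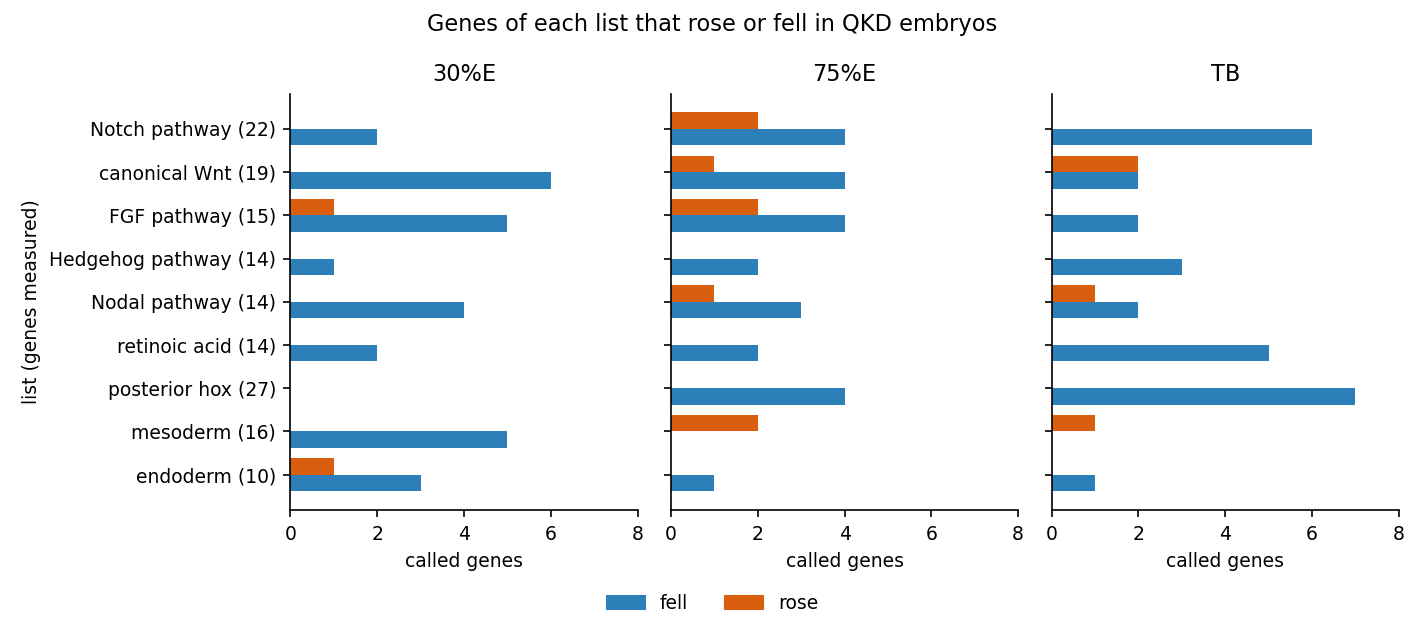
Number of genes of 9 lists that fell (blue) or rose (orange) in QKD embryos at 30%E, 75%E and TB, at a limma adjusted p under 0.05 over all probe sets. The number of measured genes of each list stands beside its name, and bars start at 0. Some posterior hox genes fell at 75%E and TB and none was called at 30%E.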

Future studies of these genes will therefore more fully delineate their multiple functions in coordinating early embryogenesis.

## Materials and Methods

### MO-mediated knockdowns

MOs were obtained from Gene Tools LLC (OR, USA) and are listed in Table S4. Zebrafish embryos were obtained by natural matings of wild-type TL fish and reared at 28.5°C in 0.03% Red Sea salt solution. Approximately 1 nl of solution containing various combinations of MOs, as indicated in the figures, was injected into 1-cell stage embryos. Unless otherwise noted, a 1∶1 mixture of two MOs (0.9 ng/nl each) was used to knockdown individual B1 *sox* genes. To knockdown multiple B1 *sox* genes, the MOs were each mixed at a concentration of 0.9 ng/nl and injected into 1-cell stage embryos.

To estimate the knockdown efficiency of B1 *sox* MOs, fusion mRNAs of *sox3-luc*, *sox19a-luc* and *sox19b-luc* were prepared by transcription of template vectors, in which the 5′-UTR sequence and a short stretch of the amino-terminal-coding sequence of the respective genes (−131 to +32 of *sox3*; −151 to +32 of *sox19a*; −151 to +32 of *sox19b*) were inserted upstream of the luciferase sequence as previously described [20]. mRNA were microinjected with the relevant MOs into embryos and luciferase activities expressed in the embryos at 10–11 hpf were measured as described [20].

### Gene expression analysis

Whole-mount in situ hybridizations of zebrafish embryos were performed as described previously [11]. The genes analyzed are listed in Table S1.

Total RNAs for RT-PCR and microarray analyses were prepared from 40–100 uninjected control embryos and an equivalent number of embryos injected with MOs and/or mRNAs using RiboPure kit (Ambion, TX, USA). 200 ng of total RNA of each sample was reverse-transcribed using oligo-dT primer and Superscript III RT-PCR system (Invitrogen, CA, USA) and a 1/80 fraction of the cDNA was used for PCR templates. PCR was performed using ExTaq polymerase (Takara, Japan) in 25 µl ExTaq buffer containing 5% dimethyl sulfoxide, 0.17 mM cresol red, 10% sucrose and primers listed in Table S5. The PCR temperature profile consisted of 5 min denaturation, 23–30 cycles of a 30 sec denaturation at 94°C, 30 sec annealing at 57–61°C and 15 sec primer extension at 72°C and lastly a 10 min extension at 72°C (see Table S5 for cycle numbers and annealing temperatures). PCR products were separated in a 2% agarose gel (1.5% Methaphor agarose/0.5% agarose) and stained with SYBR green I.

For microarray analysis, cRNA probes were prepared using 4 µg total RNA with a one-cycle cDNA synthesis kit (Affymetrix, CA, USA). Affymetrix Zebrafish Genome arrays were hybridized with 10 µg cRNA probes, and posthybridization staining and washing were performed according to the manufacturer's instructions. RNAs from two independent samples were analyzed for each embryonic stage and the data were processed using the RMA program. Fold changes of the averaged hybridization signals between control and QKD embryo samples were then determined (Figure S5, Table S2 and Table S3). The microarray data have been deposited in the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) at the National Center for Biotechnology Information with the accession number GSE18830.

### Western blotting

Western blotting with an anti-SOX2 antibody was carried out as described previously [20]. For the detection of SOX3, SOX19A and SOX19B, an anti-SOX3 C-terminal peptide antibody [15] was used. As a loading control, the blotted PVDF membranes were stained with Coomassie Brilliant Blue R-250.

### Synthetic mRNAs for embryo injection

The coding sequences of the B1 *sox* genes and their derivatives were cloned into the pCBA3 vector [20]. The coding sequence of *bmp7* was amplified by RT-PCR and cloned into pCBA3. The cDNA clone cb670 (Zebrafish International Resource Center [ZIRC], OR, UAS) was used as a template for *bmp2b* mRNA. mRNAs were transcribed in vitro from linearized vectors using the mMessage mMachine SP6 kit (B1 *sox* and *bmp7*) or mMessage mMachine T7 Ultra kit (*bmp2b*) (Ambion). For the rescue experiments, each mRNA was mixed with the MOs for QKD and injected into 1-cell stage embryos.

### Chromatin immunoprecipitation

ChIP was carried out as described previously [67] with minor modifications. Briefly, zebrafish embryos at the 70–80%E and tailbud to 2-somite stages were enzymatically dechorionated with Pronase and then fixed in 1% formaldehyde in embryo medium for 15 min at room temperature. For each immunoprecipitation experiment, approximately 200 fixed embryos were homogenized in cell lysis buffer and incubated for 15 min on ice. Nuclei were collected by centrifugation, resuspended in 200 µl of nuclei lysis buffer, incubated for 10 min on ice and then sonicated using Bioruptor (Cosmo Bio, Japan) to yield DNA fragments with an average size of 400–500 bases. The supernatant of the sonicated cells was diluted 10-fold with ChIP dilution buffer (50 mM Tris-HCl [pH 8.0], 167 mM NaCl, 1.1% Triton X-100, 0.11% sodium deoxycholate). 950 µl of the diluted lysate was then incubated overnight at 4°C with Protein G Dynabeads (Invitrogen) that had been prebound to 2 µg of anti-SOX2 antibody (AF2018; R&D, MN, USA). The same volume of the lysate was precipitated with normal goat IgG as a negative control. 100 µl of the lysate was used as an input control. Beads were washed four times with RIPA buffer and once with TE buffer containing 50 mM NaCl. Bound complexes were eluted from the beads and cross-links were reversed in 200 µl of elution buffer for six hours at 65°C. Eluted DNA was then purified by treatment with RNase A, followed by proteinase K digestion, phenol∶chloroform∶isoamyl alcohol extraction and ethanol precipitation. Precipitated DNA was resuspended in 30 µl of TE buffer and 1 µl of the DNA suspension was used as a template for ChIP-PCR, which was performed using ExTaq polymerase (Takara) in 20 µl ExTaq buffer containing 0.17 mM cresol red, 10% sucrose and the primers listed in Table S6. PCR products were separated in a 2% agarose gel (1.5% Methaphor agarose/0.5% agarose) and stained with SYBR green I.

### Regulatory sequence analysis of the *hesx1*, *cyp26a1*, and *pcdh18a* genes

The fragments of the zebrafish *hesx1* promoter (Zv8_NA6682:4150–4984, 835 bp), *cyp26a1* promoter (Zv8_chr12:9333416–9335090, 1.7 kbp) and *pcdh18a* conserved upstream sequence (Zv7_chr1:9017351–9017762, 412 bp) were amplified by PCR from the zebrafish genome using following primers (linker sequences that incorporate restriction sites are indicated by lowercase): *hesx1* promoter, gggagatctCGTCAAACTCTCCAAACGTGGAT and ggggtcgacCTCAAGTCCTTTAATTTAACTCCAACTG; *cyp26a1* promoter, gggagatctAGTATTCCCCGTCCCATTGC and ggggtcgacGTTGAAGCGCGCAACTGATC; and *pcdh18a*, gggatgcatAAGGCCCGTCCCAACTGAGGG and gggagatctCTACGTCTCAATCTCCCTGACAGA. The luciferase reporter vectors were constructed using pTK200-Venusluc/ISceI, which was generated by inserting an I-SceI site downstream of the reporter poly(A) sequence of pTK200-Venusluc [35]. The fragments of the *hesx1* promoter and *cyp26a1* promoter were inserted into the upstream region of the Venusluc sequence by replacing the TK promoter sequence. The pcdh18a-TK-Venusluc vector was constructed by inserting the 412-bp *pcdh18a* sequence upstream of the TK promoter.

To perform the luciferase assay, 17.5 pg of the Venusluc vectors and 2.5 pg of the reference *Renilla* luciferase vector phRG-TK (Promega, WI, USA) were co-injected into 1-cell stage zebrafish embryos. Half of the embryos were then subsequently injected with the MOs for B1 *sox* QKD to assess their effects upon the luciferase expression. Injected embryos were collected at the tail bud stage and luciferase assays were performed as described previously [20].

### Transgenic zebrafish lines

The NES30-TK200-nlsVenus/ISceI transgene was constructed by inserting the octamerized NES30 sequence, which is a 30-bp *nestin* enhancer core sequence composed of SOX and POU binding sites [15], into pTK200-nlsVenus/ISceI. pTK200-nlsVenus/ISceI is identical to pTK200-Venusluc/ISceI except that nlsVenus [35] was used as the reporter. A transgenic line was produced by the I-SceI meganuclease method as previously described [35].

## Supporting Information

Figure S1 Expression of group B1 *sox* genes in zebrafish embryos. (A) Expression of the *sox2*, *sox3*, *sox19a* and *sox19b* genes in zebrafish embryos at the sphere and 30%E stages, visualized by whole-mount in situ hybridization. (B) Expression profiles of the B1 *sox* genes in uninjected control (Ctr) and QKD embryos from the sphere to 3-somite stages determined by RT-PCR. The amplification cycles used are indicated on the right. *bactin1* was used as an RT-PCR control and is shown in Figure 4C.
(1.38 MB TIF)

Figure S2 Evaluation of the knockdown efficiency of MOs targeting *sox2*, *sox3*, *sox19a* and *sox19b*. (A) Quantitative evaluation of the knockdown efficiency of MOs targeting *sox3*, *sox19a* and *sox19b* using a luciferase assay. (a) Schematic representation of sox3-luc, sox19a-luc and sox19b-luc fusion RNA constructs. (b–d) Inhibition levels caused by the injection of sox3-MOs (b), sox19a-MOs (c) and sox19b-MOs (d) were quantitatively measured using the luciferase assay-based system. Luciferase activity was measured using more than 20 injected embryos of the tailbud to early somite stages per sample. The luciferase activity generated by each sox-luc fusion in the absence of MOs was arbitrarily assigned a value of 100. Data are shown as the average values of three independent injection experiments with standard errors. (B) Inhibition of endogenous B1 SOX expression analyzed by western blotting. Lysates for SDS-PAGE were prepared using tailbud to early somite stage embryos that had been injected with the indicated MOs. The knockdown conditions were the same as those described in Figure 1. A seven-embryo equivalent amount of the lysate was used per lane. Western blotting was performed using an anti-SOX2 antibody that weekly cross-reacts with SOX3/19A/19B (a) and an anti-SOX3 antibody that preferentially detects SOX3/19A/19B (b). Note that the SOX19B expression levels are low at these stages.
(0.96 MB TIF)

Figure S3 B1 *sox* activity is efficiently eliminated from the zebrafish embryo by B1 *sox* QKD. (A) Schematic representation of the NES30-TK200-nlsVenus/ISceI transgene construct used. NES30 is the 30-bp *nestin* enhancer core sequence, which is composed of SOX and POU binding sites. (B) NES30-driven nlsVenus expression (controls in upper panels) was abolished by injection of the MOs for QKD (lower panels), confirming effective depletion of B1 SOX activity from the embryo.
(0.67 MB TIF)

Figure S4 Effects of the B1 *sox* QKD revealed using transgenic lines with the GAL4-medeated reporter expression in the CNS and axial mesoderm. (A) Effects of QKD on CNS development were examined using the GAL4 enhancer trap line, which reports the activity of *nr2f2* (*couptf*β) neural enhancers. Double transgenic embryos harboring GAL4VPmad2 (#5m-3) and UAS:DsRedExDR normally show reporter expression in the CNS, which mimics neural *nr2f2* expression. Injection of the MOs for QKD abolished this reporter expression, indicating impairment of CNS development. (B) Effects of QKD on axial mesoderm development, examined using the GAL4VP16(hg/nc) line. Double transgenic embryos harboring the GAL4VP16(hg/nc) transgene and UAS:DsRedEx show reporter expression in the hatching gland (hg) and notochord (nc). Strong expression of UAS:DsRedEx was observed after 1 dpf in this line. Injection of the MOs for QKD did not reduce reporter expression, indicating normal axial mesoderm differentiation in the morphants. However, hatching gland cells remained as a single ball-like structure in the heads of the severe morphants (arrowhead).
(1.12 MB TIF)

Figure S5 Gene expression profiles of the QKD embryos analyzed by microarray. Venn diagrams of genes that were found to be downregulated (A) and upregulated (B) in the B1 *sox* QKD embryos. Microarray analysis was carried out to compare gene expression profiles at the 30%E, 75%E, and tailbud stages between wild-type embryos and the QKD embryos. The numbers of Affymetrix zebrafish microarray probes that showed more than a twofold decrease (Table S2) or increase (Table S3) in the QKD embryos are shown. 

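Genes changed in both directions at each stage. By the ratio of mean signals, the study's own rule, 155 probe sets were over 2-fold lower and 118 over 2-fold higher at 30%E, 143 probe sets were over 2-fold lower and 148 over 2-fold higher at 75%E, and 169 probe sets were over 2-fold lower and 94 over 2-fold higher at TB. Of those, 150 and 117 at 30%E, 142 and 143 at 75%E, and 165 and 91 at TB were also called by limma. With limma alone and no limit on the fold, 452 fell and 797 rose at 30%E, 605 fell and 696 rose at 75%E, and 498 fell and 488 rose at TB, and with the replicate block 811 and 1399 at 30%E, 1209 and 1413 at 75%E, and 983 and 1126 at TB. The same genes were called at several stages more often than independent lists of these sizes would share. Over 2-fold lower at all 3 stages were 23 probe sets and over 2-fold higher 10, against 0.0156 and 0.00683 for independent lists. Called lower by limma at all 3 stages were 79 and called higher 60, against 0.567 and 1.13, and with the replicate block 154 and 159. Each stage has its own WT arrays, but the limma calls of a probe set share its variance estimate over the stages. Some genes also count with several probe sets. Independent lists are thus a loose reference and not a test. Called lower at 1 stage and higher at another were 44 probe sets. Limma counts that moved by over 1.5 times when 1 array was left out are these. Called at 30%E were 256 lower and 381 higher without WT 30%E replicate 1, 239 lower and 340 higher without QKD 30%E replicate 2, 493 higher without WT 30%E replicate 2. Called at 75%E were 303 lower and 355 higher without QKD 75%E replicate 1, 310 lower and 305 higher without QKD 75%E replicate 2. Called at TB were 267 lower and 272 higher without WT TB replicate 1, 322 lower and 214 higher without QKD TB replicate 1, 264 lower and 286 higher without QKD TB replicate 2, 238 higher without WT TB replicate 2. Those called at all 3 stages were 39 higher without WT 30%E replicate 1, 39 higher without WT 30%E replicate 2, 37 higher without WT TB replicate 1, 34 higher without WT TB replicate 2, 35 higher without QKD 30%E replicate 2, 31 higher without QKD TB replicate 1.

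The named genes over 2-fold lower at all 3 stages were *fzd9b*, a Wnt receptor gene seen by 2 probe sets, *inaa*, *tfap2c*, *tfap2a*, *ptgdsb.1*, *her3*, *hesx1*, *arg2*, *crabp2b*, *tagln2*, *msx1b*, *szl*, *pfn1*, *tmem38a* and *zic2a*. Named genes over 2-fold higher at all 3 stages were *sox19b* (2 probe sets), *ascl1a*, *ppp1r15a* (3 probe sets), *myo1bl2*, *cited4a* and *birc5b*. *ppp1r15a* encodes a stress-induced phosphatase subunit and *birc5b* a survivin, a protein of cell division. The probe sets of Tables S2 and S3 number 155 lower and 118 higher at 30%E, 144 lower and 148 higher at 75%E, and 170 lower and 95 higher at TB, and every probe set counted here by the ratio is among them. Among the tables' probe sets, 150 and 117 at 30%E, 143 and 143 at 75%E, and 166 and 92 at TB passed limma, while limma called 302 lower and 680 higher at 30%E, 462 lower and 553 higher at 75%E, and 332 lower and 396 higher at TB that changed less than 2-fold at that stage and are not in the tables' part for it.

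**Figure D8:**
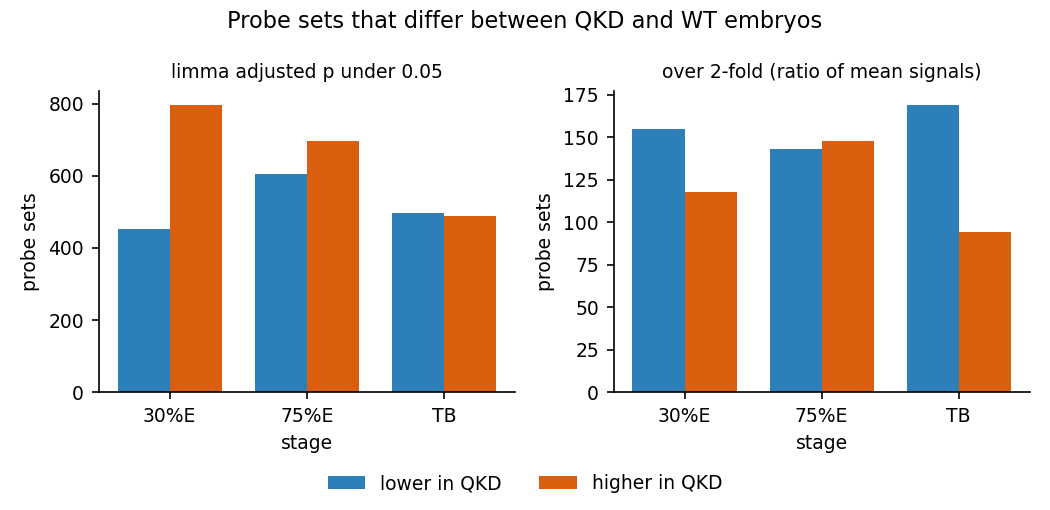
Number of probe sets that differ between QKD and WT embryos at 30%E, 75%E and TB, lower in blue and higher in orange, by limma (left, adjusted p under 0.05) and by the ratio of mean signals (right, over 2-fold). Bars start at 0. The largest number is that of probe sets higher at 30%E by limma, 797.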

Annotated genes that were altered in all three stages are listed on the bottom in order of fold change at 75%E.
(0.42 MB TIF)

Figure S6 Phenotypes of *pcdh18a* and *pcdh18b* knockdowns. Bright-field images of live embryos at 10–11.5 hpf and 31–31.5 hpf are shown. (A) Uninjected control (Ctr) embryos. (B–D) Single and double knockdowns of *pcdh18a/18b*. Moderate amounts of MO (3.6 ng) were used for single KD (B,C) and a 1∶1 mixture of two MOs (3.6 ng each) was injected for double KD (D). Double knockdown embryos showed a shorter anteroposterior axis than the single knockdown embryos, indicative of more severe defects in C&E movements and suggesting a degree of functional redundancy between *pcdh18a* and *pcdh18b*.
(1.83 MB TIF)

Figure S7 Expression of *stmn2a* and *pou5f1* in the QKD embryos. (A) Expression of the *stmn2a* gene is upregulated in the QKD embryos at the shield stage. (B) Expression levels of *pou5f1* were not affected in the B1 *sox* QKD embryos (our microarray data), whereas its expression domain was ventrally expanded at 75%E.
(1.11 MB TIF)

Table S1 Summary of gene expression analysis using in situ hybridization and/or RT-PCR.
(0.39 MB DOC)

Table S2 Downregulated genes at 30% epiboly, 75% epiboly, and tailbud stages.

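Large decreases among named genes at 30%E were those of *her7* and *her1*, repressor genes of the segmentation clock, *arg2*, which encodes arginase 2, *sp8b*, a zinc finger gene, *tfap2c*, *crabp2b*, *spag1a*, *rgcc*, *eve1* and *cdx4*. *arg2* went from a signal of 352 ± 6.83 (SD, n = 2) in WT embryos to 36.0 ± 4.38 (SD, n = 2) in QKD embryos at 30%E and changed by -3.29 and -2.79 at 30%E and 75%E (SE 0.24, adjusted p = 1.18e-05 and 3.58e-05). *sp8b*, *spag1a* and *rgcc* changed by -2.83, -2.50 and -2.48 at 30%E (SE 0.18, 0.12 and 0.15, adjusted p = 4.84e-06, 6.37e-07 and 3.81e-06). At 75%E they were those of *her3*, *hesx1*, *mdkb*, *dbx1a*, *inaa*, *tmem38a*, *crabp2b*, *arg2*, *szl* and *zic1*. *inaa* encodes an intermediate filament protein of neurons, alpha-internexin, and fell by 3.31 at 75%E (SE 0.11, adjusted p = 6.41e-08), from a signal of 248 ± 1.04 (SD, n = 2) in WT embryos to 25.0 ± 0.333 (SD, n = 2) in QKD embryos at 75%E. *tmem38a*, which encodes a cation channel of intracellular membranes, changed by -3.04 and -2.66 at 75%E and TB (SE 0.25, adjusted p = 3.04e-05 and 9.86e-05). At TB they were those of *her3*, *mdkb*, *neurog1*, *zic1*, *cldni*, *ptgdsb.2*, *hesx1*, *tmem38a*, *tfap2c* and *btbd6a*. *ptgdsb.2*, which encodes a prostaglandin D synthase, and *btbd6a*, an adaptor gene of neurogenesis, changed by -3.50 and -2.58 at TB (SE 0.19 and 0.15, adjusted p = 1.13e-06 and 2.30e-06). At 30%E *btbd6a* rose by 0.74 (SE 0.15, adjusted p = 0.01003), from a low WT signal (20.0 ± 0.809, SD, n = 2). The 2 WT arrays of *cldni* at TB were far apart (145 ± 115, SD, n = 2), both above the QKD arrays. The QKD signals of *her7*, *her1* and *sp8b* at 30%E, of *her3*, *hesx1* and *dbx1a* at 75%E and of *cldni* at TB lie below the lower quartile of every array (20.6 to 24.1), near the background. The sizes of these decreases are limited by the WT level, so the genes are not ranked. All of these had both QKD arrays below both WT arrays, which is part of the rule that picked them.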

(0.13 MB XLS)

Table S3 Upregulated genes at 30% epiboly, 75% epiboly, and tailbud stages.

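Large increases among named genes at 30%E were those of *stmn2a*, *serpinh1b*, *rasef2*, *irx1b*, *cited4a*, *sox19b*, *arl3l1*, *birc5b*, *tsc22d2* and *stxbp2*. *serpinh1b*, which encodes a collagen chaperone, rose by 2.43 at 30%E (SE 0.34, adjusted p = 0.00117), and *cited4a*, a transcriptional coactivator gene, rose by 1.91 at 30%E (SE 0.11, adjusted p = 3.17e-06), from a signal of 292 ± 1.97 (SD, n = 2) in WT embryos to 1102 ± 154 (SD, n = 2) in QKD embryos at 30%E. *rasef2*, *tsc22d2* and *stxbp2* rose by 2.25, 1.59 and 1.46 at 30%E (SE 0.20, 0.13 and 0.12, adjusted p = 5.59e-05, 2.53e-05 and 2.90e-05). At 75%E they were those of *ascl1a*, *pah*, *arl3l1*, *nat8l*, *birc5b*, *sparc*, *bmi1a*, *sox2*, *olig2* and *dlb*. *pah*, which encodes phenylalanine hydroxylase, rose by 2.89 and 2.00 at 75%E and TB (SE 0.29, adjusted p = 0.000121 and 0.00185), and *nat8l*, *sparc* and *bmi1a* rose by 2.55, 2.29 and 2.27 at 75%E (SE 0.23, 0.22 and 0.19, adjusted p = 5.54e-05, 8.96e-05 and 3.58e-05). *arl3l1*, a gene of a small GTPase, rose by 2.61 at 75%E (SE 0.39, adjusted p = 0.00199). The 2 QKD arrays of *arl3l1* at 75%E were far apart (150.1 ± 111, SD, n = 2), and so were those of *serpinh1b* at 30%E (69.6 ± 26.7 in WT and 392.5 ± 220.1 in QKD embryos, SD, n = 2 each), with all of them above the WT arrays. *nat8l* encodes the enzyme that makes N-acetylaspartate, *sparc* a matrix protein and *bmi1a* a Polycomb protein. At TB they were those of *birc5b*, *pbx3b*, *sox2*, *pah*, *spink2.1*, *sv2bb*, *ankrd22*, *admp*, *krt94* and *tuba1b*. *birc5b* rose by 1.64, 2.30 and 2.47 at 30%E, 75%E and TB (SE 0.11, adjusted p = 9.66e-06, 6.32e-07 and 5.04e-07), and *krt94* rose by 1.64 at TB (SE 0.26, adjusted p = 0.00313). *pbx3b*, *sv2bb* and *ankrd22* rose by 2.37, 1.98 and 1.90 at TB (SE 0.14, 0.16 and 0.19, adjusted p = 2.30e-06, 2.25e-05 and 0.000133), where *pbx3b* encodes a homeodomain partner of Hox proteins and *sv2bb* a synaptic vesicle protein. The WT signals of *pah* and *dlb* at 75%E and of *pah* and *pbx3b* at TB lie below the lower quartile of every array (20.6 to 24.1), so that the sizes of these increases are limited by the background. Each of these had both QKD arrays above both WT arrays, by the rule that picked them.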

(0.12 MB XLS)

Table S4 Morpholino antisense oligonucleotides.
(0.11 MB DOC)

Table S5 Primers and conditions for RT-PCR.
(0.08 MB DOC)

Table S6 Primers and conditions for ChIP-PCR.
(0.04 MB DOC)

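Table S7 compares genes that depend on B1 SOX with genes that depend on Pou5f1. Its 2 sheets hold genes decreased and genes increased in QKD embryos and in MZ*spg* embryos. For QKD embryos it codes each probe set by sign at 30%E and 75%E, with the same 2-fold rule on mean array signals as Tables S2 and S3. The columns for MZ*spg* embryos come from another study that the paper cites, made on Agilent arrays at 6 time points from 4 to 8 hpf, so the 2 kinds of embryo were measured in separate experiments. A plus or minus sign carries neither the size of a change nor its error.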

Table S7 Comparison of B1 SOX and Pou5f1 regulated genes.
(0.07 MB XLS)

## References

[1] Avilion AA, Nicolis SK, Pevny LH, Perez L, Vivian N (2003). Multipotent cell lineages in early mouse development depend on SOX2 function.. Genes Dev.

[2] Kishi M, Mizuseki K, Sasai N, Yamazaki H, Shiota K (2000). Requirement of Sox2-mediated signaling for differentiation of early *Xenopus* neuroectoderm.. Development.

[3] Mizuseki K, Kishi M, Matsui M, Nakanishi S, Sasai Y (1998). *Xenopus* Zic-related-1 and Sox-2, two factors induced by chordin, have distinct activities in the initiation of neural induction.. Development.

[4] Papanayotou C, Mey A, Birot AM, Saka Y, Boast S (2008). A mechanism regulating the onset of *Sox2* expression in the embryonic neural plate.. PLoS Biol.

[5] Takemoto T, Uchikawa M, Kamachi Y, Kondoh H (2006). Convergence of Wnt and FGF signals in the genesis of posterior neural plate through activation of the *Sox2* enhancer N-1.. Development.

[6] Uchikawa M, Ishida Y, Takemoto T, Kamachi Y, Kondoh H (2003). Functional analysis of chicken *Sox2* enhancers highlights an array of diverse regulatory elements that are conserved in mammals.. Dev Cell.

[7] Zorn AM, Barish GD, Williams BO, Lavender P, Klymkowsky MW (1999). Regulation of Wnt signaling by Sox proteins: XSox17α/β and XSox3 physically interact with β-catenin.. Mol Cell.

[8] Gontan C, de Munck A, Vermeij M, Grosveld F, Tibboel D (2008). Sox2 is important for two crucial processes in lung development: branching morphogenesis and epithelial cell differentiation.. Dev Biol.

[9] Matsumata M, Uchikawa M, Kamachi Y, Kondoh H (2005). Multiple *N-cadherin* enhancers identified by systematic functional screening indicate its Group B1 SOX-dependent regulation in neural and placodal development.. Dev Biol.

[10] Que J, Okubo T, Goldenring JR, Nam KT, Kurotani R (2007). Multiple dose-dependent roles for Sox2 in the patterning and differentiation of anterior foregut endoderm.. Development.

[11] Okuda Y, Yoda H, Uchikawa M, Furutani-Seiki M, Takeda H (2006). Comparative genomic and expression analysis of group B1 *sox* genes in zebrafish indicates their diversification during vertebrate evolution.. Dev Dyn.

[12] Kamachi Y, Iwafuchi M, Okuda Y, Takemoto T, Uchikawa M (2009). Evolution of non-coding regulatory sequences involved in the developmental process: reflection of differential employment of paralogous genes as highlighted by *Sox2* and group B1 *Sox* genes.. Proc Jpn Acad Ser B Phys Biol Sci.

[13] Bylund M, Andersson E, Novitch BG, Muhr J (2003). Vertebrate neurogenesis is counteracted by Sox1-3 activity.. Nat Neurosci.

[14] Graham V, Khudyakov J, Ellis P, Pevny L (2003). SOX2 functions to maintain neural progenitor identity.. Neuron.

[15] Tanaka S, Kamachi Y, Tanouchi A, Hamada H, Jing N (2004). Interplay of SOX and POU factors in regulation of the *Nestin* gene in neural primordial cells.. Mol Cell Biol.

[16] Nishiguchi S, Wood H, Kondoh H, Lovell-Badge R, Episkopou V (1998). *Sox1* directly regulates the γ-crystallin genes and is essential for lens development in mice.. Genes Dev.

[17] Rizzoti K, Brunelli S, Carmignac D, Thomas PQ, Robinson IC (2004). SOX3 is required during the formation of the hypothalamo-pituitary axis.. Nat Genet.

[18] Weiss J, Meeks JJ, Hurley L, Raverot G, Frassetto A (2003). *Sox3* is required for gonadal function, but not sex determination, in males and females.. Mol Cell Biol.

[19] Dee CT, Hirst CS, Shih YH, Tripathi VB, Patient RK (2008). Sox3 regulates both neural fate and differentiation in the zebrafish ectoderm.. Dev Biol.

[20] Kamachi Y, Okuda Y, Kondoh H (2008). Quantitative assessment of the knockdown efficiency of morpholino antisense oligonucleotides in zebrafish embryos using a luciferase assay.. Genesis.

[21] Kondoh H, Kamachi Y (2010). SOX-partner code for cell specification: Regulatory target selection and underlying molecular mechanisms.. Int J Biochem Cell Biol.

[22] Masui S, Nakatake Y, Toyooka Y, Shimosato D, Yagi R (2007). Pluripotency governed by *Sox2* via regulation of *Oct3/4* expression in mouse embryonic stem cells.. Nat Cell Biol.

[23] Yuan H, Corbi N, Basilico C, Dailey L (1995). Developmental-specific activity of the FGF-4 enhancer requires the synergistic action of Sox2 and Oct-3.. Genes Dev.

[24] Boyer LA, Lee TI, Cole MF, Johnstone SE, Levine SS (2005). Core transcriptional regulatory circuitry in human embryonic stem cells.. Cell.

[25] Kamachi Y, Uchikawa M, Tanouchi A, Sekido R, Kondoh H (2001). Pax6 and SOX2 form a co-DNA-binding partner complex that regulates initiation of lens development.. Genes Dev.

[26] Lachnit M, Kur E, Driever W (2008). Alterations of the cytoskeleton in all three embryonic lineages contribute to the epiboly defect of Pou5f1/Oct4 deficient MZ*spg* zebrafish embryos.. Dev Biol.

[27] Lunde K, Belting HG, Driever W (2004). Zebrafish *pou5f1/pou2*, homolog of mammalian *Oct4*, functions in the endoderm specification cascade.. Curr Biol.

[28] Reim G, Brand M (2006). Maternal control of vertebrate dorsoventral axis formation and epiboly by the POU domain protein Spg/Pou2/Oct4.. Development.

[29] Onichtchouk D, Geier F, Polok B, Messerschmidt D, Mössner R (2010). Zebrafish Pou5f1-dependent transcriptional networks in temporal control of early development.. Mol Syst Bio.

[30] Robu ME, Larson JD, Nasevicius A, Beiraghi S, Brenner C (2007). p53 activation by knockdown technologies.. PLoS Genet.

[31] Heisenberg CP, Tada M, Rauch GJ, Saude L, Concha ML (2000). Silberblick/Wnt11 mediates convergent extension movements during zebrafish gastrulation.. Nature.

[32] Myers DC, Sepich DS, Solnica-Krezel L (2002). Convergence and extension in vertebrate gastrulae: cell movements according to or in search of identity?. Trends Genet.

[33] Nguyen VH, Schmid B, Trout J, Connors SA, Ekker M (1998). Ventral and lateral regions of the zebrafish gastrula, including the neural crest progenitors, are established by a *bmp2b/swirl* pathway of genes.. Dev Biol.

[34] Nguyen VH, Trout J, Connors SA, Andermann P, Weinberg E (2000). Dorsal and intermediate neuronal cell types of the spinal cord are established by a BMP signaling pathway.. Development.

[35] Ogura E, Okuda Y, Kondoh H, Kamachi Y (2009). Adaptation of GAL4 activators for GAL4 enhancer trapping in zebrafish.. Dev Dyn.

[36] Little SC, Mullins MC (2009). Bone morphogenetic protein heterodimers assemble heteromeric type I receptor complexes to pattern the dorsoventral axis.. Nat Cell Biol.

[37] Schmid B, Furthauer M, Connors SA, Trout J, Thisse B (2000). Equivalent genetic roles for *bmp7/snailhouse* and *bmp2b/swirl* in dorsoventral pattern formation.. Development.

[38] Miller-Bertoglio VE, Fisher S, Sanchez A, Mullins MC, Halpern ME (1997). Differential regulation of *chordin* expression domains in mutant zebrafish.. Dev Biol.

[39] Hammerschmidt M, Wedlich D (2008). Regulated adhesion as a driving force of gastrulation movements.. Development.

[40] Matsui T, Raya A, Kawakami Y, Callol-Massot C, Capdevila J (2005). Noncanonical Wnt signaling regulates midline convergence of organ primordia during zebrafish development.. Genes Dev.

[41] Aamar E, Dawid IB (2008). Protocadherin-18a has a role in cell adhesion, behavior and migration in zebrafish development.. Dev Biol.

[42] Kubota F, Murakami T, Tajika Y, Yorifuji H (2008). Expression of protocadherin 18 in the CNS and pharyngeal arches of zebrafish embryos.. Int J Dev Biol.

[43] Kane DA, McFarland KN, Warga RM (2005). Mutations in *half baked*/E-cadherin block cell behaviors that are necessary for teleost epiboly.. Development.

[44] Shimizu T, Yabe T, Muraoka O, Yonemura S, Aramaki S (2005). E-cadherin is required for gastrulation cell movements in zebrafish.. Mech Dev.

[45] Burzynski GM, Delalande JM, Shepherd I (2009). Characterization of spatial and temporal expression pattern of SCG10 during zebrafish development.. Gene Expr Patterns.

[46] Kageyama R, Ohtsuka T, Kobayashi T (2008). Roles of *Hes* genes in neural development.. Dev Growth Differ.

[47] Hans S, Scheer N, Riedl I, v Weizsacker E, Blader P (2004). *her3*, a zebrafish member of the hairy-E(spl) family, is repressed by Notch signalling.. Development.

[48] Ballas N, Grunseich C, Lu DD, Speh JC, Mandel G (2005). REST and its corepressors mediate plasticity of neuronal gene chromatin throughout neurogenesis.. Cell.

[49] Andoniadou CL, Signore M, Sajedi E, Gaston-Massuet C, Kelberman D (2007). Lack of the murine homeobox gene *Hesx1* leads to a posterior transformation of the anterior forebrain.. Development.

[50] Loosli F, Staub W, Finger-Baier KC, Ober EA, Verkade H (2003). Loss of eyes in zebrafish caused by mutation of *chokh/rx3*.. EMBO Rep.

[51] Maurus D, Harris WA (2009). Zic-associated holoprosencephaly: zebrafish Zic1 controls midline formation and forebrain patterning by regulating Nodal, Hedgehog, and retinoic acid signaling.. Genes Dev.

[52] White RJ, Schilling TF (2008). How degrading: Cyp26s in hindbrain development.. Dev Dyn.

[53] Hernandez RE, Putzke AP, Myers JP, Margaretha L, Moens CB (2007). Cyp26 enzymes generate the retinoic acid response pattern necessary for hindbrain development.. Development.

[54] Gritsman K, Zhang J, Cheng S, Heckscher E, Talbot WS (1999). The EGF-CFC protein one-eyed pinhead is essential for Nodal signaling.. Cell.

[55] Mathieu J, Barth A, Rosa FM, Wilson SW, Peyrieras N (2002). Distinct and cooperative roles for Nodal and Hedgehog signals during hypothalamic development.. Development.

[56] Rohr KB, Barth KA, Varga ZM, Wilson SW (2001). The Nodal pathway acts upstream of Hedgehog signaling to specify ventral telencephalic identity.. Neuron.

[57] Müller F, Albert S, Blader P, Fischer N, Hallonet M (2000). Direct action of the Nodal-related signal Cyclops in induction of *sonic hedgehog* in the ventral midline of the CNS.. Development.

[58] Liedtke D, Winkler C (2008). Midkine-b regulates cell specification at the neural plate border in zebrafish.. Dev Dyn.

[59] Chakravarthy H, Boer B, Desler M, Mallanna SK, McKeithan TW (2008). Identification of DPPA4 and other genes as putative Sox2:Oct-3/4 target genes using a combination of in silico analysis and transcription-based assays.. J Cell Physiol.

[60] Hu P, Tian M, Bao J, Xing G, Gu X (2008). Retinoid regulation of the zebrafish *cyp26a1* promoter.. Dev Dyn.

[61] Blader P, Plessy C, Strähle U (2003). Multiple regulatory elements with spatially and temporally distinct activities control *neurogenin1* expression in primary neurons of the zebrafish embryo.. Mech Dev.

[62] Spieler D, Baumer N, Stebler J, Koprunner M, Reichman-Fried M (2004). Involvement of Pax6 and Otx2 in the forebrain-specific regulation of the vertebrate homeobox gene *ANF/Hesx1*.. Dev Biol.

[63] Nichols J, Zevnik B, Anastassiadis K, Niwa H, Klewe-Nebenius D (1998). Formation of pluripotent stem cells in the mammalian embryo depends on the POU transcription factor Oct4.. Cell.

[64] Danno H, Michiue T, Hitachi K, Yukita A, Ishiura S (2008). Molecular links among the causative genes for ocular malformation: Otx2 and Sox2 coregulate *Rax* expression.. Proc Natl Acad Sci U S A.

[65] Favaro R, Valotta M, Ferri AL, Latorre E, Mariani J (2009). Hippocampal development and neural stem cell maintenance require *Sox2*-dependent regulation of *Shh*.. Nat Neurosci.

[66] Unterseher F, Hefele JA, Giehl K, De Robertis EM, Wedlich D (2004). Paraxial protocadherin coordinates cell polarity during convergent extension via Rho A and JNK.. EMBO J.

[67] Wardle FC, Odom DT, Bell GW, Yuan B, Danford TW (2006). Zebrafish promoter microarrays identify actively transcribed embryonic genes.. Genome Biol.

# Supplementary material for: B1 SOX Coordinate Cell Specification with Patterning and Morphogenesis in the Early Zebrafish Embryo
**Source:** PLoS Genet. 2010 May 6;6(5):e1000936. doi: 10.1371/journal.pgen.1000936
**Supplement:** Table S1 — Summary of gene expression analysis using in situ hybridization and/or RT-PCR. (0.39 MB DOC)

Table S1. Summary of gene expression analysis using in situ hybridization and/or RT-PCR

a Gene expression profiles in wild-type and mutant/morphant zebrafish embryos (until early somite stages). Notes on mutant/morphant phenotypes and the regulatory sequences that were analyzed in our ChIP analysis.

b Not assessed.

**References for Table S1**

# Supplementary material for: B1 SOX Coordinate Cell Specification with Patterning and Morphogenesis in the Early Zebrafish Embryo
**Source:** PLoS Genet. 2010 May 6;6(5):e1000936. doi: 10.1371/journal.pgen.1000936
**Supplement:** Table S4 — Morpholino antisense oligonucleotides. (0.11 MB DOC)

Table S4. Morpholino antisense oligonucleotides

| MO name | MO sequence | Reference |
| --- | --- | --- |
| sox2-MO2 | GAGAGGCTGCTGAAGTTACCTTAGC | Kamachi et al., 2008 [20] |
| sox2-MO2(5mis)a | GAcAGcCTGCTcAAGTTACgTTAcC | This study |
| sox2-MO3 | GAAAGTCTACCCCACCAGCCGTAAA | Kamachi et al., 2008 [20] |
| sox2-MO3(5mis)a | GAAAcTCTAgCCgACgAGCCcTAAA | This study |
| sox3-MO1 | TACATTCTTAAAAGTGGTGCCAAGC | This study |
| sox3-MO1(5mis)a | TAgATTgTTAAAAGTGcTGCgAAcC | This study |
| sox3-MO2 | GAAGTCAGTCAAAAGTTCAGAGAGC | This study |
| sox3-MO2(5mis)a | GAAcTCAcTCAAAAcTTgAGAcAGC | This study |
| sox19a-MO1 | GTACATGGCTGCCAACAGAAGTTAG | This study |
| sox19a-MO1(5mis)a | GTAgATcGCTGCgAACAcAAcTTAG | This study |
| sox19a-MO2 | AAAACGAGAGCGAGCCGTCTGTAAC | This study |
| sox19a-MO2(5mis)a | AAAAgGAcAGCGAcCCcTCTcTAAC | This study |
| sox19b-MO1 | GTACATCATGCCACTTCTCGCTTTG | This study |
| sox19b-MO1(5mis)a | GTAgATgATGCgACTTgTCGgTTTG | This study |
| sox19b-MO2 | ACGAGCGAGCCTAATCAGGTCAAAC | This study |
| sox19b-MO2(5mis)a | ACcAGCcAGCgTAATCAaGTgAAAC | This study |
| pcdh18a-MO(UTR) | TCCGTCAGGCACTGCAAAAATATAC | Aamar et al., 2008 [41] |
| pcdh18b-MO1 | ATTGTTCGGTGTAGATTAAAGCATG | This study |
| p53-MO | GCGCCATTGCTTTGCAAGAATTG | Robu et al., 2007 [30] |

a Negative control MOs were designed to contain 5-base mismatches (indicate by lowercase letters).

Table S5. Primers and conditions for RT-PCR

| Gene | Forward | Reverse | Product size (bp) | PCR cycle | Annea-ling temp. | Reference |
| --- | --- | --- | --- | --- | --- | --- |
| *ascl1a* | GCTCCTGGACTTCACCAACTGG | TGGATTCCCGCTCTTCCCTC | 214 | x30 | 61 | This study |
| *bactin1* | CTGGGTATGGAATCTTGCGGTATC | CGAGAGTTTAGGTTGGTCGTTCG | 397 | x23 | 57 | {Okuda, 2006 #2} |
| *bmp2b* | ACCTACAGCCATGACGGTCAAG | TGGGGAGATTGTTCTCATCGG | 428 | x26 | 57 | This study |
| *bmp4* | GCTGTATGTGGATTTCAGCGACG | GGATGTTTTTGTGGTAAGAGTCTCCG | 319 | x27 | 57 | This study |
| *bmp7* | AAGCATCAGGAATCCACCTCCG | AGTTTGGGTCCAGCAGCGAGTC | 578 | x27 | 57 | This study |
| *cdh1* | TCCTCCCTACGACTCTCTGCTG | ACATCTTTCCACTGAGCCATCG | 451 | x26 | 57 | This study |
| *chd* | TGAAGACCAATGCTGTCCCATC | CATCATCTCCTCGTCCTCCAGAG | 331 | x25 | 57 | This study |
| *dlx3b* | CCATCACGAATACTACCAGAGCCC | TTCCGTTTACCATCCGCACTTC | 224 | x27 | 57 | This study |
| *eve1* | CCTTTCATAAACGAACTTGGCTTG | CTTCCTCTCCTTGGTCACTGTCAG | 227 | x27 | 59 | This study |
| *foxi1* | CAAATCCTCTCCCTCTCCGTCC | AAGCCACTGTTGTTGTGCGATG | 237 | x29 | 59 | This study |
| *gata2* | TCCTTCTTCTCCGACATCCACC | GCTCCACAGTTCACACATTCACG | 318 | x29 | 57 | This study |
| *her3* | CACTGATGGAGAAAAAAAGAAGGG | CCGACGCTCGTAGATAATGACTTAC | 255 | x27 | 57 | This study |
| *hesx1* | TCGACAGCATCCTGGGACTG | CTTGATCTGAACACTGGAGAAGGC | 242 | x26 | 57 | This study |
| *neurog1* | CATCTCCCAGCCCACCAATAAG | GCTTTGTGTCGTCAGGAAACGC | 348 | x30 | 57 | This study |
| *nog1* | GTGGCTGTGGTCCTACTCGTTC | GCACTCTGTGATGATGGGATACTG | 247 | x28 | 57 | This study |
| *pcdh18a* | CAGATTTCATTTTTGGTCCAGGC | ACAACAGAGCAGGAGAGGTCACC | 242 | x30 | 59 | This study |
| *pcdh18b* | CCCCACTGCTAAGTAACCACACAG | GCTTTCTGGATAGTCCCGTAGGC | 317 | x28 | 59 | This study |
| *rest* | GCAGCCAGTGCTCATACTTTTCTG | GAGTGGTTTGGGTCCGTTGTG | 251 | x30 | 59 | This study |
| *rx3* | CGGGAAAGACAGGCAAAGACAC | TACTCGGACTTCGGGCAGGTTG | 290 | x27 | 59 | This study |
| *sox1a* | ACCCTGCTTAAAAAGGACAAGTACTCG | GGGGACTTATATTGGGTTCGGAC | 493 | x30 | 57 | {Okuda, 2006 #2} |
| *sox1b* | CAGCCCCCTCTCAAACTCTCAG | TGAAGCACCCACTCTTATTCGC | 591 | x30 | 57 | {Okuda, 2006 #2} |
| *sox2* | CGCTCCAGTACAACTCCATGACC | TTACATATGCGATAAGGGAATCGTGC | 347 | x25 | 57 | {Okuda, 2006 #2} |
| *sox3* | GGTGCCAACGCTGTCAACAAC | TCTCTCAGGTCTCCCAAACAAGC | 377 | x23 | 57 | {Okuda, 2006 #2} |
| *sox19a* | ATCTGTCCGCCTTGCAGTATCCA | TTTCCTGATCAGATGTGTGTGAGAGG | 328 | x25 | 57 | {Okuda, 2006 #2} |
| *sox19b* | GATCTGTCAGCTCTGCAGTACCCG | TCAGATGTGAGTGAGGGGAACAGTTC | 309 | x27 | 57 | {Okuda, 2006 #2} |
| *stmn2a* | CCACAGACACGCAACAACATTG | ATGGCTTTGAGCAGCACATCCC | 287 | x30 | 61 | This study |
| *szl* | CTCGCTCTGCCTCAACGACTTC | CTTTCTTCAGCCACGGGAACAG | 284 | x29 | 59 | This study |
| *tuba1* | GGTACGTGGGTGAGGGTATGG | TCGCAAGGATTGACCTTTTAGC | 226 | x28 | 59 | This study |
| *wnt4a* | GACTCATCCAGAGGCAGGTTCAG | ACGGTCACATCCACACTTGTCC | 278 | x30 | 59 | This study |
| *wnt5b* | GCCTATCTCAGGGTCAGAGGAAG | CGACTCACAGCATTCACAACACC | 235 | x27 | 59 | This study |
| *wnt11* | CAAGACATCAGCACCATCTCCG | TCCACCAGCACCTCTGTGTAGG | 299 | x26 | 57 | This study |
| *wnt11r* | ACTGGACCTAAAGGACATCGCC | CTCCGTGTAAGGGTTGTAGCCTC | 289 | x30 | 57 | This study |
| *zic1* | ATTTGCTTTTGGGAAGAGTGCG | CGGAGAGAACTGGGATGTGTGTAG | 326 | x27 | 59 | This study |

Table S6. Primers and conditions for ChIP-PCR

| Target | Forward | Reverse | Product size (bp) | PCR cycle | Annea-ling temp. | Reference |
| --- | --- | --- | --- | --- | --- | --- |
| *bactin2* | AACACAACACAGGATCATGGAG | CATTGCTACACTTGCTTCTTGC | 244 | x30 | 57 | {Wardle, 2006 #40} |
| *cyp26a1* | CTCAGGATTGTCTGCCTTCTACAG | AGGTCTCCTCCTGTTAACTTCCTC | 167 | x30 | 57 | This study |
| *her3* (proximal) | AGAGAGCAACCTGAAGCTGATTGG | GCTGCAGCCATTGTCCTTAAATGC | 217 | x30 | 57 | This study |
| *her3* (distal) | GCAGCAGGGCATTGTCATGTTGAA | TCAGTTCCGCTATTGTCAAGCA | 182 | x30 | 57 | This study |
| *hesx1* | CTGCTTCCAGCAAATTGCCAAG | TGAGGAAGCAGTCAACTAGTGGC | 193 | x30 | 57 | This study |
| *neurog1* (LSE) | AAAAGCCCTGTTCCTGAGCTCC | GAAGTCTGAGCTTGACTCGACAAAG | 254 | x30 | 57 | This study |
| *pcdh18a* | AATGAGACAGACGAGGCGACAGAT | CAAACAATGACCACAGCAGGTGGA | 157 | x30 | 57 | This study |

# Supplementary material for: B1 SOX Coordinate Cell Specification with Patterning and Morphogenesis in the Early Zebrafish Embryo
**Source:** PLoS Genet. 2010 May 6;6(5):e1000936. doi: 10.1371/journal.pgen.1000936
**Supplement:** Table S5 — Primers and conditions for RT-PCR. (0.08 MB DOC)

Table S5. Primers and conditions for RT-PCR

| Gene | Forward | Reverse | Product size (bp) | PCR cycle | Anneal-ing temp. | Reference |
| --- | --- | --- | --- | --- | --- | --- |
| *ascl1a* | GCTCCTGGACTTCACCAACTGG | TGGATTCCCGCTCTTCCCTC | 214 | x30 | 61 | This study |
| *bactin1* | CTGGGTATGGAATCTTGCGGTATC | CGAGAGTTTAGGTTGGTCGTTCG | 397 | x23 | 57 | Okuda et al., 2006 [11] |
| *bmp2b* | ACCTACAGCCATGACGGTCAAG | TGGGGAGATTGTTCTCATCGG | 428 | x26 | 57 | This study |
| *bmp4* | GCTGTATGTGGATTTCAGCGACG | GGATGTTTTTGTGGTAAGAGTCTCCG | 319 | x27 | 57 | This study |
| *bmp7* | AAGCATCAGGAATCCACCTCCG | AGTTTGGGTCCAGCAGCGAGTC | 578 | x27 | 57 | This study |
| *cdh1* | TCCTCCCTACGACTCTCTGCTG | ACATCTTTCCACTGAGCCATCG | 451 | x26 | 57 | This study |
| *chd* | TGAAGACCAATGCTGTCCCATC | CATCATCTCCTCGTCCTCCAGAG | 331 | x25 | 57 | This study |
| *dlx3b* | CCATCACGAATACTACCAGAGCCC | TTCCGTTTACCATCCGCACTTC | 224 | x27 | 57 | This study |
| *eve1* | CCTTTCATAAACGAACTTGGCTTG | CTTCCTCTCCTTGGTCACTGTCAG | 227 | x27 | 59 | This study |
| *foxi1* | CAAATCCTCTCCCTCTCCGTCC | AAGCCACTGTTGTTGTGCGATG | 237 | x29 | 59 | This study |
| *gata2* | TCCTTCTTCTCCGACATCCACC | GCTCCACAGTTCACACATTCACG | 318 | x29 | 57 | This study |
| *her3* | CACTGATGGAGAAAAAAAGAAGGG | CCGACGCTCGTAGATAATGACTTAC | 255 | x27 | 57 | This study |
| *hesx1* | TCGACAGCATCCTGGGACTG | CTTGATCTGAACACTGGAGAAGGC | 242 | x26 | 57 | This study |
| *neurog1* | CATCTCCCAGCCCACCAATAAG | GCTTTGTGTCGTCAGGAAACGC | 348 | x30 | 57 | This study |
| *nog1* | GTGGCTGTGGTCCTACTCGTTC | GCACTCTGTGATGATGGGATACTG | 247 | x28 | 57 | This study |
| *pcdh18a* | CAGATTTCATTTTTGGTCCAGGC | ACAACAGAGCAGGAGAGGTCACC | 242 | x30 | 59 | This study |
| *pcdh18b* | CCCCACTGCTAAGTAACCACACAG | GCTTTCTGGATAGTCCCGTAGGC | 317 | x28 | 59 | This study |
| *rest* | GCAGCCAGTGCTCATACTTTTCTG | GAGTGGTTTGGGTCCGTTGTG | 251 | x30 | 59 | This study |
| *rx3* | CGGGAAAGACAGGCAAAGACAC | TACTCGGACTTCGGGCAGGTTG | 290 | x27 | 59 | This study |
| *sox1a* | ACCCTGCTTAAAAAGGACAAGTACTCG | GGGGACTTATATTGGGTTCGGAC | 493 | x30 | 57 | Okuda et al., 2006 [11] |
| *sox1b* | CAGCCCCCTCTCAAACTCTCAG | TGAAGCACCCACTCTTATTCGC | 591 | x30 | 57 | Okuda et al., 2006 [11] |
| *sox2* | CGCTCCAGTACAACTCCATGACC | TTACATATGCGATAAGGGAATCGTGC | 347 | x25 | 57 | Okuda et al., 2006 [11] |
| *sox3* | GGTGCCAACGCTGTCAACAAC | TCTCTCAGGTCTCCCAAACAAGC | 377 | x23 | 57 | Okuda et al., 2006 [11] |
| *sox19a* | ATCTGTCCGCCTTGCAGTATCCA | TTTCCTGATCAGATGTGTGTGAGAGG | 328 | x25 | 57 | Okuda et al., 2006 [11] |
| *sox19b* | GATCTGTCAGCTCTGCAGTACCCG | TCAGATGTGAGTGAGGGGAACAGTTC | 309 | x27 | 57 | Okuda et al., 2006 [11] |
| *stmn2a* | CCACAGACACGCAACAACATTG | ATGGCTTTGAGCAGCACATCCC | 287 | x30 | 61 | This study |
| *szl* | CTCGCTCTGCCTCAACGACTTC | CTTTCTTCAGCCACGGGAACAG | 284 | x29 | 59 | This study |
| *tuba1* | GGTACGTGGGTGAGGGTATGG | TCGCAAGGATTGACCTTTTAGC | 226 | x28 | 59 | This study |
| *wnt4a* | GACTCATCCAGAGGCAGGTTCAG | ACGGTCACATCCACACTTGTCC | 278 | x30 | 59 | This study |
| *wnt5b* | GCCTATCTCAGGGTCAGAGGAAG | CGACTCACAGCATTCACAACACC | 235 | x27 | 59 | This study |
| *wnt11* | CAAGACATCAGCACCATCTCCG | TCCACCAGCACCTCTGTGTAGG | 299 | x26 | 57 | This study |
| *wnt11r* | ACTGGACCTAAAGGACATCGCC | CTCCGTGTAAGGGTTGTAGCCTC | 289 | x30 | 57 | This study |
| *zic1* | ATTTGCTTTTGGGAAGAGTGCG | CGGAGAGAACTGGGATGTGTGTAG | 326 | x27 | 59 | This study |

# Supplementary material for: B1 SOX Coordinate Cell Specification with Patterning and Morphogenesis in the Early Zebrafish Embryo
**Source:** PLoS Genet. 2010 May 6;6(5):e1000936. doi: 10.1371/journal.pgen.1000936
**Supplement:** Table S6 — Primers and conditions for ChIP-PCR. (0.04 MB DOC)

Table S6. Primers and conditions for ChIP-PCR

| Target | Forward | Reverse | Product size (bp) | PCR cycle | Anneal-ing temp. | Reference |
| --- | --- | --- | --- | --- | --- | --- |
| *bactin2* | AACACAACACAGGATCATGGAG | CATTGCTACACTTGCTTCTTGC | 244 | x30 | 57 | Wardle et al., 2006 [67] |
| *cyp26a1* | CTCAGGATTGTCTGCCTTCTACAG | AGGTCTCCTCCTGTTAACTTCCTC | 167 | x30 | 57 | This study |
| *her3* (proximal) | AGAGAGCAACCTGAAGCTGATTGG | GCTGCAGCCATTGTCCTTAAATGC | 217 | x30 | 57 | This study |
| *her3* (distal) | GCAGCAGGGCATTGTCATGTTGAA | TCAGTTCCGCTATTGTCAAGCA | 182 | x30 | 57 | This study |
| *hesx1* | CTGCTTCCAGCAAATTGCCAAG | TGAGGAAGCAGTCAACTAGTGGC | 193 | x30 | 57 | This study |
| *neurog1* (LSE) | AAAAGCCCTGTTCCTGAGCTCC | GAAGTCTGAGCTTGACTCGACAAAG | 254 | x30 | 57 | This study |
| *pcdh18a* | AATGAGACAGACGAGGCGACAGAT | CAAACAATGACCACAGCAGGTGGA | 157 | x30 | 57 | This study |

How the deposited data were processed for this re-analysis (not part of the article)

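The data are 12 Affymetrix Zebrafish Genome arrays of whole embryos at 30%E, 75%E and TB, 2 each of uninjected WT and of QKD embryos at every stage. The sample labels give the stage, the genotype and the replicate number, and the paper's methods call the 2 samples of a stage independent. The deposited intensity values are on a linear scale and were made by the authors with the RMA program, whose version they do not state. RMA corrects the background, brings the arrays to one distribution and summarises the probes of a set, and which arrays were processed together is not stated. On the 12 arrays the lower quartile of the signal was 20.6 to 24.1, the upper quartile 273 to 319.8 and the highest signal 17710.4 to 22045. Values were checked to be above 0 with 0 missing. Background and summary steps could not be run again from these values, and the number of arrays, 2 per group, limits the precision.

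Log2 of the signal was taken. Of 15617 probe sets, 115 control probe sets were left out and 15502 were tested. The annotation gives 1 gene symbol to 10795 of them, several genes to 135 and none to 4572, of which 82 were named through the study's own tables. Clone names were not used as gene names in the text. Of 537 genes put on lists, 451 were measured. Genes such as *hoxb1b*, *sox1b* and *cdkn1a* have no probe set under their name and were not analysed here. For a gene with several probe sets the one with the highest mean log2 was used, and where another was not called this is said at the genes whose values are given. Results for some genes and for 1 of the 34 lists are not reported here.

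Tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with a mean for each of the 6 groups, 6 residual and 5.11 prior degrees of freedom, and Benjamini-Hochberg adjustment over the tested probe sets of a comparison (adjusted p under 0.05). Differences between stages are contrasts of the same fit. The study's rule, a ratio of mean linear signals over 2, was applied beside it. Gene lists were tested with fry and with camera (estimated correlation, and preset correlation of 0.01), with Benjamini-Hochberg adjustment over all lists and stages. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The fit was tested on simulated data in which, per stage, 100 probe sets changed by 1 and another 100 by 2 in log2. It called 94, 95 and 88 of those changed by 1 at 30%E, 75%E and TB, all 100 changed by 2 at each stage, and 10, 11 and 7 unchanged ones. The simulated noise was independent between arrays. It thus does not test the fit under the shared deviations of same-numbered samples.

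Whether same-numbered samples belong together was checked by the correlation of their deviations from the group means. WT and QKD samples of a stage gave 0.615, 0.443 and 0.488 at 30%E, 75%E and TB, and the 12 pairs of groups of different stages gave -0.0835 to 0.183. The pairing within each stage thus comes from the numbers in the labels and from these values, and is not stated in the paper.

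The genes named in the text follow a rule. Per stage, they are the 10 largest decreases and 10 largest increases among called probe sets with 1 gene symbol whose QKD arrays both lie on one side of both WT arrays, the genes the paper names as measured, the genes of Table S7, and 2 to 4 examples of each list described. Values in Tables S2, S3 and S7 had been read when the rule was set and when the lists were written. The 8 lists of the study's own genes cover B1 *sox*, dorsoventral patterning, gastrulation movements, neuronal and bHLH, regional neural, neural signaling, Bmp receptors with *smad5*, and mesoderm with others. The other 26 come from general knowledge of zebrafish development, and some of their genes are also on the study's own lists. Besides the lists where this is said, it holds for the organizer, midbrain and hindbrain, neuronal differentiation, non-canonical Wnt and adhesion lists.

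Alternatives tried were median centring, a second quantile normalization, a filter that drops probe sets under the 40th percentile of mean signal, a variance trend, a fit per stage, a replicate block (additive, and within each stage), a plain t-test on log2 and on linear signals (the paper's methods name no test for the arrays), other limits on p and fold, 1 probe set per gene, all probe sets of list members, both forms of camera, and each array left out in turn. A possible delay of QKD embryos was measured as the slope of the QKD change on the difference between the earlier WT stage and the WT stage, over probe sets that change over 2-fold between these stages, with the WT arrays of the stage split so that no array stands on both sides. On simulated delays of 0, 0.2 and 0.5 it gave 0.00658, 0.203 and 0.497.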

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

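The block fit of the differences between stages was chosen after the result was seen. A difference between stages in the response to QKD was found by limma's test of the difference for 707 probe sets between 75%E and 30%E, 105 between TB and 75%E, and 889 between TB and 30%E (adjusted p under 0.05). With the replicate block they were 1875, 443 and 1952. Leaving out 1 array moved the first count by over 1.5 times to 309 without WT 30%E replicate 1, 404 without WT 30%E replicate 2, 296 without QKD 30%E replicate 2, 343 without QKD 75%E replicate 1, 413 without QKD 75%E replicate 2. It moved the second to 40 without WT TB replicate 1, 60 without QKD 75%E replicate 1, 50 without QKD 75%E replicate 2, 62 without QKD TB replicate 1, and the third to 403 without WT 30%E replicate 1, 517 without WT 30%E replicate 2, 456 without WT TB replicate 1, 576 without WT TB replicate 2, 367 without QKD 30%E replicate 2, 551 without QKD TB replicate 1, 481 without QKD TB replicate 2. Of the genes the study names, 22, 4 and 22 differed. *sox2* was called lower at 30%E and higher later, with a difference of 3.19 at 75%E and 3.08 at TB, and *tbxta* was called lower at 30%E and higher at 75%E, with a difference of 0.90.

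Signals outside the genes the paper discusses came from lists it does not treat, tested with fry, whose direction holds for a list on balance and not for each of its genes. At 30%E, the segmentation clock at 30%E (adjusted p = 0.000163, median -0.21, adjusted p = 0.114 with an estimated correlation) and the enveloping layer at 30%E (adjusted p = 0.0133, median -0.52, adjusted p = 0.222 with an estimated correlation, and lost without WT 30%E replicate 1 or QKD 30%E replicate 2) were called lower. So was the canonical Wnt list at 30%E (adjusted p = 0.000824, median -0.12, adjusted p = 0.208 with an estimated correlation) and again at 75%E (adjusted p = 0.0394, median -0.075, adjusted p = 0.447 with an estimated correlation, and lost without either WT 30%E, WT 75%E, WT TB or QKD 75%E array with adjusted p = 0.0557 to 0.230). The FGF list was called lower, first at 30%E (adjusted p = 0.00198, median -0.31, adjusted p = 0.222 with an estimated correlation), then at 75%E (adjusted p = 0.0289, median -0.20, adjusted p = 0.384 with an estimated correlation, and lost without either QKD 75%E array or WT 75%E replicate 2 with adjusted p = 0.0800 to 0.111) and last at TB (adjusted p = 0.0299, median -0.087, adjusted p = 0.292 with an estimated correlation, and lost without either WT 30%E, QKD 75%E or QKD TB array or WT TB replicate 1 with adjusted p = 0.0590 to 0.115). The posterior *hox* list was called lower, first at 75%E (adjusted p = 0.0188, median -0.13, adjusted p = 0.223 with an estimated correlation, and lost without either QKD 75%E array or WT 75%E replicate 1 with adjusted p = 0.0681 to 0.0800) and also at TB (adjusted p = 0.00909, median -0.16, adjusted p = 0.208 with an estimated correlation). The cell cycle list, which has members on both sides of 0, was called higher, first at 30%E (adjusted p = 3.59e-05, median 0.0024, adjusted p = 0.208 with an estimated correlation), lower next at 75%E (adjusted p = 0.0139, median -0.11, adjusted p = 0.268 with an estimated correlation, and lost without either QKD 75%E array with adjusted p = 0.160 and 0.224), and higher again at TB (adjusted p = 0.000163, median 0.083, adjusted p = 0.222 with an estimated correlation). Called higher too was the heat shock and ER stress list at TB (adjusted p = 0.0467, median 0.17, adjusted p = 0.339 with an estimated correlation, and lost without either WT 30%E, WT TB, QKD 30%E, QKD 75%E or QKD TB array with adjusted p = 0.0641 to 0.144).

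The changes at 75%E and TB could come from a delay of QKD embryos, which the paper describes for epiboly. In a gene that moves one way between the stages, a delay would place the QKD level between the WT levels of the earlier stage and the stage. Such a level was found for 34.9% of 1301 called probe sets at 75%E (34.5% to 34.9% with single QKD arrays). Levels beyond the earlier stage made up 20.3% and levels away from it 44.8%. At TB 19.6% of 986 lay between (20.1% and 20.5% with single arrays), 38.2% beyond and 42.2% away. For genes that move one way between the stages, a delay would not give levels beyond or away. Genes that peak or dip between the stages could have such levels under a delay, and no WT array was taken in between. How much of either pattern is a delay thus stays open beside an effect of the loss of B1 SOX. An effect of injection as such was not tested, since no array of embryos injected with control MOs was analysed here.

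At 30%E, maternal transcripts that rose and clock genes that fell may reflect QKD embryos that were younger than their WT group. The slope of the QKD change on WT 30%E minus WT 75%E was 0.0575 over 3822 probe sets (0.0124 to 0.106 with single QKD arrays and splits of the WT arrays), and 357 of 485 called ones (73.6%) moved toward the younger side. In WT embryos 14 of 15 maternal genes and 1 of 10 clock genes were higher at 30%E than at 75%E. No WT array before 30%E was used, so the stage itself was not measured. A direct effect of the loss of B1 SOX remains equally open.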

How the results depend on the processing

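The block fits of the list results and of the differences between stages, and the variance trend for the latter, were chosen after seeing the data. Every count stayed within 1.5 times its value with median centring, quantile normalization again, the variance trend, an additive replicate block, the ratio of geometric means, the 2-fold rule with a plain t-test, and all probe sets of list members. With the replicate block within each stage, lower and higher counts became 811 and 1399 at 30%E, 1209 and 1413 at 75%E, and 983 and 1126 at TB, with 154 and 159 at all 3 stages and differences between stages of 1875, 443 and 1952. A plain t-test, unadjusted, gave 1103 and 1192 at 30%E, 938 and 855 at 75%E, and 944 and 1070 at TB on log2 and 1101 and 1148 at 30%E, 921 and 867 at 75%E, and 940 and 1054 at TB on linear signals, and after Benjamini-Hochberg it gave 0 on both at each stage and at all 3, where limma gave the counts above. An adjusted p with a fold over 2 gave 150 and 117 at 30%E, 142 and 143 at 75%E, and 165 and 91 at TB, with 21 and 9 at all 3. An adjusted p under 0.01 gave 249 and 403 at 30%E, 287 and 310 at 75%E, and 271 and 215 at TB, with 38 and 28 at all 3. A fit per stage moved 75%E to 284 lower and 300 higher, and those lower at all 3 to 52. By the ratio alone, a fold over 1.5 gave 362 and 577 at 30%E, 420 and 504 at 75%E, and 429 and 364 at TB, and a fold over 3 gave 51 and 19 at 30%E, 54 and 41 at 75%E, and 58 and 22 at TB. Dropping dim probe sets moved the 2-fold counts at TB to 105 and 61, and the difference between TB and 75%E to 51, with fewer probe sets tested. List calls, 15, 20 and 24 at the 3 stages and 59 in all, were 0 at every stage by camera with an estimated correlation and 13 at 75%E with the preset correlation. The delay slope at 75%E was 0.0371 with 1 probe set per gene, 0.0386 with a 4-fold limit and 0.0362 with no split of the WT arrays, and 30%E has no earlier WT array from which to take such a slope. Called lists that turned direction were B1 *sox* at 30%E without QKD 30%E replicate 1 (adjusted p = 0.871, and 0.0226 to 0.871 over the arrays left out), neuronal and bHLH at 30%E without dim probe sets (0.682) and at 75%E by camera with an estimated (0.903) and the preset correlation (0.862), and cell adhesion at TB without dim probe sets (0.276). Where not stated, the cause was not tested. Leaving out each array in turn, with the lone array assumed to vary like the other groups, gave limma counts of 239 to 516 lower and 340 to 940 higher at 30%E, 303 to 573 lower and 305 to 650 higher at 75%E, 264 to 571 lower and 214 to 591 higher at TB, and 55 to 78 lower and 31 to 72 higher at all 3 stages. It gave 2-fold counts of 149 to 189 lower and 94 to 157 higher at 30%E, 143 to 167 lower and 139 to 222 higher at 75%E, and 159 to 199 lower and 79 to 130 higher at TB, and differences between stages of 296 to 761, 40 to 125 and 367 to 1048. List calls were 43 to 59 in all and 10 to 18, 10 to 19 and 17 to 24 per stage, and delay slopes 0.0266 to 0.0318 at 75%E and 0.0923 to 0.178 at TB. Of 411 calls of named genes over the stages, 273 were kept without any 1 array and 138 were lost without at least 1.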

Differences from the paper's values

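Compared with Tables S2 and S3 were their numbers of probe sets and the folds of those probe sets that are on the study's own lists. None of these differed from the value computed here. The rule was an over 1.5-fold difference, which for a fold also had to exceed the spread of the ratios of the 2 replicates. Other folds in the tables were not compared singly. The ratios give the same lists apart from 3 probe sets that stand in the tables with a fold just under 2 here, 1 lower at 75%E, 1 lower at TB and 1 higher at TB. Figure S5 gives these numbers per stage by the same limit of 2-fold.

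Directions or calls differ from those stated in the text or figures for some genes. *wnt5b* at 30%E and 75%E, *bmp4* at 75%E and TB and *rx3* at 30%E went the way the paper states but were not called. With 2 arrays per group, a missing call does not show an unchanged level. The paper's RT-PCR shows higher *sox2* transcript levels, and *sox2* was lower here at 30%E (-0.94) and higher at 75%E and TB, as were *sox3*, *sox19a* and *sox19b*. It describes Bmp receptor genes as normal. *bmpr1ba* was called lower at TB (-0.70), a change under the 2-fold limit of the study's tables, while no receptor gene or *smad5* was called at 30%E or 75%E. With the replicate block, *acvrl1* was called lower at 75%E and TB and *bmpr1ba* at 75%E. It describes *wnt5b* as reduced in early epiboly (Table S1) and slightly reduced at late epiboly (text), and *wnt5b* was not called at 30%E (-0.33) or 75%E (-0.19). *pcdh18a* was lower at 75%E and TB, as the paper states. It describes *bmp4* as reduced after the shield stage, and here *bmp4* was not called at 75%E (-0.59) or TB (-0.46) but was with the replicate block, as were *bmp7a* at both stages and *eve1* at TB. *bmp2b*, *gata2a*, *szl* and *chrd* were lower here, as the paper states. Its RT-PCR shows *nog1* as unchanged, and *nog1* was called higher at each stage. *tbxta* is unchanged in its RT-PCR (Table S1), and here it was called lower at 30%E (-0.51) and higher at 75%E (0.39). It describes *mafba* as reduced in rhombomeres of older embryos, and at 75%E *mafba* was higher (1.45). The paper describes neural *shha* expression as lost, and *shha* in whole embryos was not called at any stage, while *shhb* was lower at 75%E and TB. It describes the first zygotic expression of *tdgf1* as kept, and *tdgf1* was called lower at 30%E (-0.82). It describes *hesx1*, *zic1* and *rx3* as lost throughout early development, and *zic1* and *rx3* were not called at 30%E (0.11 and -0.79), while *rx3* was called lower there with the replicate block. *her3*, *hesx1*, *zic1*, *rx3*, *neurog1*, *mdkb*, *tdgf1* and *cyp26a1* were lower and *tuba1b* higher at 75%E and TB, as the paper states. *ascl1a* was higher at 75%E, as stated, and was also called higher at TB (1.55), a call lost without single arrays, where the paper calls the rise transient. The paper's reporter of *nr2f2* neural enhancers was lost at later stages. The *nr2f2* transcript in whole embryos was called higher at TB, a call lost without single arrays. *pou5f3* was not called, as in Figure S7B.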

Other observations

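The block values of lists in this part come from a fit chosen after the list results were seen. Several genes of the segmentation clock, which runs in the tailbud and presomitic mesoderm, fell at 30%E, before somites form. *her7* and *her1*, hairy-related repressor genes of the clock, and *hes6*, their partner gene, changed by -3.34, -2.25 and -1.69 at 30%E (SE 0.17, 0.15 and 0.14, adjusted p = 1.41e-06, 7.45e-06 and 2.84e-05). The QKD signals of *her7* and *her1* lie below the lower quartile of every array (20.6 to 24.1), so that the sizes of their decreases are limited by the WT level. *lfng*, which modifies Notch, fell by 0.87 at TB (SE 0.12, adjusted p = 0.00103). Of 10 clock genes, 4 fell at 30%E, 1 fell at 75%E, and 1 fell at TB (adjusted over the list alone, 4 fell, 3 fell, and 2 fell and 1 rose, and with the replicate block 4 fell at 75%E and 2 fell and 1 rose at TB). The clock list fell on balance at 30%E (fry adjusted p = 0.000163, and adjusted p = 0.114 with an estimated correlation). Segmentation clock genes did not pass at 75%E and TB (adjusted p = 0.0916 and 0.422). In the enveloping layer, the outer epithelium of the early embryo, *grhl1*, *klf17* and *lye*, epithelial genes, changed by -1.47, -0.74 and -0.62 at 30%E (SE 0.19, 0.11 and 0.10, adjusted p = 0.000683, 0.00119 and 0.00271). *klf17* was called lower at 75%E and TB too (1.52- and 1.35-fold). Among 16 genes of this layer, 6 fell and 1 rose at 30%E, 2 fell at 75%E, and 2 fell at TB (adjusted over the list alone, 11 fell and 1 rose, 3 fell and 1 rose, and 3 fell, and with the replicate block 12 fell and 1 rose at 30%E, 3 fell and 1 rose at 75%E, and 4 fell at TB). Enveloping layer genes fell on balance at 30%E (fry adjusted p = 0.0133, and adjusted p = 0.222 with an estimated correlation). Enveloping layer genes did not pass at 75%E and TB (adjusted p = 0.886 and 0.334). The enveloping layer call at 30%E was lost without WT 30%E replicate 1 or QKD 30%E replicate 2. In the yolk syncytial layer, which feeds the embryo, *tfa*, a transferrin gene, changed by -1.21 and -1.55 at 75%E and TB (SE 0.15, adjusted p = 0.000574 and 0.000133), while *fgg*, a fibrinogen gene, rose by 1.03 at TB (SE 0.13, adjusted p = 0.000731). Over the 16 genes of that layer, 1 fell at 30%E, 2 fell and 1 rose at 75%E, and 2 fell and 1 rose at TB (adjusted over the list alone, 1 fell, 2 fell and 1 rose, and 2 fell and 2 rose, and with the replicate block 2 fell at 30%E and 2 fell and 2 rose at TB). The yolk syncytial layer list did not pass at 30%E, 75%E and TB (fry adjusted p = 0.0596, 0.259 and 0.418, and adjusted p = 0.0245 at 30%E with the replicate block).

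*btg4*, an oocyte gene that is cleared after fertilization, and *dazl*, a germ plasm gene, rose by 1.45 and 0.75 at 30%E (SE 0.22 and 0.12, adjusted p = 0.00160 and 0.00185), and the germ cell gene *kop* rose by 0.96 at 30%E (SE 0.14, adjusted p = 0.00171). Of 15 maternal genes, 4 rose at 30%E, none passed at 75%E, and none passed at TB (adjusted over the list alone, 4 rose, none passed, and none passed, and with the replicate block 7 rose at 30%E, 1 fell and 1 rose at 75%E, and 3 rose at TB). At an unadjusted p under 0.05, limma gave 2 lower and 1 higher at 75%E, and 0 lower and 0 higher at TB. The maternal list did not pass at 30%E, 75%E and TB (fry adjusted p = 0.0592, 0.805 and 0.422, and adjusted p = 0.00953 at 30%E with the replicate block). Of 9 genes of primordial germ cells, 2 rose at 30%E, none passed at 75%E, and none passed at TB (adjusted over the list alone, 2 rose, none passed, and none passed, and with the replicate block 1 rose at 75%E). At an unadjusted p under 0.05, limma gave 2 lower and 2 higher at 75%E, and 0 lower and 0 higher at TB. Germ cell genes did not pass at 30%E, 75%E and TB (fry adjusted p = 0.0916, 0.741 and 0.402, and adjusted p = 0.0120 and 0.0478 at 30%E and TB with the replicate block). Some stress genes were higher. *hsp90aa1.1*, a chaperone gene of muscle, rose by 0.93 at TB (SE 0.14, adjusted p = 0.00237), and *chac1*, a gene of the unfolded protein response, rose by 1.07 at 30%E (SE 0.15, adjusted p = 0.00124), where a second probe set was not called. Of 19 heat shock and ER stress genes, 1 fell and 3 rose at 30%E, 2 rose at 75%E, and 2 rose at TB (adjusted over the list alone, 1 fell and 5 rose, 2 rose, and 6 rose, and with the replicate block 1 fell and 5 rose at 30%E, 1 fell and 2 rose at 75%E, and 4 rose at TB). The stress list rose on balance at TB (fry adjusted p = 0.0467, and adjusted p = 0.339 with an estimated correlation). Stress genes did not pass at 30%E and 75%E (adjusted p = 0.0866 and 0.107, and adjusted p = 0.0418 at 30%E with the replicate block). The stress call at TB was lost without either WT 30%E, WT TB, QKD 30%E, QKD 75%E or QKD TB array (adjusted p = 0.0641 to 0.144). Of the cell cycle genes, *stil*, *nusap1* and *plk1* rose by 1.07, 1.01 and 0.66 at 30%E (SE 0.12, 0.13 and 0.10, adjusted p = 0.000215, 0.000736 and 0.00162), which act in mitosis, and the nucleotide synthesis gene *rrm1* fell by 0.58 at 75%E (SE 0.092, adjusted p = 0.00263). *birc5b*, also on this list, rose by 1.64, 2.30 and 2.47 at 30%E, 75%E and TB (SE 0.11, adjusted p = 9.66e-06, 6.32e-07 and 5.04e-07). Cell cycle genes numbered 28, and of them 5 rose at 30%E, 5 fell and 2 rose at 75%E, and 2 rose at TB (adjusted over the list alone, 6 rose, 8 fell and 3 rose, and 2 rose, and with the replicate block 2 fell and 7 rose at 30%E, 8 fell and 2 rose at 75%E, and 1 fell and 3 rose at TB). The cell cycle list fell on balance at 75%E (fry adjusted p = 0.0139, and adjusted p = 0.268 with an estimated correlation) and rose on balance at 30%E and TB (fry adjusted p = 3.59e-05 and 0.000163, and adjusted p = 0.208 and 0.222 with an estimated correlation). At 30%E, 14 of the 28 genes had a value below 0, so most of the list did not rise there. The cell cycle call at 75%E was lost without either QKD 75%E array (adjusted p = 0.160 and 0.224).

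Correlations of the QKD change between stages over all probe sets were 0.341 for 30%E and 75%E, 0.622 for 75%E and TB, and 0.244 for 30%E and TB. Of the called probe sets, 36.2%, 46.5% and 50.5% were lower at 30%E, 75%E and TB. With median-centred arrays the shares were 43.7%, 50.3% and 55.7%, and with quantile normalization again 38.2%, 47.1% and 51.9%, so which direction prevails at 75%E depends on the scaling. Over probe sets that change between WT stages, the slope of the QKD change toward the earlier stage was 0.0292 at 75%E and 0.134 at TB, where 0 means no delay and 1 the earlier stage. Toward the earlier stage lay 62.7% of 568 called ones at 75%E and 72.5% of 207 at TB.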
